# Longitudinal analysis of invariant natural killer T cell activation reveals a cMAF-associated transcriptional state of NKT10 cells

**DOI:** 10.7554/eLife.76586

**Published:** 2022-12-02

**Authors:** Harry Kane, Nelson M LaMarche, Áine Ní Scannail, Amanda E Garza, Hui-Fern Koay, Adiba I Azad, Britta Kunkemoeller, Brenneth Stevens, Michael B Brenner, Lydia Lynch

**Keywords:** iNKT cells, activation, transcriptional remodeling, adipose tissue, scRNA-Seq, cellular metabolism, Human, Mouse

## Abstract

Innate T cells, including CD1d-restricted invariant natural killer T (iNKT) cells, are characterized by their rapid activation in response to non-peptide antigens, such as lipids. While the transcriptional profiles of naive, effector, and memory adaptive T cells have been well studied, less is known about the transcriptional regulation of different iNKT cell activation states. Here, using single-cell RNA-sequencing, we performed longitudinal profiling of activated murine iNKT cells, generating a transcriptomic atlas of iNKT cell activation states. We found that transcriptional signatures of activation are highly conserved among heterogeneous iNKT cell populations, including NKT1, NKT2, and NKT17 subsets, and human iNKT cells. Strikingly, we found that regulatory iNKT cells, such as adipose iNKT cells, undergo blunted activation and display constitutive enrichment of memory-like cMAF^+^ and KLRG1^+^ populations. Moreover, we identify a conserved cMAF-associated transcriptional network among NKT10 cells, providing novel insights into the biology of regulatory and antigen-experienced iNKT cells.

## Introduction

Activation of T cells following recognition of cognate antigen is essential for mounting effective immune responses against pathogens and tumors (Kumar et al., 2018). Typically, in the case of MHC-restricted adaptive CD4^+^ and CD8^+^ T cells, this requires extensive transcriptional remodeling over several days to facilitate proliferation and differentiation of naive T cells into clonal effector populations that traffic to sites of infection or tissue damage (Chen et al., 2018a). Transcriptional and metabolic remodeling is also needed to generate memory T cells that can be rapidly reactivated following secondary antigen encounter during reinfection (Chen et al., 2018a). Innate T cells, including CD1d-restricted invariant natural killer T (iNKT) cells, contrast and complement this paradigm by exiting thymic development as poised ‘effector-memory-like’ cells already capable of mounting potent cytokine responses within minutes of activation. This allows iNKT cells to rapidly transactivate other immune populations and orchestrate immune responses (Smyth et al., 2005; Reilly et al., 2012). Activation also induces iNKT cell proliferation, generating an expanded pool of effector cells within 72 hr, most of which subsequently undergo apoptosis as the expanded iNKT cell pool contracts within 7 days (Cameron and Godfrey, 2018; Wilson et al., 2003; Parekh et al., 2005). However, some iNKT cells persist after the immune response subsides (Wilson et al., 2003; Parekh et al., 2005; Shimizu et al., 2014), and there is evidence that antigen challenge induces long-term changes in the iNKT cell repertoire analogous to memory T cell differentiation. For example, several studies have demonstrated that activation of iNKT cells with α-galalctosylceramide (αGalCer), a potent glycolipid antigen, induces the emergence of novel KLRG1^+^ and Follicular Helper iNKT (NKT_FH_) cell populations that are greatly enriched after 3–7 days, and still detectable >30 days after αGalCer challenge (Shimizu et al., 2014; Chang et al., 2011; Murray et al., 2021; Chen et al., 2018b). However, our knowledge of the transcriptional programs underpinning iNKT cell activation remains limited, and there are also relatively few transcriptional resources available for studying activated iNKT cells, especially compared to adaptive T cells (Andreatta et al., 2021).

Analysis and interpretation of iNKT cell biology is also challenging because iNKT cells exhibit heterogeneity, including NKT1, NKT2, and NKT17 subsets that broadly mirror CD4^+^ Th1, Th2, and Th17 cells (Engel et al., 2016). Past studies of NKT1, NKT2, and NKT17 subsets largely focused on iNKT cell thymic development or steady-state phenotype in the absence of activation (Engel et al., 2016; Harsha Krovi et al., 2020; Lee et al., 2015; Baranek et al., 2020), and less is known about iNKT cell subsets after activation. Using parabiosis models, we and others have also shown that iNKT cells are predominantly tissue resident (Lynch et al., 2015; Thomas et al., 2011), and that this can strongly influence their biology (LaMarche et al., 2020). For example, iNKT cells resident in adipose tissue exhibit an unusual regulatory phenotype characterized by increased KLRG1 expression, reduced expression of the transcription factor promyelocytic leukemia zinc-finger (PLZF), and increased production of IL-10 through an IRE1a-XBP1s-E4BP4 axis, enabling these cells to suppress inflammation and promote metabolic homeostasis (Lynch et al., 2015; LaMarche et al., 2020). Interestingly, Sag et al., 2014 demonstrated that IL-10^+^ iNKT (NKT10) cells emerge in other organs such as the spleen after repeated antigen challenge (Sag et al., 2014), indicating that TCR stimulation can induce a regulatory phenotype, and that NKT10 cells can potentially be considered a memory-like population. However, the relationship between NKT10 cells and other memory-like populations, such as KLRG1^+^ and NKTFH cells, remains unclear. Furthermore, it is unknown whether similar factors regulate NKT10 cells present in adipose tissue versus those induced after antigen challenge.

To characterize transcriptional remodeling in activated iNKT cells while also considering subset and tissue-associated heterogeneity, we performed single-cell RNA-sequencing (scRNA-seq) of 48,813 murine iNKT cells from spleen and adipose tissue at steady state and 4 hr, 72 hr, and 4 weeks after in vivo stimulation with αGalCer, as well as after repeated αGalCer challenge. We also reanalyzed published human and murine data to generate a transcriptomic atlas of iNKT cell activation states. We found that activation induces rapid and extensive transcriptional remodeling in iNKT cells, and that a common transcriptional framework underpins the activation of diverse iNKT cell populations. However, regulatory iNKT cell populations demonstrate largely blunted activation in response to αGalCer and display enrichment of memory-like KLRG1^+^ and cMAF^+^ iNKT cell subsets expressing a T regulatory type 1 (Tr1) cell gene signature. We also show that cMAF^+^ iNKT cells are enriched for NKT10 cells and express a gene signature similar to NKT_FH_ cells. Overall, this study provides novel insights into longitudinal transcriptional remodeling in activated iNKT cells and the phenotype of regulatory iNKT cells, while also generating a novel transcriptomic resource for interrogation of iNKT cell biology.

## Results

### iNKT cells undergo rapid and extensive transcriptional remodeling in response to αGalCer

To investigate transcriptional remodeling in activated iNKT cells, we performed 10× scRNA-seq of whole murine adipose and splenic iNKT cells 4 hr, 72 hr, and 4 weeks after in vivo stimulation with αGalCer and reanalyzed our published scRNA-seq of steady-state murine adipose and splenic iNKT cells (LaMarche et al., 2020; GSE142845, Figure 1A). 

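Splenic iNKT cells were collected 72 hr after 1 µg αGalCer, the glycolipid antigen presented by CD1d, pooled from 5 spleens into 1 library and sequenced by droplet-based 3′ scRNA-seq, in which each captured transcript carries a unique molecular identifier (UMI). Spleens were disrupted through a filter without digestion, and TCRβ+ CD1d-tetramer+ CD45+ cells negative for CD19 and F4/80 were sorted. The authors aligned the reads to mm10 and counted UMIs per gene with Cell Ranger 3.0.2, so the deposited values were raw counts for 8360 barcodes. Cells with at least 500 genes and 1 to 12.5% mitochondrial UMIs were kept, as in the paper's methods, and 415 cells carrying macrophage, B cell or CD8 T cell transcripts were removed. This left 6753 cells with 105137447 UMIs and a median of 13020 UMIs per cell. Scrublet marked only 1 of 7169 cells as a doublet, so doublets were in effect not removed. Levels were given as counts per 1000000 UMIs (CPM) of each sample's summed UMIs, and shares of cells with a UMI after each cell was thinned to 2000 UMIs, which left out 24 shallower cells. Intervals were 95% exact Poisson intervals for counts and their ratios and exact Clopper-Pearson intervals for shares, and they cover counting error only. With 1 library there were no replicates and no test. No cluster of this library could be named NKT17-like, so no background share in cells that should lack a gene was available, and steady-state and 4 hr splenic cells were not analysed here.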

We first analyzed our steady-state, 4 hr and 72 hr splenic iNKT cell data. After quality control measures, we obtained 16,701 splenic iNKT cells, including >4000 cells per activation state. After performing uniform manifold approximation and projection (UMAP), we observed minimal overlap between iNKT cells from different activation states (Figure 1B), indicating that iNKT cells undergo rapid and extensive transcriptional remodeling during early activation. Using gene expression analysis (Supplementary file 1), we found that steady-state iNKT cells displayed enrichment of NKT1 and NKT17 cell markers such as *Il2rb*, *Klrb1c*, *Rorc*, and *Il7r* (Figure 1C; Engel et al., 2016), but following activation iNKT cells rapidly downregulated these genes within 4 hr and upregulated expression of T cell activation markers and cytokines, including *Il2ra*, *Irf4*, *Nr4a1*, *Pdcd1*, *Ifng*, *Il4,* and *Il17a* (Figure 1C). This was accompanied by increased expression of *Zbtb16* (PLZF) and the PLZF regulon genes *Icos* and *Cd40lg* (Figure 1C), consistent with published data demonstrating that PLZF is required for the innate response of iNKT cells to antigen and is upregulated after activation (Kovalovsky et al., 2008; Oleinika et al., 2018)⁠. Activated iNKT cells also downregulated expression of the transcription factor *Id2* (Figure 1C), which plays an essential role in normal iNKT cell activation (Stradner et al., 2016), and upregulated expression of genes regulating T cell metabolic activation, including *Myc*, *Hif1a,* and *Tfrc* (Marchingo et al., 2020; Finlay et al., 2012; Wang et al., 2018c), suggesting that activated iNKT cells undergo metabolic remodeling.

**Figure 1.**
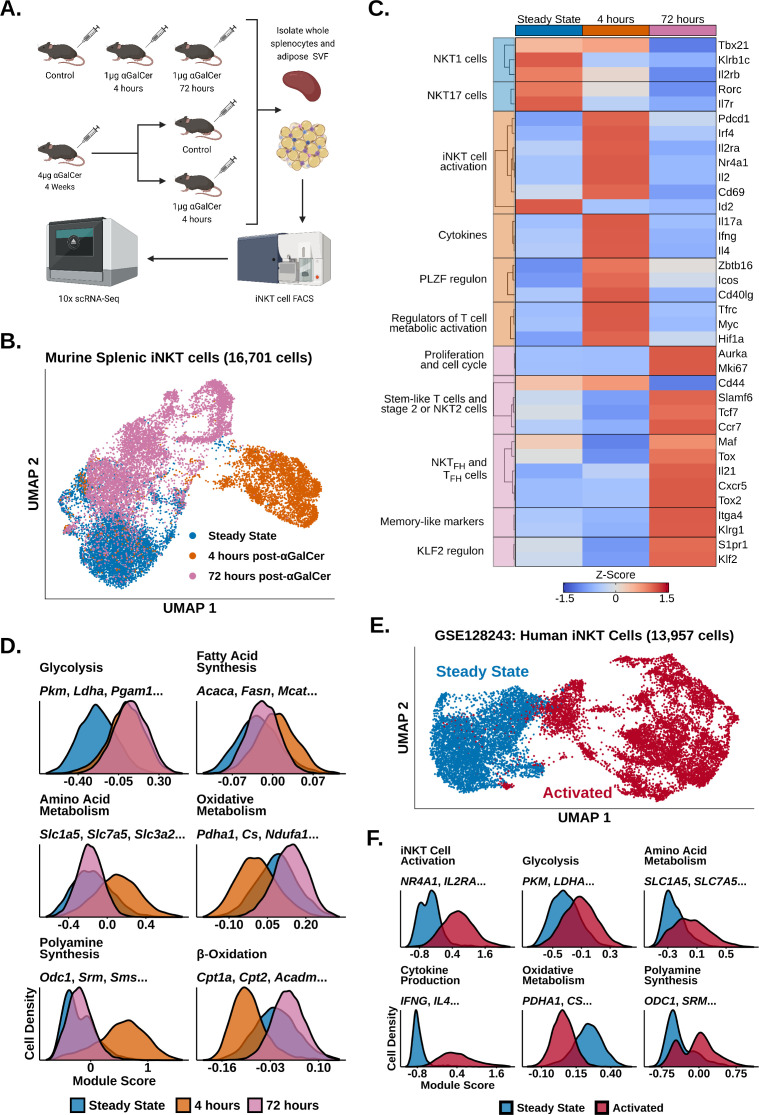
Invariant natural killer T (iNKT) cells undergo rapid and extensive transcriptional remodeling in response to α-galalctosylceramide (αGalCer). (**A**) Cartoon illustrating the experimental design for the generation of all scRNA-seq data. (**B**) Uniform manifold approximation and projection (UMAP) of murine splenic iNKT cells with cell cycle regression. (**C**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data from (**B**). (**D**) Histograms showing expression of metabolic gene module scores in the data from (**B**). (**E**) UMAP of human peripheral blood mononuclear cell (PBMC) iNKT cells reanalyzed from GSE128243. (**F**) Histograms showing expression of functional and metabolic gene module scores in the data from (**E**).

**Figure 1—figure supplement 1.**
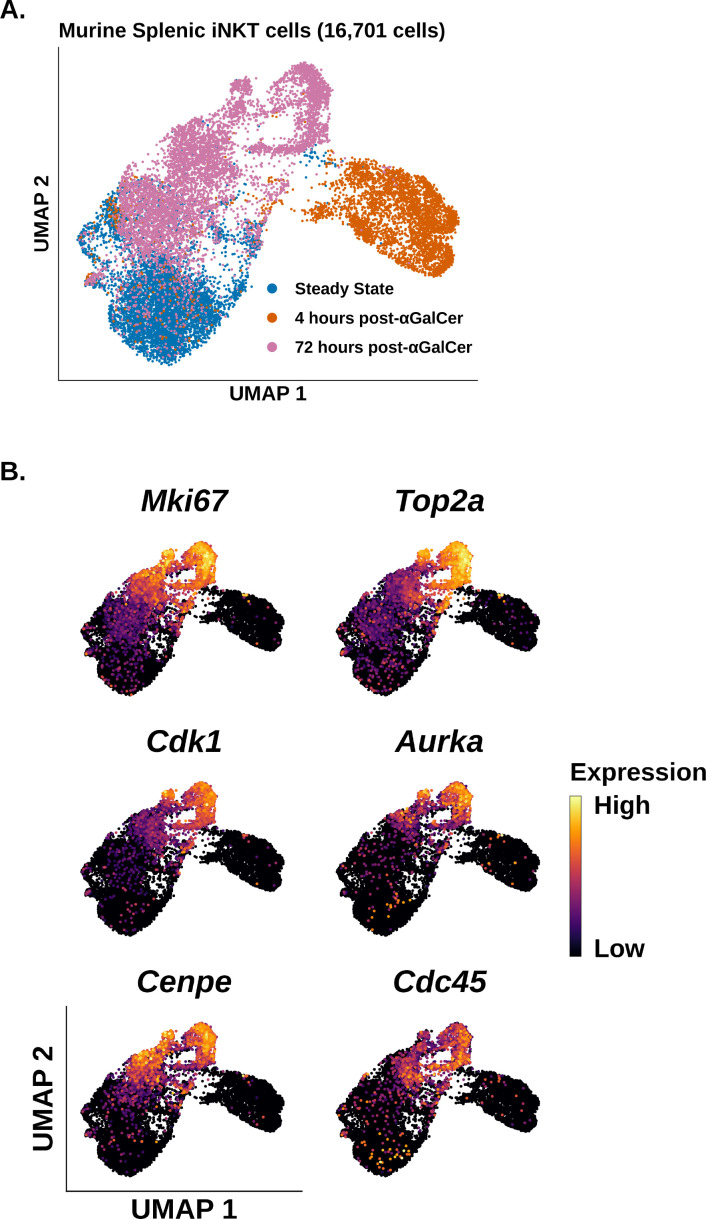
Single cell gene expression of splenic iNKT cells at steady state, and 4 and 72 hours post activation. (**A**) Uniform manifold approximation and projection (UMAP) of murine splenic invariant natural killer T (iNKT) cells with cell cycle regression applied. (**B**) Density plots of cell cycle and proliferation marker gene expression in the data from (**A**).

**Figure 1—figure supplement 2.**
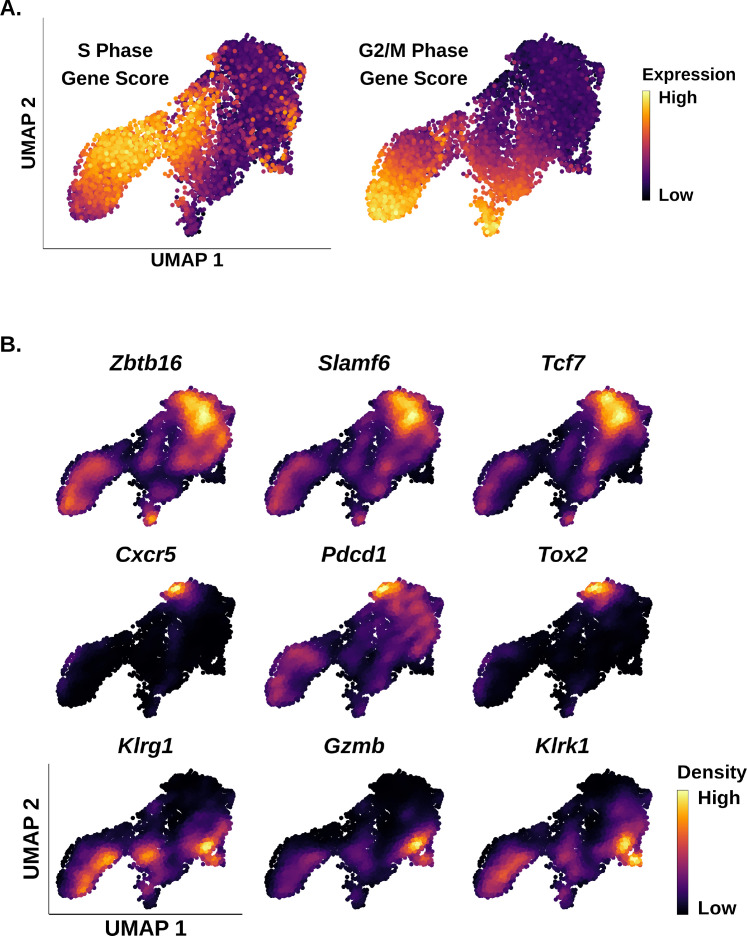
Expression plots of proliferation gene scores and select genes in splenic iNKT cells at 72 hours post activation. (**A**) Expression plots of S phase and G2/M phase proliferation gene scores in murine splenic invariant natural killer T (iNKT) cells at 72 hr post-α-galalctosylceramide (post-αGalCer). (**B**) Density plots of gene expression in murine splenic iNKT cells 72 hr post-αGalCer.

**Figure 1—figure supplement 3.**
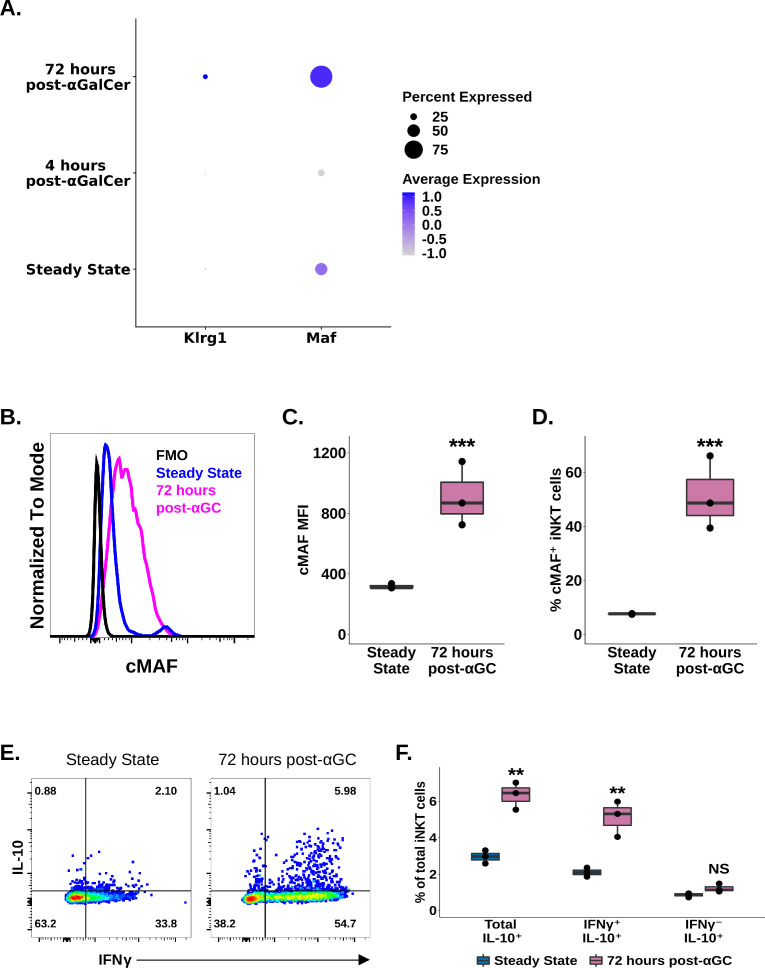
Enrichment of cMAF in activated iNKT cells. (**A**) Dot plot of *Klrg1* and *Maf* expression in murine splenic invariant natural killer T (iNKT) cells at steady state, 4 hr, and 72 hr post-α-galalctosylceramide (post-αGalCer). (**B**) Representative histogram of cMAF expression in murine splenic iNKT cells at steady state or 72 hr post-αGalCer (⍺GC). iNKT cells were defined as live, single CD19^-^ CD8^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. Histograms were normalized to the mode. (**C**) Box plot quantifying cMAF median fluorescence intensity (MFI) in the data from (**B**). N = 3 biological replicates from one experiment. Experiment performed twice. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value. (**D**) Box plot quantifying the percentage data from (**B**), as performed for MFI data in (**C**). (**E**) Representative pseudocolor plots showing expression of IFNγ versus IL-10 in murine splenic iNKT cells at steady state or 72 hr post-αGalCer after restimulation for 4 hr with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin (ex vivo). iNKT cells were defined as live, single CD19^-^ CD8^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**F**) Box plot quantifying the percentage data in (**E**). N = 3 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value.

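In splenic iNKT cells at 72 hr, the proliferation marker Mki67 stood at 572 (567 to 576) CPM, with a UMI in 40.3% (39.1 to 41.5%) of thinned cells and 67.6% of cells before thinning. Slamf6, a receptor found on stem-like T cells, and Tcf7, which encodes the transcription factor TCF1, stood at 261 and 139.8 CPM, and cells with a UMI of both were 1.28 (1.19 to 1.37) times as many as independence would give. Ccr7, the receptor that guides T cells to lymphoid tissue, was lower, at 19.9 (19.0 to 20.8) CPM. Of the genes of acute activation, Ifng stood at 84.3 CPM, Il4 at 13.1 CPM and the immediate early gene Nr4a1, which reports T cell receptor signaling, at 2.76 (2.45 to 3.09) CPM. These are levels within 1 library, with no earlier time point beside them.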

By 72 hr, however, expression of activation and cytokine genes was greatly reduced, and we identified enrichment of genes associated with proliferation, stem-like T cells, and NKT2 or stage 2 iNKT cells, including *Mki67*, *Slamf6*, *Tcf7,* and *Ccr7* (Figure 1C, Figure 1—figure supplements 1 and 2; Utzschneider et al., 2016; Cohen et al., 2013). 

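A small part of the splenic cells at 72 hr carried T follicular helper transcripts. Cxcr5, the chemokine receptor that directs cells to B cell follicles, was found in 1.81% (1.51 to 2.16%) of thinned cells (6.62% before thinning), and cells with Cxcr5 also carried Tox2, a regulator of follicular helper differentiation, 8.67 (5.43 to 13.1) times as often as independence would give. The corresponding ratio for Cxcr5 and Pdcd1 was 4.54 (2.99 to 6.61). For Cxcr5 with Il21 it was 1.49 (0.406 to 3.82) and with Maf 1.24 (0.959 to 1.58), so no excess of these pairs was detectable at this depth. In unthinned cells the ratios of Cxcr5 were 5.68 with Tox2, 2.04 with Pdcd1, 2.13 with Il21 and 1.00 with Maf. Over all cells, Il21 stood at 12.7 (12.0 to 13.3) CPM and Maf at 292 CPM. Klrg1, a receptor of differentiated effector cells, stood at 26.9 (26.0 to 28.0) CPM. Its carriers also carried the granzyme gene Gzmb 2.44 (1.91 to 3.06) times and Slamf6 0.623 (0.486 to 0.786) times as often as independence would give. In unthinned cells these ratios were 1.81 and 0.931, so the deficit of Slamf6 was nearly absent there. Itga4, which encodes the α chain of the integrin VLA-4, was present in 44.3% (43.1 to 45.5%) of thinned cells (84.4% before thinning), at a ratio of 0.960 (0.798 to 1.15) with Klrg1.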

We observed that some 72 hr cells displayed enrichment of T_FH_ and NKT_FH_ markers, including *Cxcr5*, *Il21,* and *Maf* (Chang et al., 2011; Chen et al., 2018b; Andreatta et al., 2021; Andris et al., 2017), and memory-like iNKT cell markers, such as *Itga4* and *Klrg1* (Shimizu et al., 2014⁠; Figure 1C, Figure 1—figure supplements 2 and 3), corresponding with previous studies documenting the appearance of NKT_FH_ and KLRG1^+^ iNKT cells after αGalCer challenge (Shimizu et al., 2014; Chang et al., 2011; Murray et al., 2021; Rampuria and Lang, 2015). We also found increased expression of genes associated with the KLF2 regulon, including *Klf2* and *S1pr1* (Figure 1C). 

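At 72 hr, Klf2, a transcription factor that drives lymphocyte egress, stood at 626 (621 to 631) CPM in the spleen and was found in 56.2% (55.0 to 57.4%) of thinned cells (80.4% before thinning). S1pr1, the sphingosine-1-phosphate receptor that KLF2 induces, stood at 68.5 (67.0 to 70.2) CPM. Cells with both transcripts were 1.30 (1.19 to 1.40) times as many as independence would give. Neither was kept apart from the cell cycle, since the ratio with Mki67 was 1.10 (1.05 to 1.16) for Klf2 and 1.07 (0.963 to 1.19) for S1pr1. From the higher Klf2 and S1pr1 expression at this time, the paper raises the possibility that activated iNKT cells move to other sites. It sets against this the reported arrest of activated hepatic iNKT cells and leaves the question to further work.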

KLF2 is known to induce T cell thymic egress and trafficking through secondary lymphoid organs (Carlson et al., 2006), and has been found to play an important role in iNKT cell migration and thymic emigration (Harsha Krovi et al., 2020; Baranek et al., 2020; Wang et al., 2022; Wang and Hogquist, 2018a)⁠. While iNKT cells are generally tissue resident under steady-state conditions (Lynch et al., 2015; Thomas et al., 2011), increased expression of *Klf2* and *S1pr1* at 72 hr post-αGalCer could suggest that activated iNKT cells may traffic to other sites. However, previous work has also shown that hepatic iNKT cells arrest after becoming activated (Geissmann et al., 2005; Liew et al., 2017)⁠. Therefore, further analysis of migration in iNKT cells from different organs and at distinct stages of activation will be required to elucidate if and when activated iNKT cells undergo migration.

Having identified enrichment of *Myc*, *Hif1a* and *Tfrc* 4 hr post-αGalCer, we wondered what type of metabolic remodeling activated iNKT cells undergo in vivo. To map metabolic gene changes during iNKT cell activation, we generated gene module scores using the KEGG pathway (Kanehisa et al., 2021) and Gene Ontology Consortium (Carbon, 2021) databases (Supplementary file 2) and scored our data. We found 4 hr activated cells upregulated glycolysis, amino acid metabolism, polyamine synthesis, and fatty acid synthesis signatures, whereas oxidative signatures were downregulated compared to steady-state iNKT cells (Figure 1D). This suggests that, despite being poised at steady state for cytokine production, activated iNKT cells, like adaptive T cells, may switch on aerobic glycolysis and upregulate biosynthethic pathways to fuel cytokine production, growth, and proliferation (Marchingo et al., 2020; Angiari et al., 2020; Wu et al., 2020). Our data is also consistent with recent work identifying glucose as an important fuel for iNKT cell effector function (Fu et al., 2019; Kumar et al., 2019). Interestingly, we found that 72 hr activated cells engage oxidative signatures while maintaining elevated expression of glycolytic genes (Figure 1D), suggesting that the metabolic requirements of iNKT cells change across different activation states. We also observed reduced expression of polyamine synthesis and amino acid metabolism signatures 72 hr post-αGalCer, indicating that those pathways may be coupled to early iNKT cell activation and cytokine production, while oxidative metabolism is associated with proliferation when the iNKT cell pool expands four- to tenfold in vivo by 72 hr ; ⁠(Wilson et al., 2003; Parekh et al., 2005).

Having profiled transcriptional remodeling in activated murine iNKT cells, we wondered whether similar remodeling occurs in human iNKT cells. To investigate human iNKT cell activation, we reanalyzed published scRNA-seq data of human iNKT cells isolated from peripheral blood mononuclear cells (PBMCs) and stimulated ex vivo with phorbol 12-myristate 13-acetate (PMA) and ionomycin (GSE128243; Zhou et al., 2020). Following quality control measures, we obtained 13,957 cells and found that human iNKT cells also undergo rapid and extensive transcriptional remodeling after activation (Figure 1E and F). Furthermore, activated human iNKT cells recapitulated the metabolic gene reprogramming observed in activated murine iNKT cells, displaying upregulated glycolytic, amino acid metabolism and polyamine synthesis signatures, and reduced expression of oxidative signatures (Figure 1F). Thus, transcriptional signatures of iNKT cell activation are conserved across species.

### Oxidative phosphorylation differentiates functional responses to αGalCer in NKT2 and NKT17 cells versus NKT1 cells

We next asked whether iNKT cell subsets expressed different transcriptional signatures after activation. We performed subclustering of murine splenic iNKT cells at steady state and 4 hr post-αGalCer, and identified clusters corresponding to NKT1, NKT2, and NKT17 cells (Figure 2A, Figure 2—figure supplements 1 and 2; see ‘Methods’) using the published transcription factors *Tbx21*, *Zbtb16,* and *Rorc,* and the flagship cytokines *Ifng*, *Il4*, *Il13*, *Il17a,* and *Il17f* (Cameron and Godfrey, 2018; Engel et al., 2016; Venken et al., 2019; Figure 2B, Figure 2—figure supplements 1 and 2). Notably, we found that all subsets upregulated *Zbtb16* after activation (Figure 2B), suggesting that PLZF may play a subset-independent role during activation. We found that *Tbx21* expression was nonspecifically increased across all iNKT cell subsets after activation (Figure 2B), and therefore, we did not use *Tbx21* to demarcate activated iNKT cells. When we performed gene expression analysis, we found that all subsets demonstrated upregulation of activation, cytokine, glycolysis, amino acid metabolism, polyamine synthesis, and fatty acid synthesis signatures after αGalCer (Figure 2C, Figure 2—figure supplement 3), indicating that a common transcriptional framework underpins the activation of functionally diverse iNKT cell subsets. We also identified genes specifically enriched in one or more subsets, such as *Gzmb* and *Ccl4* in NKT1 cells (Figure 2C; Supplementary file 3). Strikingly, we found that NKT2 and NKT17 cells, but not NKT1 cells, shared expression of many genes, including *Lif*, *Lta*, *Cd274,* and *Ncoa7* (Figure 2C). Activated NKT2 and NKT17 cells also demonstrated increased whole-transcriptome correlation compared to activated NKT1 cells (Figure 2D), indicating that activated NKT2 and NKT17 cells are transcriptionally similar compared to NKT1 cells.

**Figure 2.**
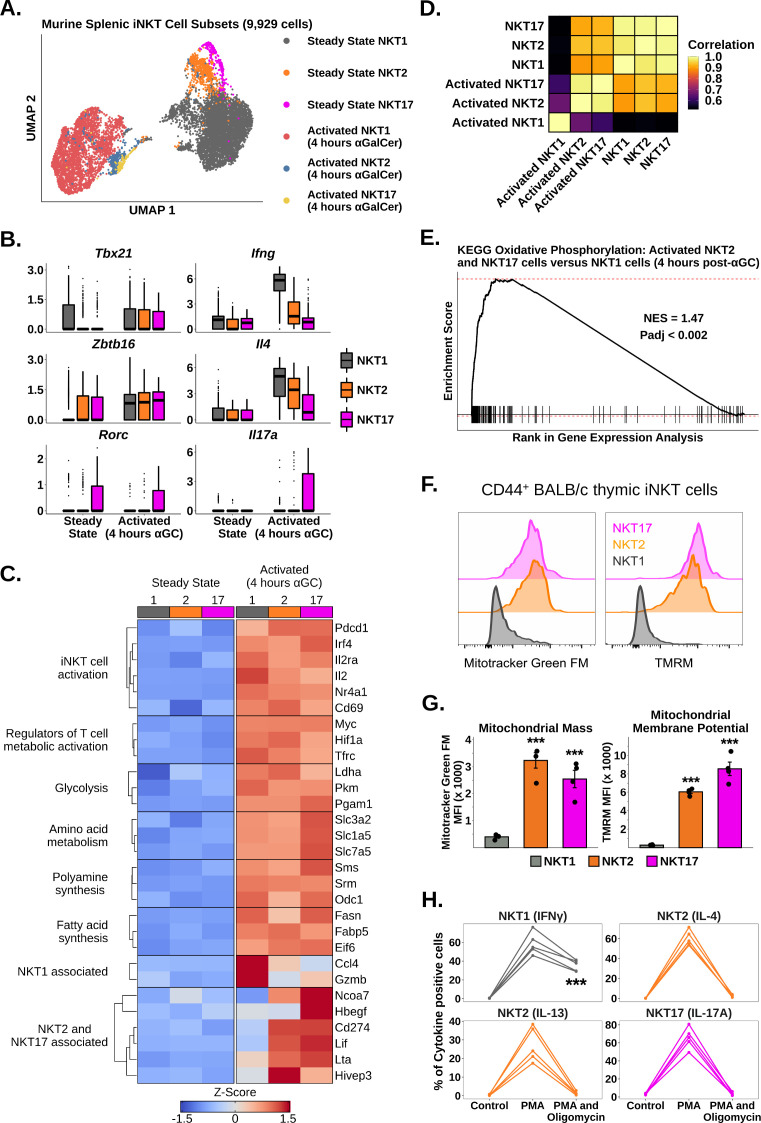
Oxidative phosphorylation differentiates functional responses to α-galalctosylceramide (αGalCer) in NKT2 and NKT17 cells versus NKT1 cells. (**A**) Uniform manifold approximation and projection (UMAP) of murine splenic invariant natural killer T (iNKT) cells. (**B**) Box plots showing gene expression in the data from (**A**). ⍺GC denotes αGalCer. The central box plot horizontal line denotes the median value. (**C**) Heatmap of scaled averaged gene expression with hierarchical clustering in NKT1 (1), NKT2 (2), and NKT17 cells (17) from the data in (**A**). (**D**) Correlation plot of total normalized RNA counts for all genes across steady state and activated NKT1, NKT2, and NKT17 cell subsets. (**E**) Gene set enrichment analysis (GSEA) plot of KEGG oxidative phosphorylation comparing activated NKT2 cells and NKT17 cells versus activated NKT1 cells. NES, normalized enrichment score; Padj, adjusted p-value for the enrichment. (**F**) Histograms showing staining of MitoTracker Green FM and TMRM in CD44^+^ NKT1, NKT2, and NKT17 cells from BALB/c mouse thymus. iNKT cells were defined as live, single CD19^-^ CD8^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. Histograms were normalized to the mode. (**G**) Bar plots quantifying the mean fluorescence intensity (MFI) data from (**F**). N = 4 biological replicates from one experiment. Experiment performed at least twice. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. Source data provided in Figure 2—source data 1. (**H**) Line plots showing production of flagship cytokines by CD44^+^ BALB/c mouse thymic iNKT cells: NKT1 (IFNγ), NKT2 (IL-4 and IL-13), and NKT17 cells (IL-17A) without stimulation and after 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin in the absence or presence of 40 nM oligomycin (all 4 hr ex vivo). N = 5 biological replicates from one experiment. Experiment performed at least twice. One-way ANOVA and Tukey’s post hoc test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. Source data provided in Figure 2—source data 2. Figure 2—source data 1.MFI expression levels of mitotracker and TMRM in iNKT cell subsets by flow cytometry. Figure 2—source data 2.Amount of cytokines produced in each iNKT cell subset with or without metabolic inhibitors.

**Figure 2—figure supplement 1.**
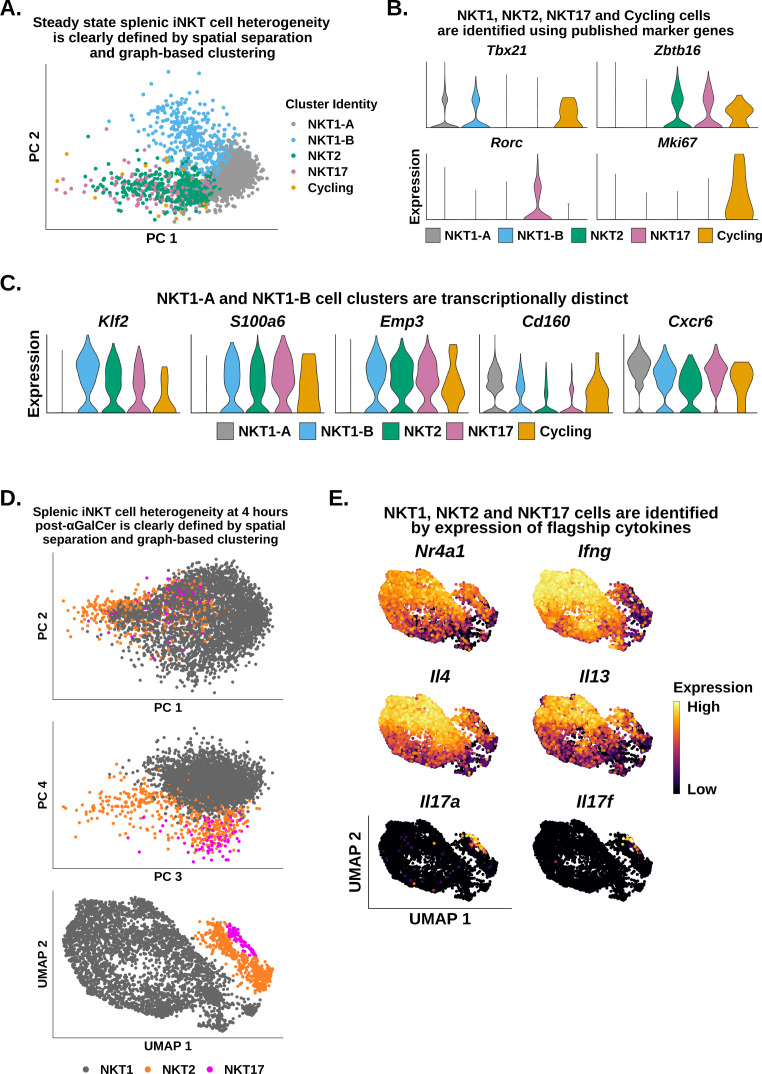
Distinct gene expression differences in iNKT cell subsets. (**A**) Principal component analysis (PCA) plot of murine splenic invariant natural killer T (iNKT) cells at steady state. (**B**) Violin plots of iNKT cell subset marker gene expression in the data from (**A**). (**C**) Violin plots of NKT1-A versus NKT1-B marker gene expression in the data from (**A**). (**D**) PCA plots and uniform manifold approximation and projection (UMAP) plot of murine splenic iNKT cells at 4 hr post-α-galalctosylceramide (post-αGalCer). (**E**) Feature plots of cytokine gene expression in the data from (**D**).

**Figure 2—figure supplement 2.**
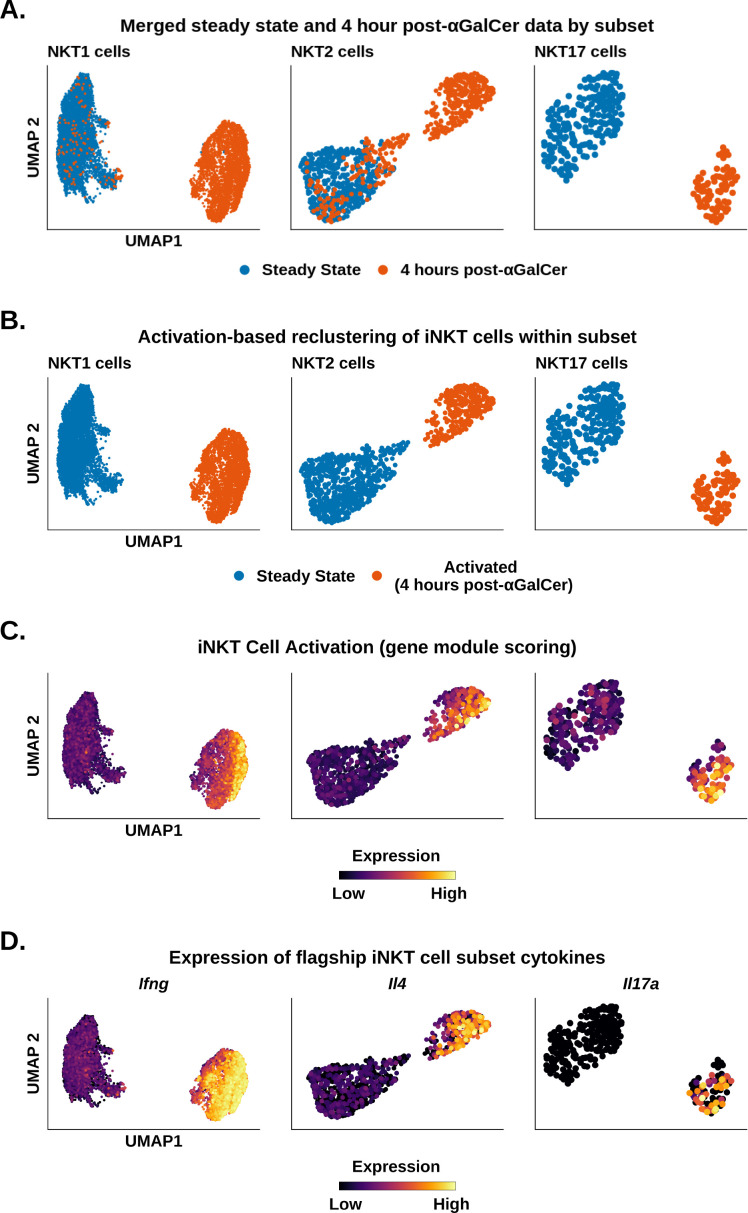
UMAP plots of NKT subsets, resting and post-activation. (**A**) Uniform manifold approximation and projection (UMAP) plots of murine splenic NKT1, NKT2, and NKT17 cells at steady state or 4 hr post-α-galalctosylceramide (post-αGalCer). (**B**) UMAP plots of reclustered murine splenic NKT1, NKT2, and NKT17 cells into ‘true’ steady state or activated (4 hr post-αGalCer) clusters. (**C**) Feature plots of expression of invariant natural killer T (iNKT cell activation gene module scoring in the data from **A, B**). (**D**) Feature plots of expression of the flagship iNKT cell subset cytokines *Ifng*, *Il4,* and *Il17a* in the data from (**A, B**).

**Figure 2—figure supplement 3.**
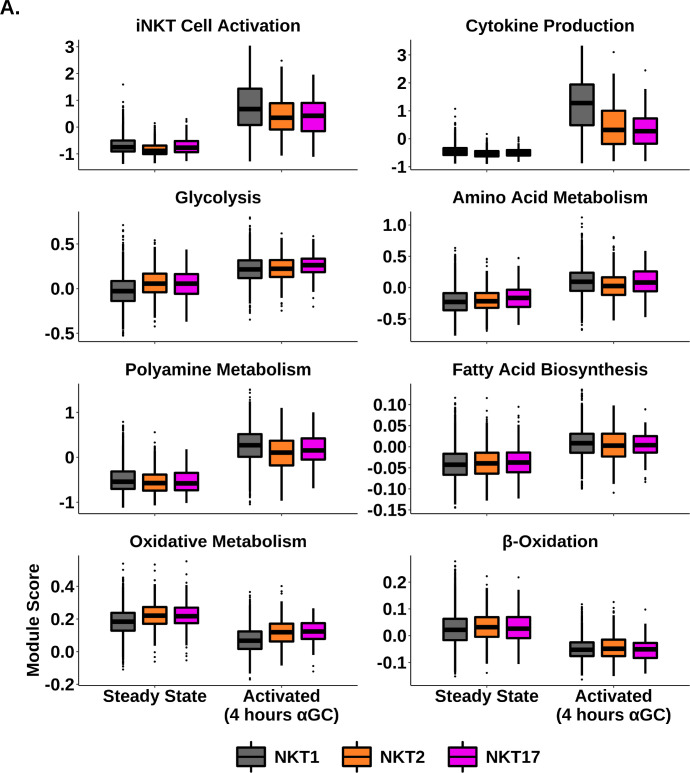
Module score analysis of scRNA-Seq data reveals changes in metabolic pathway gene expression following iNKT cell activation. (**A**) Box plots of metabolic pathway gene module score expression in murine steady state and activated NKT1, NKT2 and NKT17 cells.

**Figure 2—figure supplement 4.**
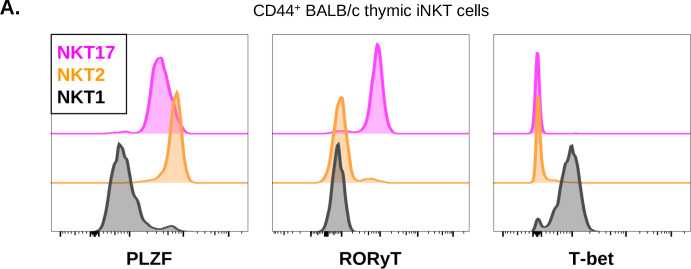
Flow cytometry validation of iNKT cell subset identity in the BALB/c CD43-HG/ICOS model using expression of flagship NKT2, NKT17 and NKT1 cell transcription factors. (**A**) Representative histograms of flagship invariant natural killer T (iNKT) cell subset transcription factor staining in CD44^+^ NKT1, NKT2, and NKT17 cells from BALB/c mouse thymus. iNKT cells were defined as live, single CD45^+^ CD19^-^ CD8^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. NKT1 cells were defined as CD43-HG^-^ ICOS^-^ iNKT cells, NKT2 cells were defined as CD43-HG^-^ ICOS^+^ iNKT cells, and NKT17 cells were defined as CD43-HG^+^ iNKT cells. Histograms were normalized to the mode. Experiment performed once with N = 4 biological replicates.

**Figure 2—figure supplement 5.**
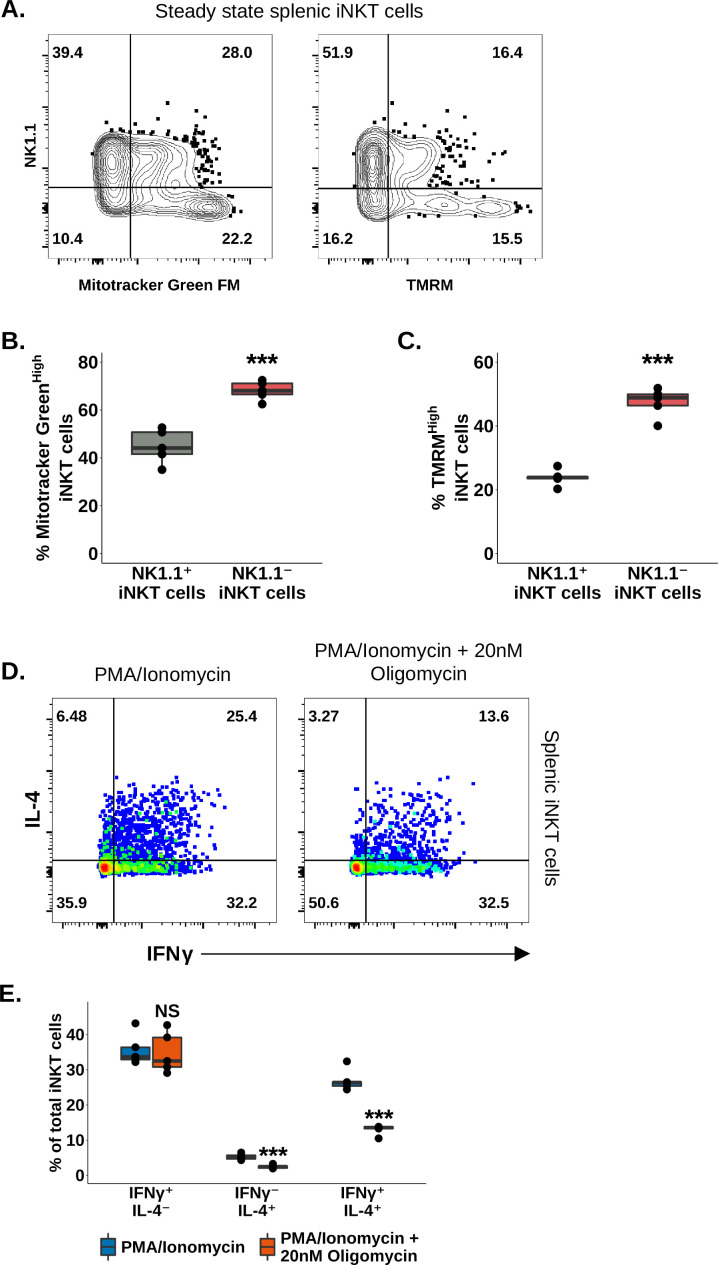
Correlation of mitochondrial marker expression with NKT subsets. (**A**) Representative contour plots of MitoTracker Green FM and TMRM staining versus NK1.1 expression in murine steady-state splenic invariant natural killer T (iNKT) cells. iNKT cells were defined as live, single CD45^+^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**B**) Quantification of the data in the left panel (MitoTracker Green FM) of (**A**). Percentages were calculated by taking the absolute number of cells in the NK1.1^+^ or NK1.1^-^ MitoTracker Green^High^ gate as percentage of the total number of NK1.1^+^ or NK1.1^-^ iNKT cells, respectively. N = 5 biological replicates from one experiment. Experiment performed at least three times. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value. (**C**) Quantification of the data in the right panel (TMRM) of (**A**), as performed for MitoTracker Green FM data in (**B**). (**D**) Representative pseudocolor plots showing expression of IFNγ versus IL-4 in murine splenic iNKT cells at steady state after stimulation for 4 hr ex vivo with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin in the absence (left panel) or presence (right panel) of 20 nM oligomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ CD19^-^ F4/80^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**E**) Box plot quantifying the percentage data in (**D**). N = 5 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. NS denotes not significant (p>0.05). The central box plot horizontal line denotes the median value.

To investigate the shared transcriptional signatures of NKT2 and NKT17 cells, we performed gene set enrichment analysis (GSEA) (Korotkevich et al., 2016; Subramanian et al., 2005) comparing activated NKT2 and NKT17 cells versus activated NKT1 cells using the KEGG pathway database (Kanehisa et al., 2021). We identified enrichment of oxidative phosphorylation (Figure 2E), suggesting that NKT2 and NKT17 cells use oxidative metabolism more than NKT1 cells. To validate this result, we first measured mitochondrial mass and membrane potential in thymic CD44^+^ NKT1, NKT2, and NKT17 cells from BALB/c mice (Figure 2—figure supplement 4; Cameron and Godfrey, 2018⁠), and we found that NKT2 and NKT17 cells had significantly increased mitochondrial mass and membrane potential compared to NKT1 cells (Figure 2F and G). We also found that the expression of NK1.1, a surface marker that is known to segregate NKT1 versus NKT2 and NKT17 cells (Engel et al., 2016; Lee et al., 2013^⁠^⁠), was able to distinguish distinct mitochondrial phenotypes among splenic iNKT cells from C57BL/6 mice (Figure 2—figure supplement 5). We next investigated whether NKT2 and NKT17 cells were more functionally dependent on oxidative metabolism than NKT1 cells by stimulating BALB/c thymic iNKT cells ex vivo with PMA and ionomycin for 4 hr in the presence or absence of oligomycin, to inhibit oxidative phosphorylation (Lopes et al., 2021). Treatment with oligomycin globally reduced cytokine production across all iNKT cell subsets; however, we found that production of IL-4, IL-13, and IL-17A was almost completely ablated compared to production of IFNγ (Figure 2H). We also found that treatment with oligomycin resulted in significantly reduced production of IL-4 but not IFNγ by splenic iNKT cells from C57BL/6 mice (Figure 2—figure supplement 5). Collectively, our data demonstrate that oxidative metabolism is essential for the production of NKT2 and NKT17 cytokines but less so for NKT1 cytokines.

### Adipose iNKT cells display blunted and delayed activation after αGalCer, enrichment of Tr1 cell markers, and hallmarks of chronic endogenous activation

We and others have shown that adipose iNKT cells display an unusual regulatory phenotype characterized by E4BP4 (*Nfil3*) expression and enrichment of NKT10 cells (Lynch et al., 2015; LaMarche et al., 2020; Sag et al., 2014). Having characterized activated splenic iNKT cells, we next investigated activated adipose iNKT cells. 

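Adipose iNKT cells were profiled 4 hr and 72 hr after 1 µg αGalCer, each from the pooled adipose tissue of 35 mice in 1 library. Adipose tissue was minced and digested with collagenase, a step the spleens did not undergo, and the sort and the counting were those of the spleen. The 72 hr adipose library gave 8305 barcodes, of which 6171 passed the filters with 110324012 UMIs and a median of 15618 UMIs per cell. The 72 hr libraries of both tissues were made in the same batch on separate lanes, whereas the 4 hr adipose library came from another batch, so of these times the tissues were compared at 72 hr only. Ratios were taken between CPM of summed UMIs for 14180 genes with at least 10 UMIs over both tissues, and the median log2 ratio of adipose over spleen for all of them was -0.01. For each gene list, the median log2 ratio was ranked among 10000 random lists of the same size matched on mean expression, as a description of these libraries. With 1 library per tissue, tissue, digestion and library cannot be separated. Genes known to respond to tissue dissociation, mainly immediate early and heat shock genes, were higher in adipose cells for 16 of 16 members, with a median log2 ratio of 1.78. Steady-state adipose and splenic cells and splenic cells at 4 hr were not analysed here.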

Combined analysis of adipose and splenic iNKT cells at steady state, 4 hr post-αGalCer, and 72 hr post-αGalCer returned 28,561 cells, including 11,860 adipose iNKT cells, and >2900 cells per activation state. When we performed UMAP, we found that adipose and splenic iNKT cells displayed minimal overlap (Figure 3A), indicative of constitutive transcriptional differences between adipose and splenic iNKT cells. Cross-dataset differential gene expression analysis (‘Methods’) identified 971 genes enriched among all adipose iNKT cells regardless of activation status or subset, versus only 65 genes enriched among all splenic iNKT cells (Supplementary file 4), indicating that adipose but not splenic iNKT cells retain expression of many conserved genes during activation. 

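At 72 hr, 966 of the 971 genes listed for adipose iNKT cells had a higher CPM in adipose than in splenic cells, with a median log2 ratio of 0.34, above all 10000 matched random lists. All 65 genes listed for splenic cells were lower in adipose cells, with a median log2 ratio of -0.33. Of those 65 genes, 18 encode ribosomal proteins, against 2 of the 971. The study chose both lists on samples that include these libraries, so neither count is independent evidence of its direction. From the lengths of the lists, the paper concludes that adipose but not splenic iNKT cells keep many conserved genes during activation.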

When we profiled these conserved genes using over-representation analysis against the KEGG pathway database, we identified Ribosome as the sole enriched pathway among splenic iNKT cells, whereas adipose iNKT cells displayed enrichment of pathways related to uptake from the extracellular environment (endocytosis, regulation of actin cytoskeleton, FcγR-mediated phagocytosis), adhesion (focal adhesion, leukocyte transendothelial migration), cytotoxicity and cell death (NK cell-mediated cytotoxicity, apoptosis), cellular senescence, chemokine signaling, and TCR signaling (Figure 3B).

**Figure 3.**
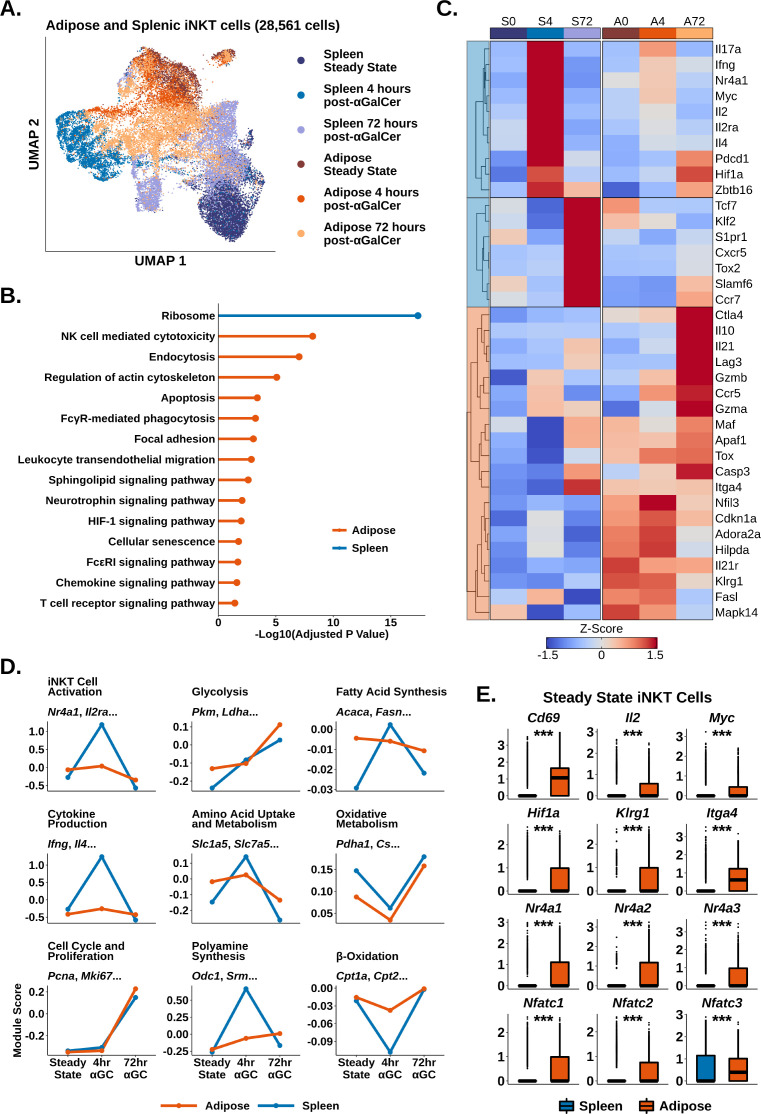
Adipose invariant natural killer T (iNKT) cells display blunted and delayed activation after α-galalctosylceramide (αGalCer), enrichment of Tr1 Cell markers, and hallmarks of chronic endogenous activation. (**A**) Uniform manifold approximation and projection (UMAP) of murine adipose and splenic iNKT cells with cell cycle regression. (**B**) Lollipop plot showing enrichment of nondisease KEGG pathways based on conserved enrichment 971 genes in murine adipose iNKT cells and 65 genes in murine splenic iNKT cells. Source data provided in Figure 3—source data 1. (**C**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data from (**A**). (**D**) Line plots showing median expression of functional and metabolic gene module scores in the data from (**A**). (**E**) Box plots showing gene expression in murine steady-state splenic or adipose iNKT cells. The central box plot horizontal line denotes the median value. Figure 3—source data 1.Comparison of splenic and adipose iNKT cells at 72hr post-activation.

**Figure 3—figure supplement 1.**
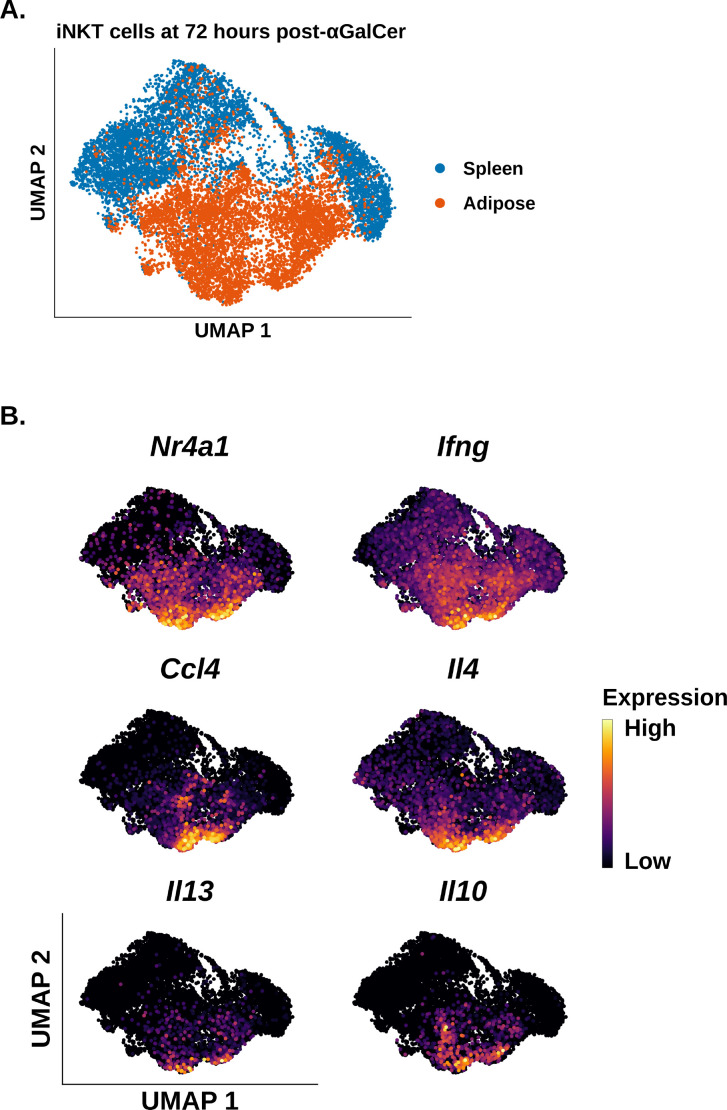
Comparison of splenic and adipose iNKT cells at 72hr post-activation. (**A**) Uniform manifold approximation and projection (UMAP) plot of murine splenic and adipose invariant natural killer T (iNKT) cells at 72 hr post-α-galalctosylceramide (post-αGalCer). (**B**) Feature plots of *Nr4a1* and cytokine gene expression in the data from (**A**).

We next compared gene expression among individual iNKT cell activation states. Intriguingly, we found that there was greatly reduced expression of activation markers such as *Il2ra* and *Nr4a1* (Nur77) in adipose versus splenic iNKT cells at 4 hr post-αGalCer (Figure 3C). We previously found that Nur77 is enriched in adipose iNKT cells compared to splenic iNKT cells at steady state (Lynch et al., 2015; LaMarche et al., 2020⁠), but these data suggest that adipose iNKT cells demonstrate reduced upregulation of Nur77 compared to splenic iNKT cells upon activation. Using module scoring, we found that adipose iNKT cells showed a blunted initial response to αGalCer characterized by reduced upregulation of activation and cytokine signatures, and reduced metabolic remodeling (Figure 3D). At 72 hr post-αGalCer, when proliferative gene signatures are upregulated, adipose and splenic iNKT cells showed similar enrichment of proliferation markers (Figure 3D), but adipose iNKT cells had reduced expression of stem-like markers such as *Tcf7* and *Slamf6*, and reduced expression of T_FH_ markers such as *Cxcr5* and *Tox2* (Figure 3C). 

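Of 20 proliferation genes, 5 were higher and 15 lower in adipose than in splenic cells at 72 hr, with a median log2 ratio of -0.14, below nearly all matched random lists (percentile 0.140). The number higher ranged from 4 to 7 across scalings of the totals. Mki67 stood at 459 CPM in adipose cells, a log2 ratio of -0.32 (-0.34 to -0.30), and was found in 36.2% (35.0 to 37.4%) of thinned cells (65.0% before thinning). The mitotic cyclin gene Ccnb2 had a log2 ratio of -0.70. Of 13 genes of stem-like and follicular helper T cells, 10 were lower in adipose cells, with a median log2 ratio of -1.09. Tcf7, on chromosome 11 from 52252371 to 52283014, stood at 44.2 CPM in adipose cells, a log2 ratio of -1.66 (-1.71 to -1.62), and the ratio of Slamf6 was -1.32 (-1.35 to -1.29). The follicular helper genes differed more, at -2.93 (-3.22 to -2.65) for Cxcr5 and -2.48 (-2.71 to -2.27) for Tox2, both under 2 CPM in adipose cells. Id3, an inhibitor of E proteins, had the lowest ratio of the list, -4.59.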

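At 72 hr, Il10, which encodes the anti-inflammatory cytokine IL-10 and lies on chromosome 1 from 131019845 to 131024974 of GRCm38 (GENCODE vM21), stood at 47.3 (46.1 to 48.6) CPM in adipose and 0.352 (0.248 to 0.485) CPM in splenic iNKT cells, a log2 ratio of 7.07 (6.61 to 7.58). After thinning, 4.92% (4.39 to 5.49%) of adipose and 0.104% (0.0418 to 0.214%) of splenic cells carried an Il10 UMI (13.4 and 0.237% before thinning, with 31 adipose cells left out). Among adipose NKT17-like cells, which should lack Il10, 1 of 106 cells carried it, at a median of 11035 UMIs per cell. The inhibitory receptor genes Ctla4, on chromosome 1 from 60887000 to 60915832, and Lag3, on chromosome 6 from 124904361 to 124911705, had log2 ratios of 3.60 (3.53 to 3.67) and 2.08 (2.02 to 2.14). Gzmb, which encodes the cytotoxic protease granzyme B, stood at 747 versus 106 CPM, a log2 ratio of 2.81 (2.78 to 2.84). Smaller ratios were found for the chemokine receptor gene Ccr5 (1.59), the cytokine gene Il21 (1.34 (1.25 to 1.43)), the hypoxia-inducible factor gene Hif1a (1.07) and Maf, which encodes the transcription factor cMAF (0.23 (0.21 to 0.26)). Maf was thus abundant in both tissues, at 343 CPM in adipose cells. The dissociation genes were higher in the same comparison, and with 1 library per tissue no test could be made.

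**Figure D1:**
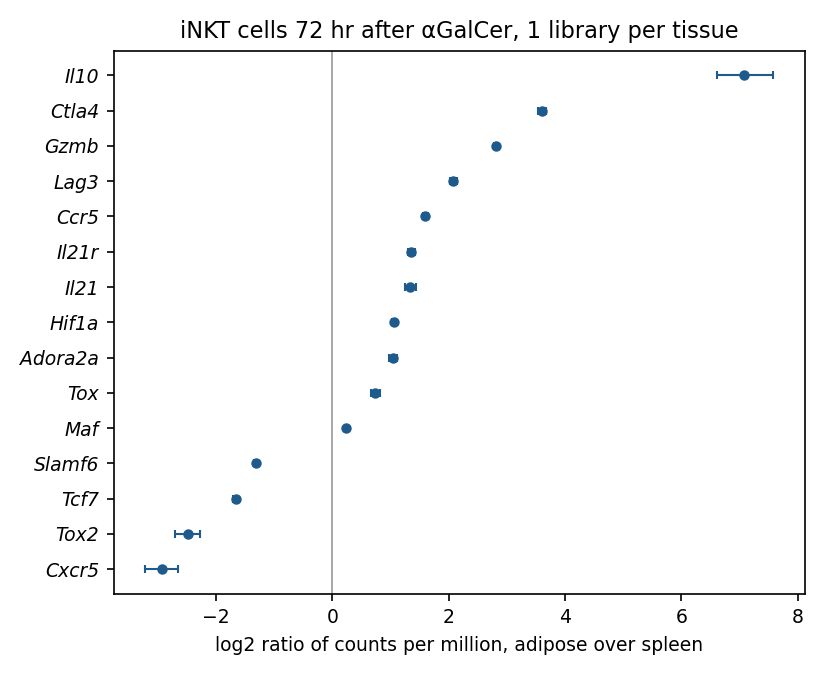
Log2 ratio of CPM in adipose over splenic iNKT cells 72 hr after αGalCer for 15 genes named in the paper. Points are ratios between 1 library per tissue and bars are 95% counting intervals, with Il10 highest at 7.07, Maf nearest to 0 and Cxcr5 lowest at -2.93.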

Adipose iNKT cells showed increased expression of *Il10*, *Lag3*, *Ctla4*, *Il21*, *Ccr5*, *Hif1a*, *Maf*, and *Gzmb* (Figure 3C), which are markers typically associated with Tr1 cells, a heterogeneous population of regulatory T cells that do not express FOXP3 (Yan et al., 2017; Gruarin et al., 2019; Chihara et al., 2016; Alfen et al., 2018; Mascanfroni et al., 2015). We previously found that adipose iNKT cells do not express FOXP3 and instead express the transcription factor E4BP4, which regulates IL-10 production (Lynch et al., 2015; LaMarche et al., 2020)⁠. Other genes enriched among adipose iNKT cells included *Il21r*, the adenosine receptor *Adora2a*, and the exhaustion marker *Tox* (Figure 3C). 

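Il21r, the receptor for IL-21, stood at 80.8 versus 31.5 CPM in adipose and splenic cells at 72 hr, a log2 ratio of 1.36 (1.30 to 1.42). Adora2a, which encodes an adenosine receptor, stood at 49.1 versus 23.8 CPM (1.04 (0.98 to 1.11)). The ratio of Tox, a nuclear factor of exhausted T cells, was smaller, 30.7 versus 18.4 CPM (0.74 (0.66 to 0.82)). Of 10 measured exhaustion and checkpoint genes, 9 were higher in adipose cells with a median log2 ratio of 1.08. Pdcd1, which encodes PD-1, had a log2 ratio of 1.06 (0.99 to 1.13).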

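Beyond the genes named above, the 5 genes with the largest ratios of adipose over spleen at 72 hr included the chemokine genes Ccl3 and Ccl4, the matrix protein gene Spp1 and the nuclear receptor gene Nr4a2, with log2 ratios from 6.89 for Ccl4 to 7.70 for Ccl3. Those with the lowest ratios included Klf2 (-3.25), Dtx1, an E3 ligase gene of the Notch pathway (-2.57), Cmah (-2.42) and S1pr1 (-2.41). None of 6 KLF2 regulon genes was higher in adipose cells. Of 15 genes of cytotoxic and NK cell function, 12 were higher, with a median log2 ratio of 1.26. A list of 6 NK cell markers was higher in all 6 cases (median 1.49) as well. iNKT cells express such genes too, and the sort on TCRβ and CD1d tetramer should remove NK cells. An adipose cluster of 488 cells (7.91%) was led by such genes, among them Tyrobp, Ncr1 and Klra9. The splenic cluster led by like genes held 84 cells (1.24%). How far these clusters carry the difference was not tested. Stromal genes were higher for 5 of 7, and an adipose cluster of 262 cells (4.25%) was led by Dcn, Fabp4, Sparc and Gsn. Of the metabolic lists, in glycolysis 14 of 15 genes were higher (median 0.32), with hexokinase gene Hk2 at 1.31, in amino acid uptake and metabolism 8 of 9 (median 0.58) and among hypoxia genes 10 of 12 (median 0.45), counts that stayed the same without the stromal cluster. Fatty acid β-oxidation genes were higher for 24 of 53 (median -0.06) and fatty acid biosynthesis genes for 41 of 70 (median 0.08). Oxidative metabolism genes were higher in 31 of 82 cases (median -0.03), a count that ranged from 19 to 36 across scalings. Early time points of both tissues were not compared here, so these values describe 72 hr only.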

In summary, activation with αGalCer induces differential transcriptional remodeling in adipose versus splenic iNKT cells, and the peak of the regulatory response in adipose iNKT cells is delayed compared to the rapid cytokine burst in splenic iNKT cells.

Notably, although adipose iNKT cells displayed blunted activation and metabolic remodeling compared to splenic iNKT cells, adipose iNKT cells were already enriched for activation, glycolysis, and amino acid metabolism gene signatures at steady state (Figure 3D), suggesting that adipose cells are activated at baseline. At steady state, adipose iNKT cells had increased expression of key activation markers such as *Il2*, *Cd69*, *Myc*, and *Nr4a* genes, as well as increased *Nfat* gene expression (Figure 3E). *Nr4a* and *Nfat* genes are commonly upregulated in chronically activated T cells, often in combination with *Tox* (Liu et al., 2019; Seo et al., 2019; Kumar et al., 2020), suggesting that adipose iNKT cells experience chronic activation. Furthermore, we found that steady-state adipose iNKT cells demonstrated increased expression of markers of antigen experience, *Klrg1* and *Itga4* (Figure 3E; Shimizu et al., 2014), and we have previously shown that KLRG1^+^ iNKT cells are greatly enriched in adipose tissue (Lynch et al., 2015). We also found that adipose iNKT cells, but not splenic iNKT cells, continued to express cytokine transcripts at 72 hr post-αGalCer (Figure 3—figure supplement 1), indicative of a ‘smoldering’ activation phenotype among adipose iNKT cells. 

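Most cytokine transcripts were more abundant in adipose than in splenic cells at 72 hr. Ifng, on chromosome 10 from 118441046 to 118445892, stood at 853 CPM in adipose cells, a log2 ratio of 3.34 (3.31 to 3.37). It was found in 48.7% (47.5 to 50.0%) of adipose and 11.6% (10.9 to 12.4%) of splenic cells after thinning (85.4 and 41.6% before). Il4 had a log2 ratio of 3.94 (3.86 to 4.02), the type 2 cytokine gene Il13 5.71 (5.37 to 6.07) at 34.8 versus 0.666 CPM, and Nr4a1 4.96 (4.79 to 5.13) at 85.6 CPM in adipose cells. Il2 went the other way, at 2.35 versus 3.35 CPM and a log2 ratio of -0.51 (-0.75 to -0.28). Of 9 cytokine genes in the paper's module, 8 were higher in adipose cells, with a median log2 ratio of 3.34. From cytokine transcripts that persist in adipose cells only, the paper proposes a smoldering activation phenotype.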

Overall, our data suggest that adipose iNKT cells experience chronic endogenous activation, which may dampen their ability to undergo further rapid activation in response to αGalCer, and could explain the nature of their regulatory phenotype.

### scRNA-seq identifies transcriptional signatures of adipose iNKT cell subset activation and adipose NKT10 cells

We have recently shown that adipose iNKT cells are more heterogeneous than originally anticipated. At steady state, these cells are comprised of NK1.1^+^ NKT1 cells, NK1.1^-^ NKT1 cells, and NKT17 cells (LaMarche et al., 2020). NK1.1^+^ and NK1.1^-^ adipose iNKT cells are functionally distinct as NK1.1^+^ cells produce IFNγ, and NK1.1^-^ iNKT cells produce IL-4 and IL-10. However, it is unknown whether these populations engage distinct molecular programs in response to αGalCer, a proposed therapy for type 2 diabetes and obesity. We also wondered whether the reduced responsiveness to αGalCer in adipose iNKT cells was linked to any particular adipose iNKT cell population. To answer these questions, we performed analysis of adipose iNKT cells at steady state and 4 hr post-αGalCer. 

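The adipose library taken 4 hr after αGalCer held 3663 barcodes. After the filters, 3167 cells remained with 19933722 UMIs and a median of 4876 UMIs per cell, and 119 of them fell below the depth used for thinned values. Scrublet marked 1 of 3234 cells as a doublet, so doublets were in effect kept. Cells were clustered on 2000 variable genes without Il10, and clusters were named from markers set before the data were examined. NKT1-like clusters held 84.2% of cells, a cMAF-like cluster 7.64%, an NKT17-like cluster 4.26%, a cycling cluster 2.75% and a KLRG1-like cluster 0.631%. The names were unstable, since under other settings NKT1-like clusters held between 0 and 88.7% of cells, cMAF-like clusters between 0 and 8.40% and KLRG1-like clusters between 0 and 38.4%, and values that rest on them hold for this clustering. NKT1-like clusters had 5 to 8 of 8 NKT1 markers above the NKT17-like cluster, so the classes differ in these genes by construction. No NKT1 marker was among the 10 leading genes of any of them, while those of 517 and 879 cells had 1 KLRG1 marker there and that of 346 cells 1 NKT2 marker. The NKT17-like cluster was led by Il17a and Il17f but also by Cxcl2, Cxcl9 and the endothelial and adipocyte genes Fabp4, Cd36 and Cldn5. Steady-state adipose cells were not analysed here.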

Unlike splenic iNKT cells, where activation accounted for most of the variance (Figure 2A), transcriptional differences between adipose NKT1 cells and NKT17 cells accounted for most of the variance among adipose iNKT cells (Figure 4A). We found that adipose NKT1 and NKT17 cells both upregulated expression of activation, cytokine, and metabolic gene signatures after αGalCer (Figure 4B). Comparison of adipose and splenic iNKT cell subsets showed that all adipose iNKT cell subsets had reduced activation and cytokine gene signature expression, and reduced metabolic remodeling at 4 hr post-αGalCer (Figure 4C). This indicates that all adipose iNKT cell subsets respond to αGalCer but no single subset (e.g., NKT1 or NKT17) was uniquely hyporesponsive vis-a-vis the spleen. Interestingly, we identified increased oxidative gene expression in adipose NKT17 cells versus adipose NKT1 cells (Figure 4C), similar to our finding in splenic iNKT cells (Figure 2). 

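In adipose tissue at 4 hr, 65 of 82 oxidative metabolism genes had a higher CPM in NKT17-like than in NKT1-like cells, with a median log2 ratio of 0.19, at percentile 99.3 of matched random lists. The differences were small for single genes. Among subunits of the respiratory chain, the log2 ratio was 0.44 (0.27 to 0.61) for Uqcrb and 0.48 (0.27 to 0.68) for Ndufab1, and -0.21 (-0.34 to -0.08) for Uqcrh, which went the other way. The median oxidative module score in thinned cells was 0.202 in 131 NKT17-like cells and 0.129 in 2563 NKT1-like cells. Other lists differed more, with 14 of 15 cholesterol synthesis genes higher (median 1.28) and 12 of 14 cytotoxic and NK cell genes lower. Lipid uptake genes, which include Fabp4 and Cd36, were higher for 7 of 8, and dissociation genes for 12 of 16. Both classes come from 1 library. These ratios were computed under scaling by totals only. In comparisons of reactivated splenic cells the oxidative list changed direction under another scaling. The NKT17-like cluster also had raised activation genes, as did only some NKT1-like clusters, so class and activation are mixed here.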

We have previously shown that γδ17 cells also display enrichment of oxidative metabolism (Lopes et al., 2021), suggesting that this is a conserved feature of innate T cells that produce IL-17.

**Figure 4.**
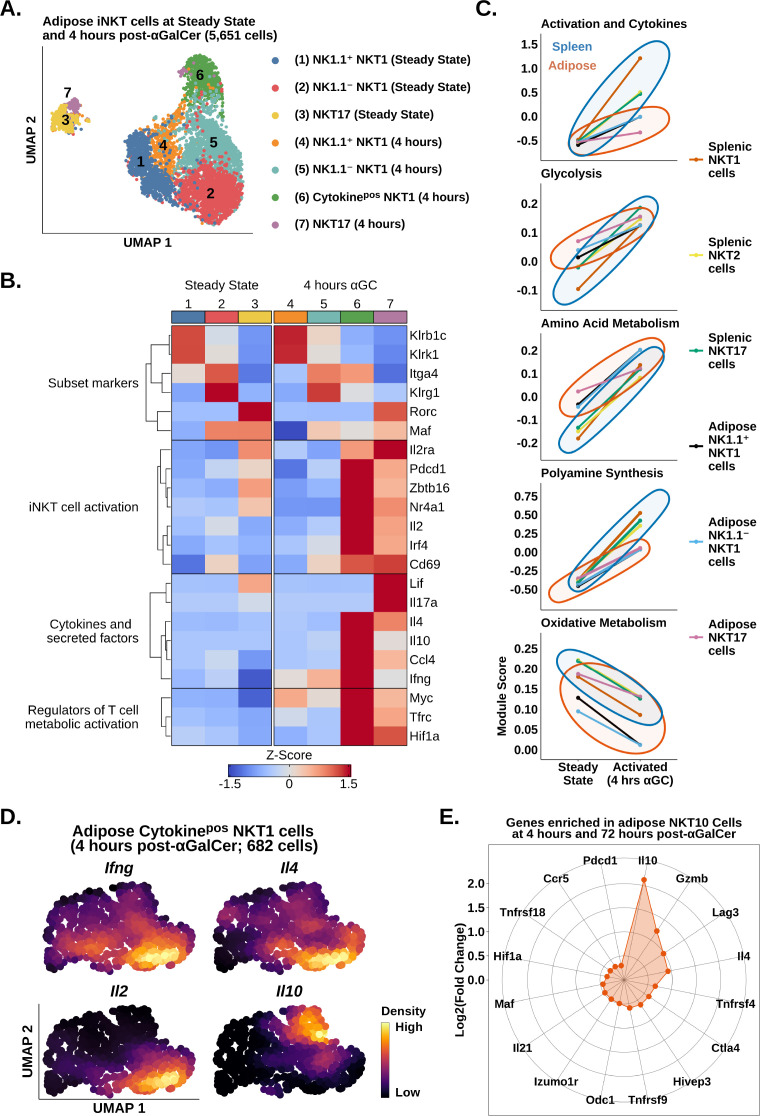
scRNA-seq identifies transcriptional signatures of adipose invariant natural killer T (iNKT) cell subset activation. (**A**) Uniform manifold approximation and projection (UMAP) of murine adipose iNKT cells. (**B**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data from (**A**). (**C**) Line plots showing median expression of functional and metabolic gene module scores in murine adipose and splenic NKT1, NKT2, and NKT17 cell subsets. (**D**) Density plots of gene expression in murine adipose cytokine^pos^ NKT1 cells at 4 hr post-αGalCer (cluster 6, **A**). (**E**) Radar chart showing Log2(Fold Change) values of genes enriched in *Il10*^pos^ adipose iNKT cells versus *Il10*^neg^ adipose iNKT cells at 4 hr and 72 hr post-α-galalctosylceramide (post-αGalCer).

**Figure 4—figure supplement 1.**
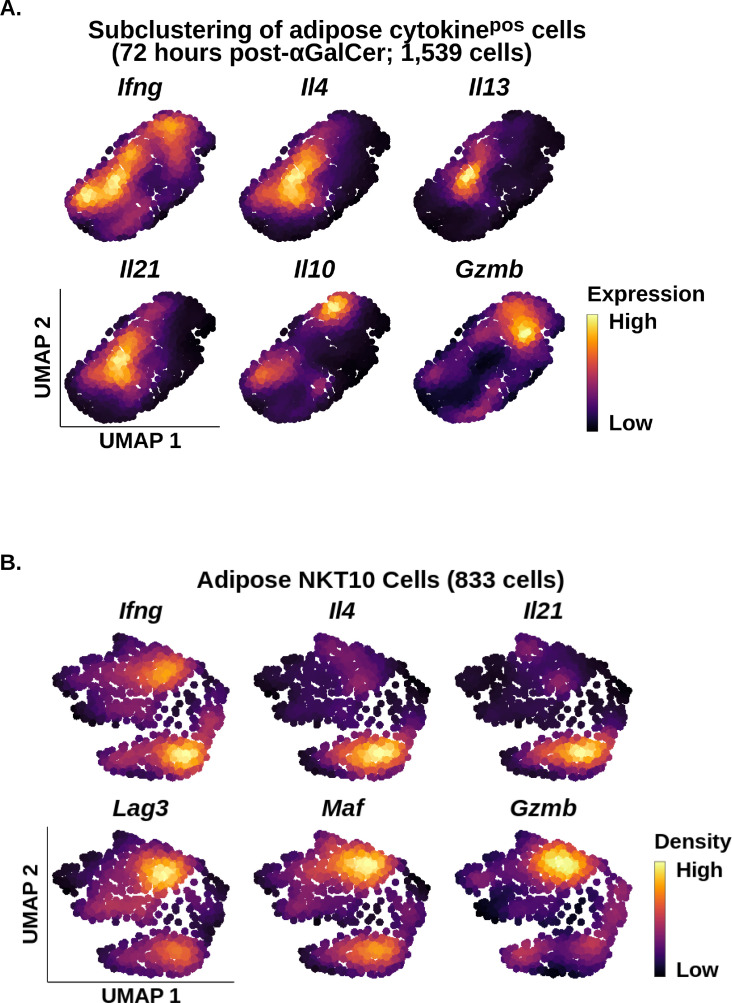
Adipose iNKT cell heterogeneity at 72hr post aGalCer activation. (**A**) Density plots of cytokine gene expression in murine adipose cytokine^pos^ invariant natural killer T (iNKT) cells 72 hr post-α-galalctosylceramide (post-αGalCer) with cell cycle regression applied. (**B**) Density plots of cytokine and secreted factor gene expression in murine adipose *Il10*^pos^ iNKT cells at 4 hr and 72 hr post-αGalCer with cell cycle regression applied.

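Il10 transcripts were rare in adipose iNKT cells 4 hr after αGalCer. After thinning, 8 of 2563 NKT1-like cells carried an Il10 UMI, a share of 0.312% (0.135 to 0.614%), or 1.01% of the same cells without thinning. None of 131 NKT17-like cells did, which allows a share of up to 2.29%, and 0.763% did without thinning. With 2 Il10 UMIs in NKT17-like cells, the level was 1.93 CPM against 3.31 CPM in NKT1-like cells, a log2 ratio of -0.78 (-3.86 to 1.15). The 9th Il10-positive cell lay in the cMAF-like cluster. NKT17-like cells were deeper than NKT1-like cells, with medians of 6917 and 4827 UMIs. A difference between the classes was therefore not detectable at this depth.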

Analysis of cytokine gene expression among adipose iNKT cells revealed that *Il10* was only expressed by NKT1 cells (Figure 4B). 

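Within the adipose NKT1-like cells at 4 hr, Klrb1c, which encodes the NK cell receptor NK1.1, was found in 10.4% (7.87 to 13.4%) of thinned cells of the activated clusters and 31.1% (29.1 to 33.2%) of the other clusters (28.8 and 51.0% before thinning). The activated clusters were defined by cytokine and activation genes, so their cytokine levels are not results. Independent of clusters, cells with an Il4 UMI carried Klrb1c 0.391 (0.262 to 0.561) times as often as independence would give and cells with an Il2 UMI 0.697 (0.522 to 0.912) times. For Ifng, which was found in most cells, the ratio was 1.01 (0.919 to 1.10). In unthinned cells the ratios were 0.690 for Il4, 0.972 for Il2 and 1.03 for Ifng, so the deficit for Il2 was nearly absent there. In NKT17-like cells, which should lack it, Klrb1c was found in 5.34% of cells.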

Since cytokine^pos^ adipose NKT1 cells (cluster 6) lacked or had downregulated expression of *Klrb1c* (NK1.1) by 4 hr post-αGalCer (Figure 4B), we could not stratify cytokine production in adipose NKT1 cells using *Klrb1c*. Therefore, we performed unbiased fine clustering of cytokine^pos^ adipose NKT1 cells. 

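Across all adipose iNKT cells at 4 hr, cells with UMIs of both Il4 and Il2 were 2.93 (2.35 to 3.61) times as many as independence would give. The ratio was 1.29 (1.14 to 1.47) for Ifng with Il4 and 1.2 (1.05 to 1.36) for Ifng with Il2, each seen in more than 234 cells. Of the 9 cells with an Il10 UMI after thinning, 7 also carried Ifng, 3 carried Il4 and none carried Il2, where 0.904 cells would be expected. The counting intervals of these ratios, 0.488 to 2.50 for Ifng and 0.701 to 9.93 for Il4, span 1. In unthinned cells the ratios of Il10 were 1.21 with Ifng, 5.79 with Il4 and 1.97 with Il2. Whether Il10 kept apart from the other cytokines was not detectable at this depth.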

We identified one population of cells co-expressing *Ifng*, *Il4,* and *Il2*, and a second population enriched for *Il10* (Figure 4D), suggesting that adipose NKT10 cells are a distinct population. Analysis of cytokine^pos^ adipose iNKT cells at 72 hr post-αGalCer, when expression of *Il10* was highest among adipose iNKT cells (Figure 3), identified some NKT10 cells co-expressing *Il10* with *Ifng*, *Il4,* and *Il21*, and other NKT10 cells that co-expressed *Il10*, *Ifng,* and *Gzmb*, suggesting that expanded NKT10 cells are heterogeneous (Figure 4—figure supplement 1). 

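In adipose cells at 72 hr, 302 of 6140 thinned cells carried an Il10 UMI. Cells with both Il10 and Il4 were 2.54 (2.10 to 3.04) times as many as independence would give, and those with Il10 and Il21 2.79 (2.04 to 3.72) times (1.64 and 1.77 times in unthinned cells). The ratio was 1.5 (1.29 to 1.75) for Il10 with Gzmb and 1.31 (1.13 to 1.5) for Il10 with Ifng (1.18 and 1.08 in unthinned cells). Gzmb and Ifng were found in more cells, which limits how high their ratios can be, so the ratios do not rank the links. Over all cells Il21 and Gzmb occurred together 0.963 (0.798 to 1.15) times as often as independence would give, and among the Il10-positive cells 1.01 (0.660 to 1.48) times (26 cells). Il10 and the cell cycle gene Mki67 gave 0.960 (0.785 to 1.16) times, although 15 of 20 proliferation genes were lower in Il10-positive than in Il10-negative cells (median log2 ratio -0.25).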

To investigate the transcriptional profile of adipose NKT10 cells, we performed global analysis of *Il10*^pos^ versus *Il10*^neg^ adipose iNKT cells at 4 hr and 72 hr post-αGalCer. 

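Adipose cells with and without an Il10 UMI were compared within each library after thinning, since a deeper cell is more likely to show an Il10 UMI. At 72 hr this gave 302 positive and 5838 negative cells. The 4 hr library gave only 9 positive cells against 3039, and values of single genes are given for 72 hr only. At 4 hr 120 of 202 genes of the study's list were higher in positive cells, against 2752 of all 10086 measured genes. A gene without a UMI in the 9 cells counts as lower there. Positive and negative cells come from the same library, so they share batch and digestion, but cells can differ in their response to digestion. Il10 was found in 3.32% of the 1535 cells with the fewest dissociation transcripts and in 7.62% of the like number with the most. A UMI of Il10 marks a cell that was caught with the transcript, and cells that express it at a low level fall among the negative ones.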

We identified 207 genes enriched in adipose NKT10 cells (Supplementary file 5), including the Tr1 cell markers *Lag3*, *Ctla4*, *Pdcd1*, *Gzmb*, *Il21*, *Hif1a*, *Maf,* and *Ccr5*⁠ (Figure 4E; Chihara et al., 2016; Mascanfroni et al., 2015; Grossman et al., 2004; Apetoh et al., 2010⁠), suggesting that adipose NKT10 cells may be functionally similar to Tr1 cells. 

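At 72 hr, 156 of 205 measured genes of the study's list, without Il10, were higher in Il10-positive than Il10-negative adipose cells, with a median log2 ratio of 0.23. The study chose that list on these libraries, so the count is not independent evidence. The 8 Tr1 cell markers are genes the paper named from that list. All 8 were higher, with a median of 0.84, a count that is not independent evidence either. The log2 ratio was 1.58 (1.16 to 1.99) for Il21, 1.54 (1.32 to 1.75) for Lag3, 1.31 (1.21 to 1.40) for Gzmb, 0.89 (0.68 to 1.09) for Ctla4, 0.80 (0.56 to 1.03) for Ccr5 and 0.73 (0.57 to 0.89) for Maf. Hif1a, at 0.36 (0.13 to 0.58), and Pdcd1, at 0.20 (-0.35 to 0.69), were nearest to 0, and the interval of Pdcd1 spans 0. Genes outside the markers differed as much or more, with the chemokine genes Ccl3 at 3.01 (2.85 to 3.17) and Ccl4 at 2.63. Gzma, which encodes granzyme A, had a lower level in Il10-positive cells, at -1.23 (-1.50 to -0.97). The share of cells with Gzma was alike, 13.9% (10.2 to 18.3%) of positive and 14.1% (13.2 to 15.1%) of negative cells. None of 6 KLF2 regulon genes was higher. Dissociation genes were higher for 8 of 14 (median 0.14, above 97.1% of matched random lists). From the enrichment of these markers, the paper proposes that adipose NKT10 cells may be functionally similar to Tr1 cells.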

In summary, our analysis suggests that adipose iNKT cells primarily segregate by function after αGalCer, and that regulatory adipose NKT10 cells are a transcriptionally distinct population similar to Tr1 cells.

### Chronic activation of splenic iNKT cells induces an adipose-like phenotype and the emergence of Tr1 iNKT cells

Since adipose iNKT cells displayed blunted and delayed activation after αGalCer, and enrichment of Tr1 cell markers, we wondered whether these were conserved features of regulatory iNKT cell biology. To answer this question, we repeatedly activated splenic iNKT cells, which induces IL-10 production (Sag et al., 2014). We sequenced 5433 αGalCer activated splenic iNKT cells, including 2117 cells isolated 4 weeks after mice received one dose of αGalCer (resting) and 3316 cells isolated 4 hr after reactivation with a second dose of αGalCer (reactivated; Figure 5A). 

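Cells of 3 samples taken 4 weeks after 4 µg αGalCer were labelled with hashtag antibodies, pooled and sequenced together on 1 lane. These were resting adipose cells pooled from 35 mice, resting splenic cells pooled from 5 spleens, and splenic cells pooled from 5 spleens taken 4 hr after another 1 µg αGalCer (reactivated). The lane gave 12783 barcodes, of which the HTODemux procedure assigned 1646 to several hashtags and 63 to none. After the filters, 2070 resting splenic cells remained with 12804492 UMIs (median 5319 per cell), 3444 reactivated splenic cells with 26834548 (median 6979) and 3455 resting adipose cells with 17598024 (median 4430). Thinning left out 14, 30 and 87 of these cells. Sharing the lane removes differences between lanes, but free RNA of all 3 samples is shared as well, and each condition is still 1 pooled sample without a test. The header of this matrix names Cell Ranger 3.1.0, whereas the paper's methods name 3.0.2. Scrublet marked 393 of 10958 cells. It found 312 of the 1374 that carried several hashtags, and 81 of 9553 cells with a single hashtag were removed on its call.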

Comparison of iNKT cells at steady state (no αGalCer) and resting (4 weeks post-αGalCer) revealed that resting iNKT cells displayed a reduced response to restimulation with αGalCer, similar to the adipose iNKT cell response to one dose of αGalCer (Figure 5B). This indicates that blunted activation after αGalCer is a conserved feature of regulatory iNKT cells. Furthermore, gene expression analysis revealed that resting iNKT cells were transcriptionally similar to adipose iNKT cells, displaying reduced *Ifng*, *Il4,* and *Il2* expression, and increased expression of Tr1 cells markers such as *Gzmb*, *Il10*, *Maf*, *Il21*, *Ctla4*, *Hif1a*, *Ccr5,* and *Lag3*, especially after αGalCer rechallenge (Figure 5C), suggesting that regulatory iNKT cells are similar to Tr1 cells. 

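Of the 8 Tr1 cell markers named for the spleen, 7 had a higher CPM in reactivated than in resting splenic cells. Il10 stood at 54.2 (51.5 to 57.1) CPM in reactivated and 1.33 (0.773 to 2.13) CPM in resting cells, a log2 ratio of 5.35 (4.67 to 6.14), and was found in 2.20% (1.73 to 2.75%) of reactivated cells after thinning (3.25% before). The NKT17-like clusters do not give a clear background. In the one led by Blk, Ccr6 and Il17re none of 204 cells carried it, which allows a share of up to 1.47% (median 8641 UMIs), and in the one led by S100a9 and S100a8 8 of 376 cells did, 2.13% (0.923 to 4.15%, median 9193 UMIs), a share near that of all reactivated cells. Il21, Ctla4 and Gzmb had log2 ratios of 4.73 (4.27 to 5.23), 4.20 (3.87 to 4.55) and 4.12 (4.03 to 4.22), and Hif1a, Lag3 and Ccr5 smaller ones of 1.49, 1.45 and 0.60. Maf was level, at 341 versus 344 CPM and a log2 ratio of -0.01 (-0.06 to 0.04). The median of all genes was -0.35 in this comparison and 0.02 under median-of-ratios scaling, so Maf lay above the median gene, and it was higher in reactivated cells (0.35) under that scaling. Ifng, Il4 and Il2 were also higher in reactivated cells, with log2 ratios of 6.55, 6.47 and 7.03. So were 13 of 16 dissociation genes (median 0.77) and 5 of 5 neutrophil genes (median 2.79). In resting cells Gzmb stood at 76.2 CPM, and Il21 and Ctla4 at 2.97 and 5.78 CPM. The paper sets resting and reactivated cells against steady-state cells, which were not analysed here, so these ratios do not bear on the reduced Ifng, Il4 and Il2 it reports. From the Tr1 cell markers in its own comparison, the paper proposes that regulatory iNKT cells are similar to Tr1 cells.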

We also reanalyzed previously published microarray data of control and αGalCer-pretreated splenic iNKT cells (GSE47959; Sag et al., 2014; Figure 5—figure supplement 1) and identified a similar activation phenotype in αGalCer-pretreated splenic iNKT cells versus control iNKT cells after short-term αGalCer stimulation. 

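In resting splenic cells 4 weeks after αGalCer, Tox stood at 17.8 (15.6 to 20.3) CPM, and reactivation gave a log2 ratio of 0.10 (-0.13 to 0.33) under scaling by totals, 0.47 under median-of-ratios factors and 0.34 as a mean over cells, so whether its level changed depends on the scaling. Nr4a1, on chromosome 15 from 101254269 to 101274795, stood at 14.6 (12.6 to 16.9) CPM in resting splenic cells, and was found in 2.24% (1.64 to 2.97%) of them after thinning (5.80% before). Resting adipose cells of the same lane had 76.1 (72.1 to 80.3) CPM of Nr4a1 and 40.5 (37.6 to 43.6) CPM of Tox, log2 ratios of 2.38 (2.16 to 2.61) and 1.19 (0.97 to 1.41) over resting splenic cells. Reactivation gave Nr4a1 a log2 ratio of 4.90 (4.69 to 5.12) over resting splenic cells. The adipose tissue was digested and the spleen was not, and Nr4a1 is itself an immediate early gene.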

Interestingly, although resting iNKT cells expressed *Tox* (Figure 5C), we did not identify enrichment of other chronic activation markers, such as *Nr4a1* (Nur77) (Figure 5—figure supplement 2, Supplementary file 6), indicating that prior exposure of splenic iNKT cells to antigen does not completely reproduce the phenotype of adipose iNKT cells, which may be exposed to chronic endogenous activation in situ.

**Figure 5.**
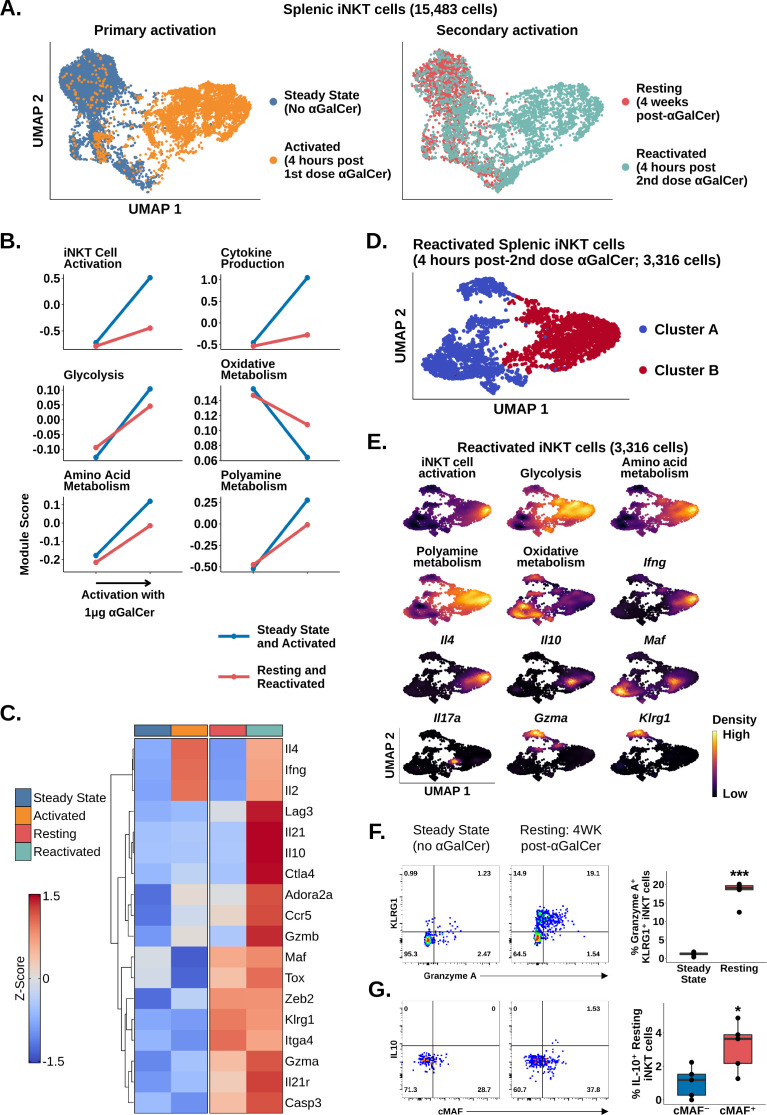
Chronic activation of splenic invariant natural killer T (iNKT) cells induces an adipose-like phenotype and the appearance of populations expressing Tr1 cell markers. (**A**) Uniform manifold approximation and projection (UMAP) of murine splenic iNKT cells. (**B**) Line plots showing median expression of functional and metabolic gene module scores in the data from (**A**). (**C**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data from (**A**). (**D**) UMAP of subclustered murine splenic reactivated iNKT cells from (**A**). (**E**) Density plots of functional and metabolic gene module score and gene expression in the reactivated iNKT cells from the data in (**D**). (**F**) Representative pseudocolor plots of Granzyme A versus KLRG1 expression in steady state and resting splenic iNKT cells at 4 weeks post-α-galalctosylceramide (post-αGalCer) and after restimulation with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin for 4 hr ex vivo (left), and box plot quantification of the pseudocolor plot data (right). iNKT cells were defined as live, single CD45^+^ CD8^-^ CD19^-^ F4/80^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. N = 5 biological replicates from one experiment. Experiment performed at least twice. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. Source data provided in Figure 5—source data 1. The central box plot horizontal line denotes the median value. (**G**) Representative pseudocolor plots of cMAF versus IL-10 expression in steady state and resting splenic iNKT cells at 4 weeks post-αGalCer and after restimulation with 50 ng PMA and 1 µg Ionomycin for 4 hr ex vivo (left), and box plot quantification of the resting iNKT cell data from the pseudocolor plot data (right). iNKT cells were defined as live, single CD45^+^ CD8^-^ CD19^-^ F4/80^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. N = 5 biological replicates from one experiment. Experiment performed at least twice. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. Source data provided in Figure 5—source data 2. The central box plot horizontal line denotes the median value. Figure 5—source data 1.% IL-10 production by flow cytometry in cmaf postive or negative iNKT cells. Figure 5—source data 2.% KLRG1 Granzyme A expression by flow cytometry by iNKT without or without treatment.

**Figure 5—figure supplement 1.**
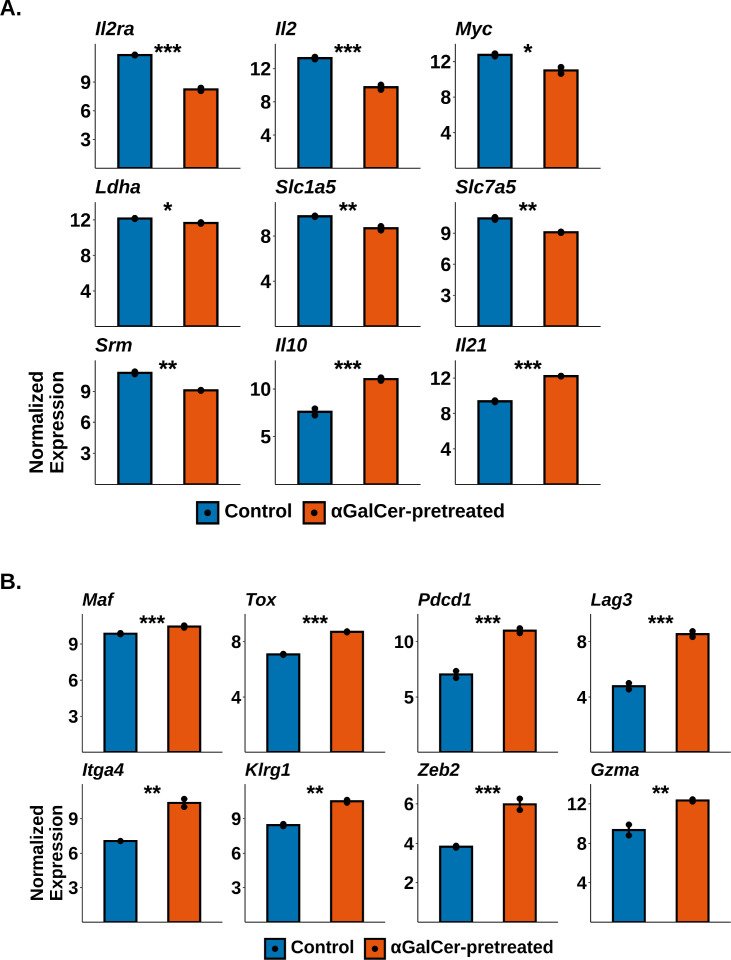
Reanalysis from GSE47959 showing gene expression differences between splenic iNKT with and outout a previous aGalCer activation. (**A**) Robust Multichip Average (RMA)-normalized microarray gene expression in control and α-galalctosylceramide (αGalCer)-pretreated murine splenic invariant natural killer T (iNKT) cells after activation with 1 μg αGalCer for 90 min in vivo prior to isolation. Reanalyzed from GSE47959. Values below 0.25 units of expression were set to 0.25 for plotting. (**B**) RMA-normalized microarray gene expression in control and αGalCer-pretreated murine splenic iNKT cells at rest. Reanalyzed from GSE47959. Values below 0.25 units of expression were set to 0.25 for plotting.

**Figure 5—figure supplement 2.**
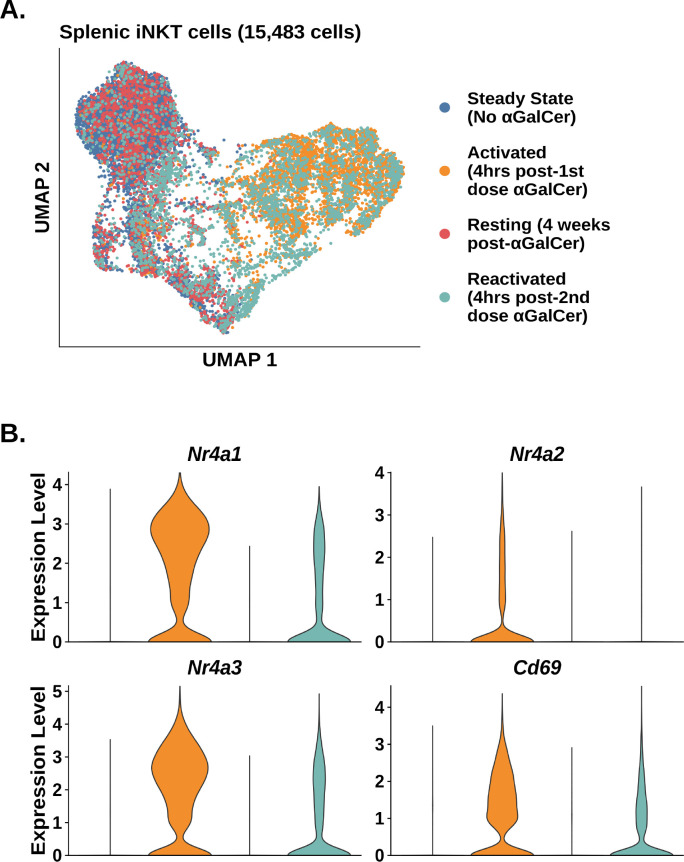
Activation markers in iNKT cells at different activation states. (**A**) Uniform manifold approximation and projection (UMAP) of murine splenic invariant natural killer T (iNKT) cells at steady state (Steady State), activated iNKT cells at 4 hr post-α-galalctosylceramide (post-αGalCer) (1 μg; Activated), resting iNKT cells at 4 weeks post-αGalCer (4 μg; Resting), and reactivated iNKT cells at 4 weeks post-αGalCer (4 μg) and 4 hr post-reactivation with αGalCer (1 μg; Reactivated). (**B**) Violin plots showing gene expression of iNKT cell activation markers in the data from (**A**).

**Figure 5—figure supplement 3.**
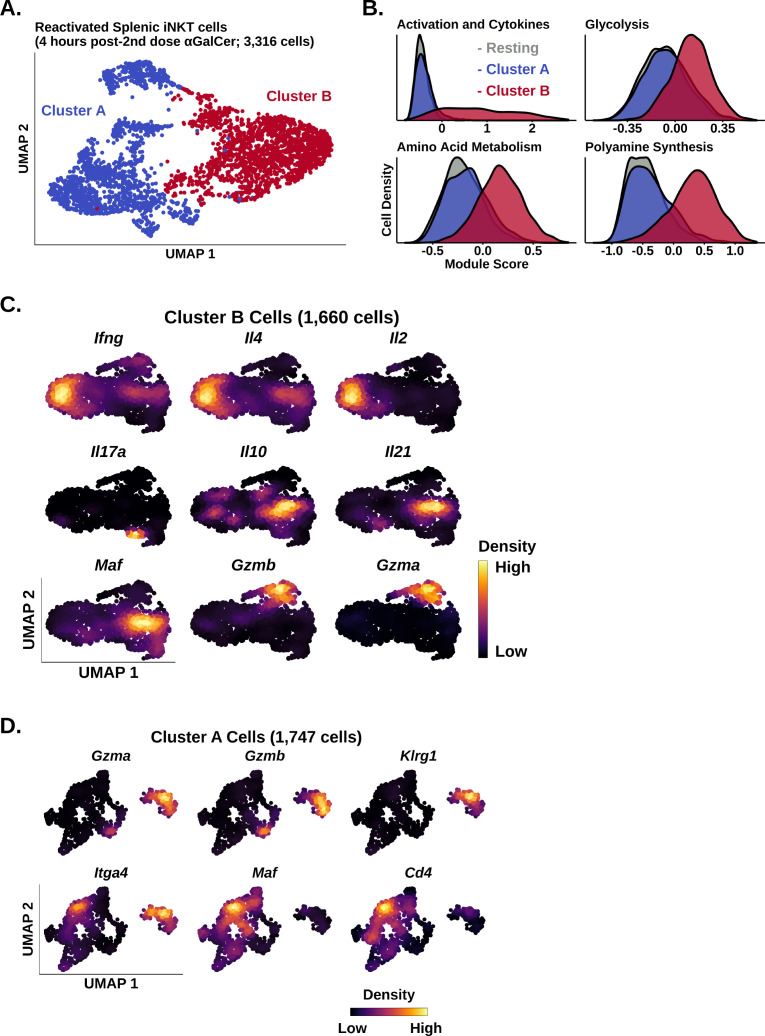
Functional and metabolic gene module scores in different iNKT cell clusters. (**A**) Uniform manifold approximation and projection (UMAP) plot of subclustered murine splenic reactivated invariant natural killer T (iNKT) cells. (**B**) Histograms showing expression of functional and metabolic gene module scores in the data from (**A**). (**C**) Density plots of cytokine and secreted factor gene expression in subclustered cluster B cells from the data in (**A**). (**D**) Density plots of surface marker, transcription factor, and secreted factor gene expression in subclustered cluster A cells from the data in (**A**).

**Figure 5—figure supplement 4.**
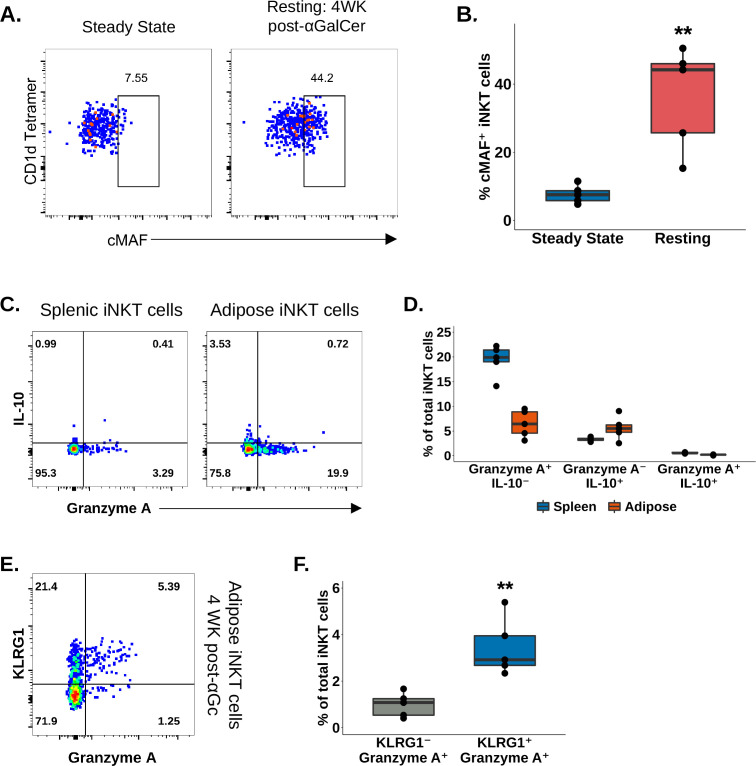
Distinct expression patterns of MAF, IL10, Granzyme and KLRG1 associated with different iNKT cell states. (**A**) Representative pseudocolor plots of cMAF expression versus CD1d-PBS57 tetramer staining in murine splenic invariant natural killer T (iNKT) cells at steady state (left panel) versus resting murine splenic iNKT cells at 4 weeks (WK) post-α-galalctosylceramide (post-αGalCer) (⍺GC; right panel). iNKT cells were defined as live, single CD45^+^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**B**) Box plot quantifying the percentage data in (**A**). N = 5 biological replicates from one experiment. Experiment performed at least three times. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value. (**C**) Representative pseudocolor plots of Granzyme A versus IL-10 expression in murine splenic (left) or adipose (right) iNKT cells at 4 weeks post-αGalCer and after restimulation for 4 hr ex vivo with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**D**) Box plot quantifying the percentage data in(**C**). N = 5 biological replicates from one experiment. Experiment performed once. The central box plot horizontal line denotes the median value. (**E**) Representative pseudocolor plots of Granzyme A versus KLRG1 expression in murine adipose iNKT cells at 4 weeks post-αGalCer and after restimulation for 4 hr ex vivo with 50 ng PMA and 1 µg ionomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**F**) Box plot quantifying the percentage data in (**E**). N = 5 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value.

Since we had identified a distinct population of NKT10 cells in adipose tissue after αGalCer, we wondered whether we could also identify an NKT10 population among reactivated splenic iNKT cells. Graph-based clustering of reactivated splenic iNKT cells revealed two major populations, clusters A and B (Figure 5D), which were differentiated by their response to reactivation. Only cluster B cells (~50% of cells) demonstrated significant activation, cytokine transcript expression, and metabolic gene reprogramming after the second dose of αGalCer (Figure 5E, Figure 5—figure supplement 3). 

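Reactivated splenic cells were clustered on their own, and clusters in which all 10 of a set of activation markers were at least 2 times as high as in resting cells of the same lane held 51.5% (49.9 to 53.2%) of the cells. This rule was chosen after the clusters had been seen. A rule of at least 5 of 10 markers gave 64.3%, and a comparison with the other reactivated cells gave 36.3%. Over all cells, the T cell receptor signaling gene Nr4a1 was found in 30.8% (29.3 to 32.4%) of reactivated cells after thinning (41.9% before). The IL-2 receptor gene Il2ra was found in 34.1% (32.5 to 35.7%) of reactivated and 9.39% (8.16 to 10.7%) of resting cells (53.6 and 19.9% before thinning). Metabolic genes, which did not enter the rule, also differed. In the activated clusters 4 of 4 polyamine synthesis genes were higher than in the other clusters, with a median log2 ratio of 1.95, as were 7 of 9 genes of amino acid uptake and metabolism (1.09). Fatty acid β-oxidation genes were lower for 42 of 50 (-1.38), and for 38 to 43 across scalings. Oxidative metabolism genes were lower for 69 of 82 under scaling by totals but higher for 54 under median-of-ratios factors, so no direction is given for them. Glycolysis genes were higher for 9 of 15 (0.11), and for 8 to 12 across scalings. The activated clusters include an NKT17-like one led by S100a9 and S100a8, and the other clusters a cycling one. Accordingly, 5 of 5 neutrophil genes were higher (3.19) and 19 of 20 proliferation genes lower (-4.65). Also lower were 6 of 6 NK cell markers (-3.46), 2 of 2 CD8 T cell markers (-3.14) and 12 of 15 cytotoxic genes (-1.83). The activated and other clusters thus differ in make-up too. Without NKT17-like and cycling clusters, polyamine synthesis genes were still higher for 4 of 4 (1.99), those of amino acids for 7 of 9 (1.25) and β-oxidation genes lower for 42 of 49. Dissociation genes were higher in the activated clusters for 14 of 16 (1.37).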

Functional stratification of reactivated splenic iNKT cells revealed a population of NKT1 cells co-expressing *Ifng* and *Il4*, a population of NKT17 cells expressing *Il17a*, a population of NKT10 cells co-expressing *Il10* and *Maf*, as well as intermediate *Ifng* and *Il4*, and a population of cells co-expressing *Gzma* and the memory-like iNKT cell marker *Klrg1* (Figure 5E, Figure 5—figure supplement 3). These data suggest that prior immunization with αGalCer is associated with the appearance of two new functional iNKT cell populations expressing *Klrg1* or *Maf*. 

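In reactivated splenic cells, Ifng and Il4 were found together 1.35 (1.27 to 1.43) times as often as independence would give. The corresponding ratio for Il17a, the signature cytokine of NKT17 cells, with Ifng was 0.690 (0.344 to 1.23). Il10 and Maf were found together in 54 cells where 25.2 were expected, a ratio of 2.14 (1.61 to 2.80) (1.59 in unthinned cells). Il10 was also linked to Il4 (1.84 (1.40 to 2.38)), Ifng (1.42 (1.09 to 1.82)), Il21 (5.77 (3.80 to 8.40)) and Ctla4 (5.34 (3.52 to 7.77)). The ratio of a common gene is limited by its share of cells, so these ratios do not rank the links. Of Il10-positive and Il10-negative cells, 84.0 and 58.5% carried Ifng and 78.7 and 41.9% Il4. For Il21 the shares were 36.0 and 5.57%, and for Ctla4 36.0 and 6.08%. Gzma and Klrg1 were found together 4.29 (3.70 to 4.95) times as often as independence would give, whereas Maf and Klrg1 were found together less often (0.643 (0.476 to 0.850)).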

We confirmed these findings using flow cytometry, identifying enrichment of Granzyme A^+^ KLRG1^+^ iNKT cells in the spleen at 4 weeks post-αGalCer versus steady state (Figure 5F), increased expression of cMAF at 4 weeks post-αGalCer (Figure 5—figure supplement 4), and increased IL-10 production among restimulated cMAF^+^ iNKT cells compared to cMAF^-^ iNKT cells at 4 weeks post-αGalCer (Figure 5G). We also found that expression of Granzyme A and IL-10 was mutually exclusive at the protein level (Figure 5—figure supplement 4), matching our scRNA-seq analysis. Therefore, these data suggest that repeated antigen exposure induces a regulatory phenotype in splenic iNKT cells, which is associated with the appearance of two new functionally distinct iNKT cell populations expressing cMAF and KLRG1.

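At the transcript level, 4 reactivated splenic cells carried both Il10 and Gzma, on chromosome 13 from 113093825 to 113100981, where 14.6 were expected from the 75 Il10-positive and 666 Gzma-positive cells. This is a ratio of 0.273 (0.0745 to 0.700), or 0.358 in unthinned cells. The interval excludes 1, and with some cells carrying both transcripts it does not reach 0. Doublets and free RNA can both place Gzma in a droplet of another cell, since the 3 samples shared a lane. Independence was taken over all reactivated cells, activated or not. Nr4a1 was found in 54.7% of Il10-positive and 30.3% of Il10-negative cells, and 12 of 15 cytotoxic genes were lower in the activated clusters. The deficit is therefore not separated from a difference between activated and other cells.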

### Memory-like cMAF^+^ and KLRG1^+^ iNKT cells are induced in the spleen following αGalCer challenge, and similar populations are constitutively present in adipose tissue

Having identified enrichment of iNKT cells expressing *Maf* and *Klrg1* among reactivated splenic iNKT cells, we wondered whether we could identify similar populations among resting iNKT cells. We also sought to characterize the transcriptional profile of these populations. 

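Resting splenic cells formed 9 clusters, named from marker genes set before the data were examined. NKT1-like clusters held 59.0% of the cells, an NKT2-like cluster 12.7%, an NKT17-like cluster 4.44% and a cycling cluster 2.17%. Under other settings NKT2-like clusters held 0 to 14.1% and cycling ones 2.17 to 12.2%, with both extremes of 0 and 12.2% under the UMI cap. The leading genes of the NKT2-like cluster included the connective tissue genes Dcn, C3, Gsn and Fn1 beside the NKT2 marker Ccr7. Rorc, which encodes RORγt, was found in 16.3% of thinned NKT17-like cells and 0.164% of NKT1-like cells (48.9 and 0.246% before thinning), but as a marker it helped to name the cluster. The rule that turned markers into names was set after the clusters and the paper's shares had been seen, and steady-state splenic cells were not analysed here.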

Analysis of steady-state and resting iNKT cells revealed distinct NKT1, NKT2, NKT17, and cycling cell populations on the basis of graph-based clustering, spatial separation, and *Tbx21*, *Zbtb16*, *Rorc,* and *Mki67* expression (Figure 6A and B Figure 2—figure supplement 1, Figure 6—figure supplement 1). We additionally found that NKT1 cells separated into two distinct clusters, NKT1-A and NKT1-B cells, with NKT1-B cells displaying increased expression of genes associated with the KLF2 regulon (Figure 6A and B, Figure 1—figure supplement 3, Figure 6—figure supplement 1). This demonstrated that iNKT cell subset diversity is preserved after antigen challenge. Among resting iNKT cells, however, two new clusters emerged, expressing *Maf* or *Klrg1* (Figure 6A and B), matching our reactivated data. 

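Among resting splenic cells, a cMAF-like cluster held 12.2% (10.8 to 13.7%) of cells and a KLRG1-like cluster 9.47% (8.24 to 10.8%). Their median depths were 4615 and 3373.5 UMIs per cell. Both were named by markers that include Maf and Klrg1, so the levels of these genes in them are not results. Whether the clusters are absent without antigen cannot be read from these samples, since steady-state cells were not analysed here.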

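Without reference to clusters, Maf, on chromosome 8 from 115682942 to 115707794, was found in 808 and Klrg1, on chromosome 6 from 122270596 to 122282882, in 156 of 2056 thinned resting splenic cells. Both were found in 30 cells where 61.3 were expected, a ratio of 0.489 (0.330 to 0.699), or 0.603 in unthinned cells. Klrg1 and Gzma went together, at 5.47 (4.55 to 6.52) times the expected number, and Maf and Gzma were found together less often, at 0.553 (0.427 to 0.705). The cells with both Maf and Klrg1 can include doublets and droplets with free RNA.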

Independent of our clustering, we also detected mutually exclusive gene-level expression of *Maf* and *Klrg1* among resting iNKT cells (Figure 6C), consistent with two distinct iNKT cell populations expressing *Maf* or *Klrg1*. We confirmed this finding using flow cytometry, identifying significant enrichment of mutually exclusive cMAF^+^ and KLRG1^+^ iNKT cell populations among resting versus steady-state splenic iNKT cells (Figure 6D and E). This demonstrates that cMAF^+^ and KLRG1^+^ iNKT cells are induced after antigen challenge. Interestingly, we found that the frequency of cMAF^+^ iNKT cells was positively correlated with antigen load (Figure 6—figure supplement 2), suggesting that TCR signal strength may regulate cMAF expression in iNKT cells, a signaling axis which has previously been reported in γδ T cells (Zuberbuehler et al., 2019⁠).

**Figure 6.**
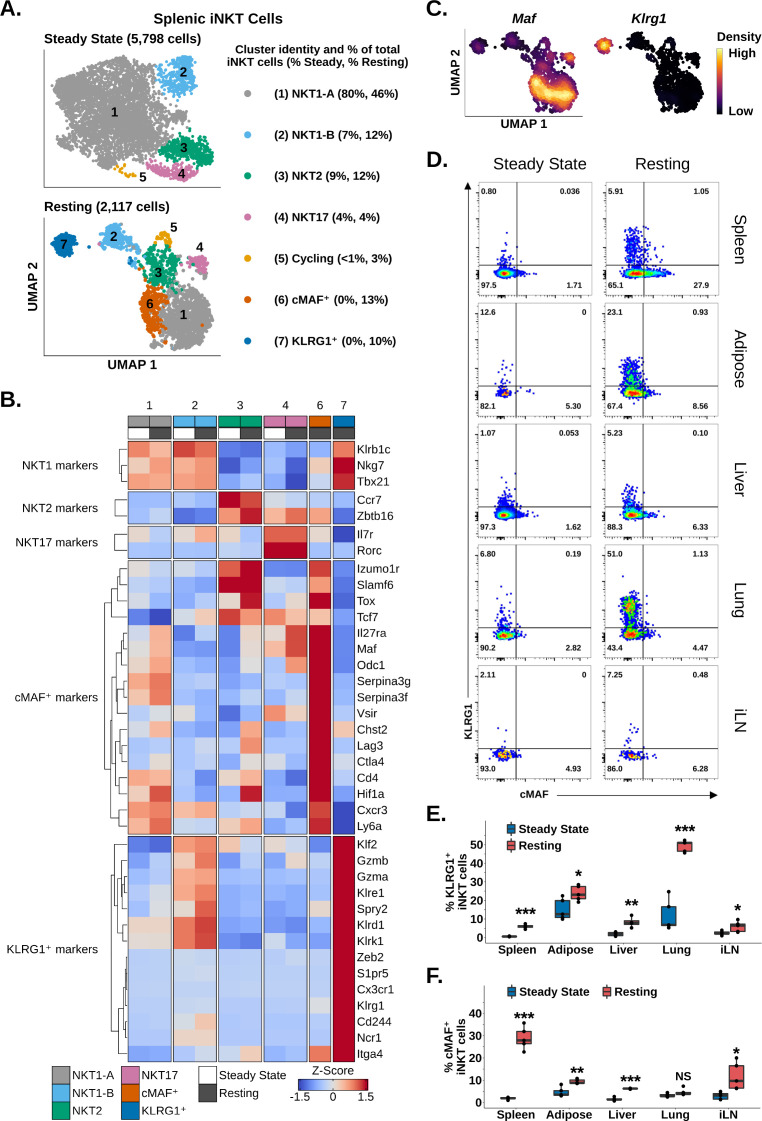
Memory-like cMAF^+^ and KLRG1^+^ invariant natural killer T (iNKT) cells are induced in the spleen following α-galalctosylceramide (αGalCer) challenge, and similar populations are constitutively present in adipose tissue. (**A**) Uniform manifold approximation and projection (UMAP) of murine splenic iNKT cells. (**B**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data from (**A**). Both datasets were merged and normalized together, and cycling cells were excluded from the analysis. (**C**) Density plots showing mutually expression of *Maf* and *Klrg1* in the data from (**A**) (bottom UMAP). (**D**) Representative pseudocolor plots of RORγT^-^ (spleen, adipose tissue, lung, and inguinal lymph nodes) or total (liver) murine splenic iNKT cells at steady-state or resting iNKT cells at 4 weeks post-αGalCer. iNKT cells were defined as live, single CD19^-^ CD8^-^ F4/80^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. iLN, inguinal lymph node. (**E**) Box plots quantifying the KLRG1 percentage data from (**D**). N = 4 biological replicates for hepatic iNKT cells at 4 weeks post-αGalCer and N = 5 biological replicates for all other data from one experiment. Experiment performed at least twice in the spleen and once for other tissues. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. Source data provided in Figure 6—source data 1. The central box plot horizontal line denotes the median value. (**F**) Box plots quantifying the cMAF percentage data from (**D**). N = 4 biological replicates for hepatic iNKT cells at 4 weeks post-αGalCer and N = 5 biological replicates for all other data from one experiment. Experiment performed at least twice in the spleen and once for other tissues. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. Source data provided in Figure 6—source data 1. The central box plot horizontal line denotes the median value. Figure 6—source data 1.Gene expression patterns in resting iNKT, 4 weeks post stimulation.

**Figure 6—figure supplement 1.**
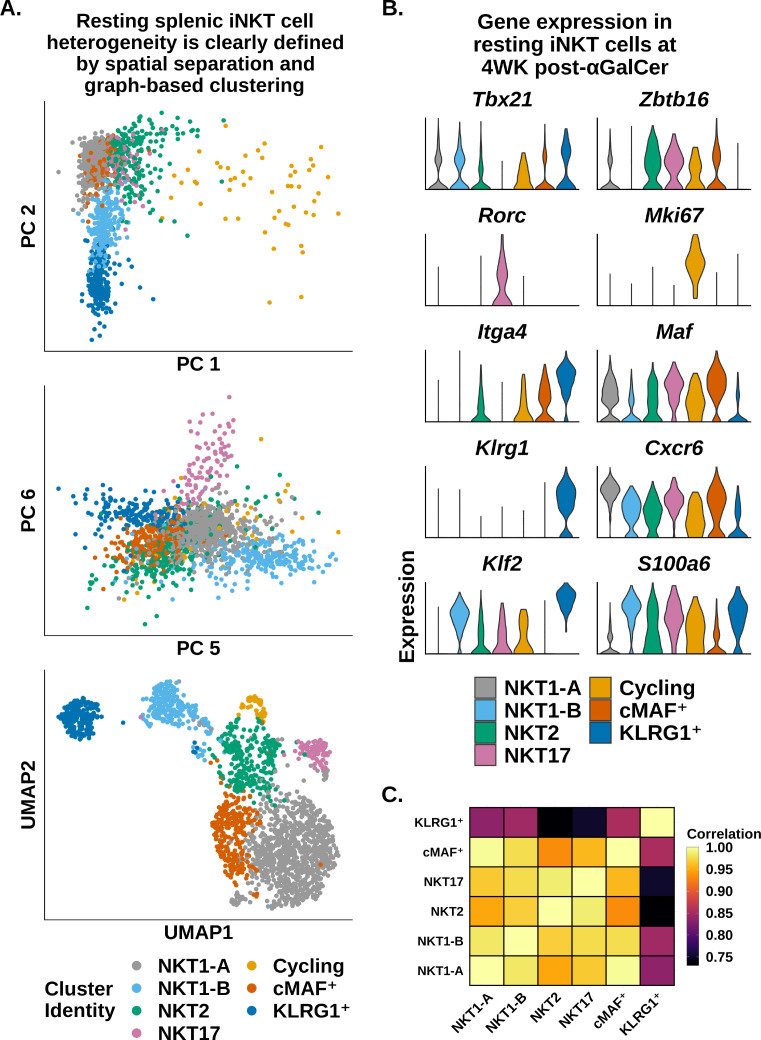
Gene expression of spenic iNKT cells resting 4 weeks post activation. (**A**) Principal component analysis (PCA) plots and uniform manifold approximation and projection (UMAP) plot of murine resting splenic invariant natural killer T (iNKT) cells at 4 weeks post-α-galalctosylceramide (post-αGalCer). (**B**) Violin plots of marker gene expression in the clusters from (**A**). (**C**) Correlation plot of total normalized RNA counts for all genes for the clusters from (**A**) (cycling cells were excluded).

**Figure 6—figure supplement 2.**
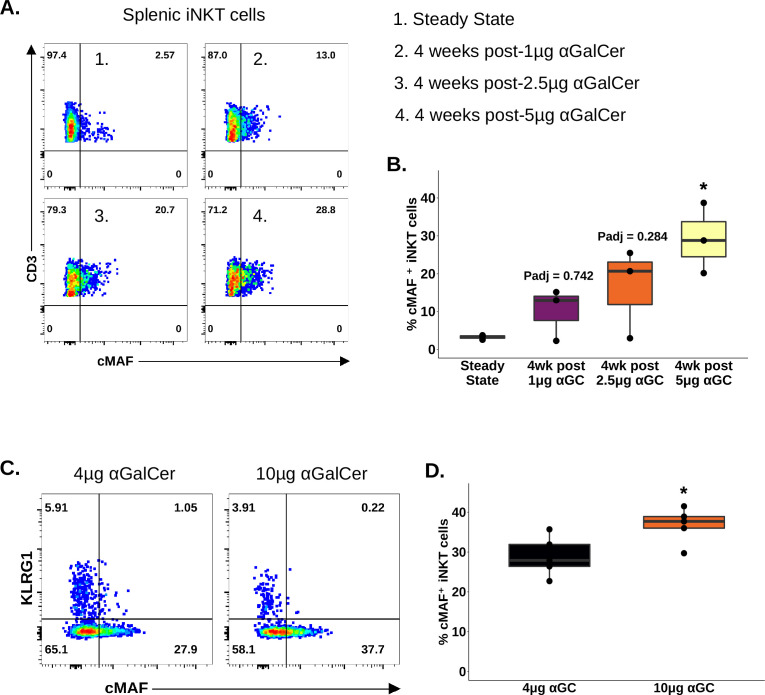
Strength of TCR signal is associated with strength of MAF expression. (**A**) Representative pseudocolor plots of cMAF versus CD3 expression in murine splenic invariant natural killer T (iNKT) cells at steady state (panel 1) or 4 weeks (WK) post-activation with 1 μg α-galalctosylceramide (αGalCer) (panel 2), 2.5 μg αGalCer (panel 3), or 5 μg αGalCer (panel 4). iNKT cells were defined as live, single CD45^+^ CD8^-^ CD11b^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**B**) Box plot quantifying the percentage data in (**A**). N = 3 biological replicates from one experiment. Experiment performed once. One-way ANOVA and Tukey’s post hoc test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. The central box plot horizontal line denotes the median value. (**C**) Representative pseudocolor plots of cMAF versus KLRG1 expression in RORγT^-^ murine splenic iNKT cells at 4 weeks post-activation with 4 μg αGalCer (left) or 10 μg αGalCer (right). iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**D**) Box plot quantifying the percentage data in (**C**). N = 5 biological replicates. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, *p<0.05; **p<0.01; ***p<0.001. The central box plot horizontal line denotes the median value.

**Figure 6—figure supplement 3.**
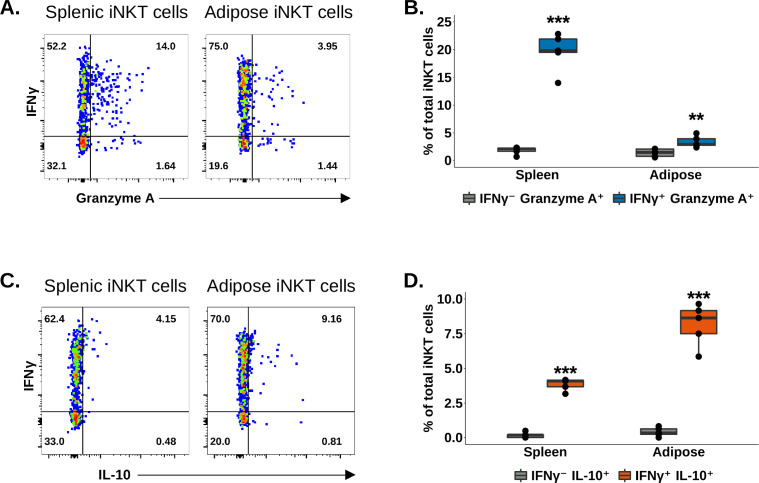
Comparison of splenic and adipose iNKT cells expression of functional markers. (**A**) Representative pseudocolor plots of Granzyme A versus IFNγ expression in murine splenic (left) or adipose (right) invariant natural killer T (iNKT) cells at 4 weeks post-α-galalctosylceramide (post-αGalCer) and after restimulation for 4 hr ex vivo with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**B**) Box plot quantifying the percentage data in (**A**). N = 5 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. The central box plot horizontal line denotes the median value. Padj denotes the adjusted p-value. (**C**) Representative pseudocolor plots of IL-10 versus IFNγ expression in murine splenic (left) or adipose (right) iNKT cells at 4 weeks (wk) post-αGalCer (⍺GC) and after restimulation for 4 hr ex vivo with 50 ng PMA and 1 µg ionomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**D**) Box plot quantifying the percentage data in (**C**). N = 5 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. The central box plot horizontal line denotes the median value.

**Figure 6—figure supplement 4.**
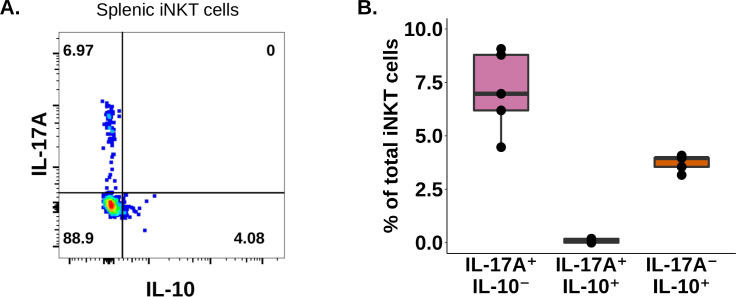
IL17 and IL10 expression is mutually exclusive on iNKT cells. (**A**) Representative pseudocolor plot of IL-10 versus IL-17A expression in murine splenic invariant natural killer T (iNKT) cells at 4 weeks post-α-galalctosylceramide (post-αGalCer) and after restimulation for 4 hr ex vivo with 50 ng phorbol 12-myristate 13-acetate (PMA) and 1 µg ionomycin. iNKT cells were defined as live, single CD45^+^ CD8^-^ F4/80^-^ CD19^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**B**) Box plot quantifying the percentage data in (**A**). N = 5 biological replicates from one experiment. Experiment performed once. The central box plot horizontal line denotes the median value.

**Figure 6—figure supplement 5.**
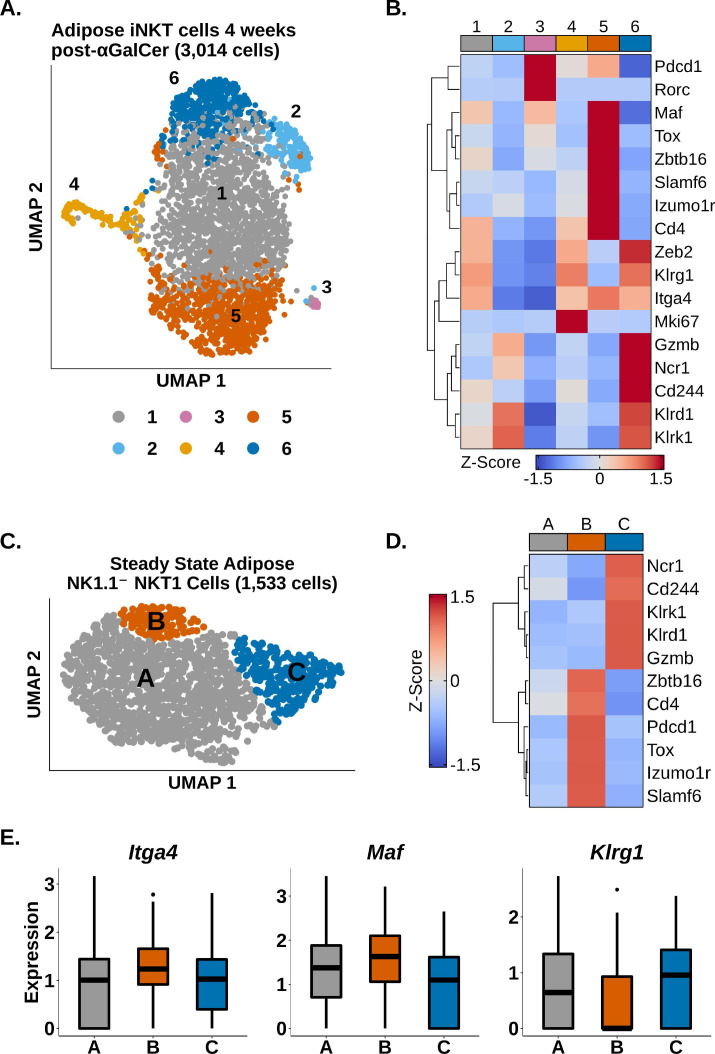
Resting adipose iNKT cells 4 weeks post aGalCer activation. (**A**) Uniform manifold approximation and projection (UMAP) of murine resting adipose invariant natural killer T (iNKT) cells at 4 weeks post-α-galalctosylceramide (post-αGalCer). (**B**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data in the data from (**A**). (**C**) UMAP of subclustered murine steady-state adipose NK1.1^-^ NKT1 cells. (**D**) Heatmap of scaled averaged gene expression with hierarchical clustering in the data in the data from (**C**). (**E**) Box plots of gene expression in the data from (**C**). The central box plot horizontal line denotes the median value.

We next performed gene expression analysis to analyze the transcriptional profile of cMAF^+^ and KLRG1^+^ iNKT cells. cMAF^+^ cells displayed enrichment of memory and exhaustion markers associated with CD4^+^ memory T cells, stem-like memory T cells, Tregs, and T precursor exhausted cell (TPEX) populations, including *Cd4*, *Slamf6*, *Tcf7*, *Ctla4*, *Lag3*, *Cxcr3,* and *Tox* (Figure 6B; Andreatta et al., 2021; Utzschneider et al., 2016; Jadhav et al., 2019⁠). 

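Cells were split by a UMI of Maf, independent of clusters, in thinned resting splenic cells (808 with and 1248 without). The checkpoint genes Lag3 (1.49 versus 0.401%) and Ctla4 (1.86 versus 0.881%), the exhaustion factor gene Tox (4.21 versus 2.80%), Slamf6 (17.9 versus 15.1%) and the chemokine receptor gene Cxcr3 (38.1 versus 35.5%) had somewhat higher shares in cells with Maf, and Cd4 (9.78 versus 10.0%) and Tcf7 (11.1 versus 12.4%) did not. Without NKT17-like cells the shares of Cd4 were 10.3 and 10.2%, and before thinning 26.1 and 21.3%, so its direction depends on the setting. Intervals after thinning overlap for all 7 genes, at 0.770 to 2.58% and 0.130 to 0.932% for Lag3. None of them is therefore read as a difference, although overlap does not show that shares are equal. Before thinning, the shares of Lag3 were 2.85 and 1.52%. A single UMI is a weak mark of expression, and cells without a Maf UMI can still express it.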

We also detected enrichment of *Zbtb16*, *Izumo1r* (FR4), and the Tr1 cell markers *Il27ra*, *Maf,* and *Hif1a* (Figure 6B; Chihara et al., 2016; Mascanfroni et al., 2015; Apetoh et al., 2010)⁠. By contrast, KLRG1^+^ cells showed enrichment of cytotoxic T cell, effector memory CD8^+^ T cell, and NK cell markers such as *Gzmb*, *Gzma*, *Klrg1*, *Ncr1*, *Klrd1*, *S1pr5,* and *Klre1* (Figure 6B). 

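Il27ra, the receptor for the IL-10-inducing cytokine IL-27, was found in 35.6 versus 24.8% of resting splenic cells with and without a Maf UMI (intervals 32.3 to 39.1% and 22.4 to 27.3%). Izumo1r, which encodes folate receptor FR4, was found in 15.2 versus 9.86%, Zbtb16, which encodes the iNKT lineage factor PLZF, in 17.8 versus 12.3% and Hif1a in 17.1 versus 12.7%. All 4 shares were higher in cells with Maf, and only for Hif1a do the intervals overlap. The unthinned shares were 66.8 and 54.9% for Il27ra and 27.8 and 22.6% for Izumo1r.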

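Resting splenic cells with a Klrg1 UMI (156) differed from those without (1900) in most genes named for KLRG1+ cells. Gzma was found in 79.5 versus 9.21% of cells, with intervals of 72.3 to 85.5% and 7.95 to 10.6%, and Gzmb in 47.4 versus 9.11%. The NK cell receptor genes Klrd1, Klre1 and Ncr1 were found in 69.2 versus 25.5%, 69.2 versus 11.4% and 22.4 versus 0.947%, and S1pr5, a sphingosine-1-phosphate receptor of circulating NK and effector cells, in 39.7 versus 2.11%. Slamf6 (1.92 versus 17.4%) and Maf (19.2 versus 40.9%) were less frequent in cells with Klrg1. Before thinning, Gzma was found in 80.8 and 13.7%. In NKT17-like cells, which should lack it, the share with Gzma was 3.26% at a median of 8156 UMIs, against a median of 5319 over all resting splenic cells.

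**Figure D2:**
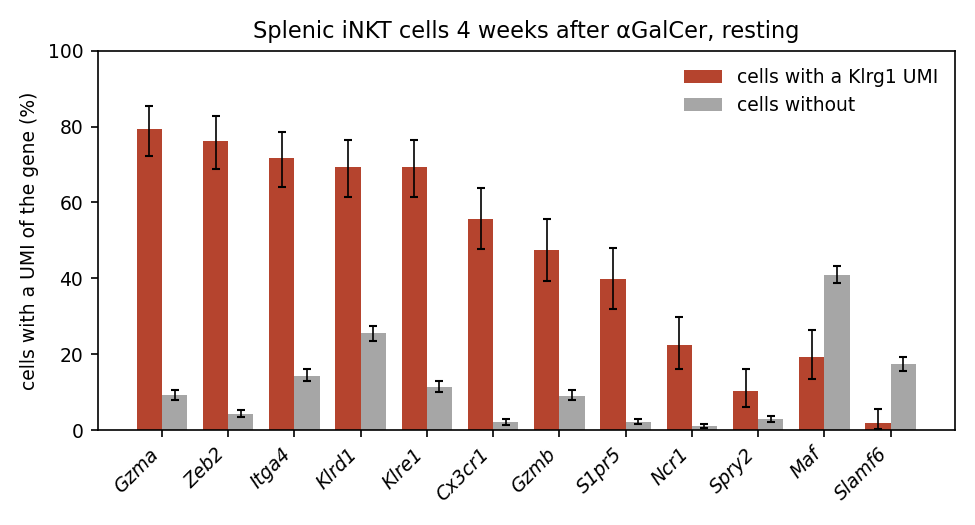
Share of thinned resting splenic iNKT cells with a UMI of each gene, in cells with a Klrg1 UMI and in cells without. Bars are shares in percent and lines are 95% Clopper-Pearson intervals. Gzma reaches 79.5% in cells with Klrg1, and Maf and Slamf6 are lower there than in cells without.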

KLRG1^+^ cells also expressed *Spry2* and *Cx3cr1* (Figure 6B), which were previously identified in KLRG1^+^ iNKT cells by Murray et al., 2021⁠, and the transcription factor *Zeb2*. 

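Zeb2, which encodes a transcription factor of terminal effector differentiation and lies on chromosome 2 from 44983632 to 45117395, was found in 76.3 versus 4.26% of resting splenic cells with and without a Klrg1 UMI (intervals 68.8 to 82.7% and 3.40 to 5.27%). Cx3cr1, the fractalkine receptor of effector memory cells, was found in 55.8 versus 2.05%, and Spry2, a regulator of growth factor signaling, in 10.3 versus 2.89%. The unthinned shares of Zeb2 were 82.1 and 5.21%.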

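Itga4, on chromosome 2 from 79255426 to 79333123, which encodes the α4 integrin chain, was found in 73.8% (65.2 to 81.2%) of resting splenic cells with Klrg1 but not Maf. In cells with Maf but not Klrg1 the share was 18.0% (15.4 to 20.9%), and in cells with neither transcript 11.9% (10.0 to 13.9%). Against all cells without Maf, some of which carry Klrg1, cells with Maf did not stand out (19.7 versus 18.1%). By cluster, the share was 42.9% in cMAF-like, 84.9% in KLRG1-like and 4.19% in NKT1-like cells, with 61.1, 94.3 and 8.13% before thinning. Itga4 was not a naming marker, but it could take part in forming the clusters.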

ZEB2 is a key transcription factor regulating terminal differentiation of KLRG1^+^ CD8^+^ effector cells (⁠⁠Omilusik et al., 2015⁠), suggesting that ZEB2 may be a candidate regulator of KLGR1^+^ iNKT cells. cMAF^+^ and KLRG1^+^ cells both demonstrated enrichment of the antigen experience marker *Itga4* (Shimizu et al., 2014; Grau et al., 2018), suggesting that these two populations are memory-like or ‘trained’⁠. Interestingly, whole-transcriptome correlation analysis revealed that cMAF^+^ cells and KLRG1^+^ cells were more similar to NKT1 cells than to NKT2 or NKT17 cells (Figure 6—figure supplement 1), and we noted that production of Granzyme A and IL-10 by iNKT cells at 4 weeks post-αGalCer, which we previously associated with KLRG1^+^ and cMAF^+^ iNKT cells, respectively (Figure 5), was also associated with co-production of IFNγ (Figure 6—figure supplement 3). Conversely, we did not detect co-production of IL-17A and IL-10 (Figure 6—figure supplement 4). 

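Across 11334 genes of resting splenic cells, the Pearson correlation of log2(CPM + 1) for summed cMAF-like cells was 0.966 with NKT1-like, 0.936 with NKT2-like and 0.902 with NKT17-like cells. For KLRG1-like cells it was 0.917, 0.877 and 0.844. The NKT1-like sum is the deepest, which by itself raises a correlation, so all sums were also thinned to 680602 UMIs. The correlations were then 0.933, 0.906 and 0.887 for cMAF-like and 0.895, 0.858 and 0.842 for KLRG1-like cells, in the same order. The NKT2-like cluster had 5 NKT2 markers raised, but the connective tissue genes Dcn, C3, Gsn and Fn1 were among its leading genes. Leading genes are ranked by their ratio to the other cells, so a few cells can place them there. The stromal list summed to 83.3 CPM over all resting splenic cells. How far the cluster is mixed was not tested, so its values may not give the distance to NKT2 cells. These are correlations across genes of 1 sample, and genes are not independent replicates.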

This suggests that cMAF^+^ and KLRG1^+^ cells are NKT1-like populations and/or that cMAF^+^ and KLRG1^+^ cells may differentiate from NKT1 cells.⁠⁠

Having identified memory-like splenic cMAF^+^ and KLRG1^+^ iNKT cell populations that appear after αGalCer challenge, we wondered whether analogous populations also appeared in other organs after αGalCer challenge. Using flow cytometry, we identified a significant enrichment of KLRG1^+^ iNKT cells at 4 weeks post-αGalCer in the lung, liver, adipose tissue, and inguinal lymph nodes (Figure 6D and E), while cMAF^+^ iNKT cells were enriched in the liver, adipose tissue, and inguinal lymph nodes (Figure 6D and E). scRNA-seq also revealed distinct cMAF^+^ and KLRG1^+^ iNKT cell populations among 3014 adipose iNKT cells at 4 weeks post-αGalCer (Figure 6—figure supplement 5), indicating conserved enrichment of cMAF^+^ and KLRG1^+^ iNKT cells after αGalCer challenge across different tissues. 

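Among resting adipose cells, KLRG1-like clusters held 16.5% (15.3 to 17.8%). A cluster of 535 cells (15.5%) led by Slamf6, Dpp4 and Izumo1r had 10 of 12 cMAF markers at 1.5 times or more the level of the other cells. It lost the cMAF-like name only because 2 NKT2 markers (Slamf6 and Izumo1r) and 1 cMAF marker were among its 10 leading genes, and no other cluster was cMAF-like. Split by UMIs of thinned cells, those with Maf (1603) more often carried Slamf6 (12.9 versus 5.21%), Izumo1r (16.5 versus 7.88%), Cd4 (12.4 versus 5.84%) and Tox (10.1 versus 5.44%) than those without (1765). Cells with Klrg1 (661) more often carried Gzma (11.5 versus 5.76%), Zeb2 (13.3 versus 7.79%) and Cx3cr1 (3.33 versus 0.776%). Maf and Klrg1 were found together in 276 cells where 315 were expected, a ratio of 0.877 (0.777 to 0.987) (0.910 unthinned). Adipose and splenic clusters were not compared in size, since the genes that define them differ between the tissues.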

Interestingly, we noted that minor populations of cMAF^+^ and KLRG1^+^ iNKT cells were present in the adipose tissue at steady state (Figure 6D and E), which correlated with our previous finding that adipose iNKT cells constitutively express markers of antigen experience and chronic activation (Figure 3). We have previously shown that adipose NK1.1^-^ iNKT cells express *Klrg1*, *Maf,* and *Itga4* at steady state (LaMarche et al., 2020⁠), and subclustering of steady-state adipose NK1.1^-^ iNKT cells revealed distinct cMAF^+^-like or KLRG1^+^-like iNKT cell subpopulations at the transcriptional level (Figure 6—figure supplement 5). Overall, these data indicate that cMAF^+^ and KLRG1^+^ iNKT cell populations are induced across multiple organs in response to antigenic stimulation and are constitutively present in adipose tissue.

### Identification of a conserved cMAF-associated and NKT_FH_-like transcriptional state in NKT10 cells

Having identified transcriptional signatures of regulatory iNKT cells in adipose tissue and after serial antigen activation, we next sought to describe shared transcriptional features of these different NKT10 cell populations. Gene expression analysis identified 110 genes enriched among splenic NKT10 cells (Supplementary file 7), including *Ctla4*, *Pdcd1*, *Lag3*, *Il21*, *Maf*, *Hif1a,* and *Ccr5* (Figure 7A), all of which were already identified in adipose NKT10 cells. We identified 39 genes conserved across NKT10 cells from both tissues (Figure 7B), including Tr1 cell markers, *Tgfb1*, and the tolerogenic factors *Slfn2* and *Vsir* (Berger et al., 2010; ElTanbouly et al., 2020; Figure 7B). We also found that splenic NKT10 cells expressed the adipose iNKT cell marker *Nfil3* (Figure 7A), which we previously linked to IL-10 production by regulatory adipose NKT10 cells (Lynch et al., 2015; LaMarche et al., 2020; Motomura et al., 2011⁠). However, gene regulatory network analysis using GENIE3 (Huynh-Thu et al., 2010) of *Il10* versus *Nfil3* and other transcription factors identified in NKT10 cells⁠ revealed that *Maf* demonstrated the greatest correlation with *Il10* in NKT10 cells (Figure 7C), matching our previous transcriptional and functional analysis correlating IL-10 with cMAF (Figure 5). 

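A random forest was fitted in place of GENIE3, which was not available, to predict Il10 level from 7 transcription factors in 854 Il10-positive adipose cells of both times. The paper's set also held splenic Il10-positive cells, read here from other legends as cells 4 hr after a single dose, and no splenic cells were entered. Maf had the greatest importance, 0.254 of a total of 1, followed by Irf8 (0.169), Hif1a (0.162) and Hivep3 (0.146). Nfil3, which encodes E4BP4, had the least (0.0822). Across these cells the Spearman correlation with Il10 was 0.336 for Maf and 0.0226 for Nfil3. Maf was also the most abundant of the 7 in adipose cells at 72 hr, where Nfil3 stood at 36.2 CPM. The paper sets its own GENIE3 ranking beside its earlier link of IL-10 with cMAF in transcripts and flow cytometry. With the known role of cMAF in other IL-10-producing cells, it proposes Maf as a major candidate regulator of NKT10 cells.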

Since cMAF is known to regulate IL-10 in other immune populations, such as Tr1 cells, B cells, and macrophages^57,66,67⁠^, our data suggest that *Maf* is a major candidate regulator of NKT10 cells. Our analysis also indicates that cMAF^+^ iNKT cells are a memory-like population of NKT10 cells or that NKT10 cells are significantly enriched among cMAF^+^ iNKT cells.

**Figure 7.**
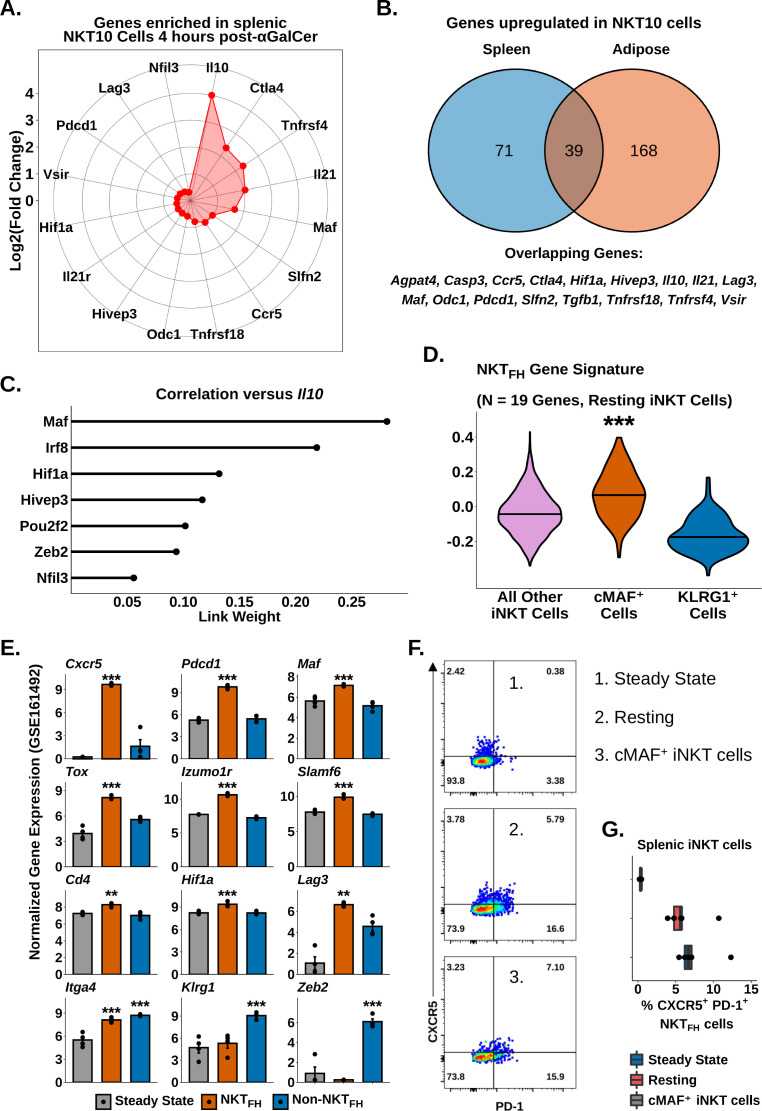
Identification of a conserved cMAF-associated and NKT_FH_-like transcriptional state in NKT10 cells. (**A**) Radar chart showing Log2(Fold Change) values of genes enriched in murine splenic activated *Il10*^pos^ invariant natural killer T (iNKT) cells versus activated *Il10*^neg^ iNKT cells at 4 hr post-α-galalctosylceramide (post-αGalCer). (**B**) Venn diagram showing overlap of genes enriched in murine splenic (left) and adipose (right) *Il10*^pos^ iNKT cells after αGalCer (activated 4 hr post-αGalCer splenic iNKT cells, and 4 hr and 72 hr post-αGalCer for adipose iNKT cells). (**C**) Lollipop plot showing correlation (Link Weight) values of different transcription factors versus *Il10* from GENIE3 analysis of total splenic and adipose NKT10 cells. Source data provided in Figure 7—source data 1. (**D**) Violin plots showing expression and enrichment of NKT_FH_ signature gene module scoring in resting splenic iNKT cells, with NKT1-A, NKT1-B, NKT2, NKT17 and cycling cell clusters pooled together (all other iNKT cells) and compared versus cMAF^+^ and KLRG1^+^ iNKT cell clusters. The central violin plot horizontal line denotes the median value. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. (**E**) Bar plots showing bulk RNA-seq gene expression values in untreated total murine splenic iNKT cells (steady state) and murine splenic NKT_FH_ or non-NKT_FH_ cells (6 days post-αGalCer). Reanalyzed from GSE161492. Asterisks indicate significantly increased expression versus all other populations or versus steady state alone (*Itga4* only). * Padj<0.05; ** Padj<0.01; *** Padj<0.001. (**F**) Representative pseudocolor plots of CXCR5 versus PD-1 expression in murine total steady-state splenic iNKT cells (1), total resting splenic iNKT cells at 4 weeks post-αGalCer (2) or splenic RORyT^-^ cMAF^+^ iNKT cells at 4 weeks post-αGalCer (3). iNKT cells were defined as live, single CD19^-^ CD8^-^ F4/80^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. (**G**) Box plots quantifying the data from (**F**). N = 5 biological replicates from one experiment. Experiment performed once. Source data provided in Figure 7—source data 2. The central box plot horizontal line denotes the median value. Figure 7—source data 1.Gene expression in iNKT cell clusters. Figure 7—source data 2.NKT follicular helper cell associated gene expression in iNKT cell subsets.

**Figure 7—figure supplement 1.**
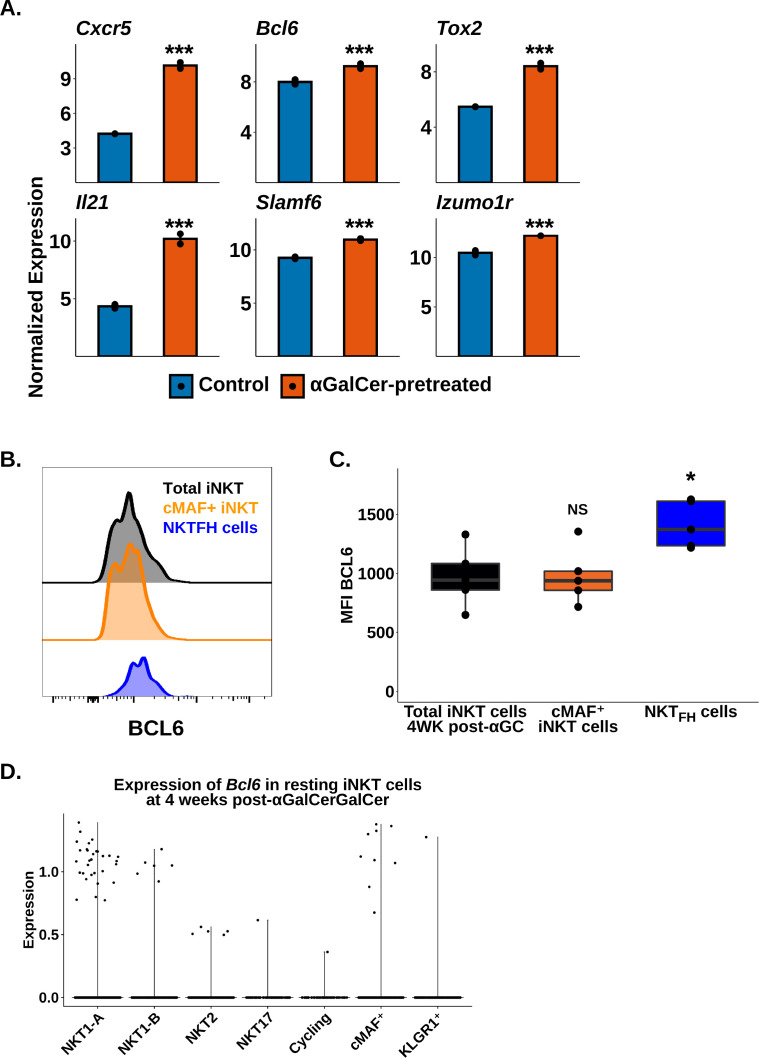
NKTFH signature gene expression in control and αGalCer-pretreated splenic iNKT cells at rest. (**A**) Robust Multichip Average (RMA)-normalized microarray NKT_FH_ signature gene expression in control and α-galalctosylceramide (αGalCer)-pretreated murine splenic invariant natural killer T (iNKT) cells at rest. Reanalyzed from GSE47959. Values below 0.25 units of expression were set to 0.25 for plotting. (**B**) Representative histogram of BCL6 expression in total murine splenic iNKT cells at 4 weeks post-αGalCer, RORγT^-^ cMAF^+^ murine splenic iNKT cells and murine CXCR5^+^ PD-1^+^ (NKT_FH_) cells. iNKT cells were defined as live, single CD19^-^ CD8^-^ CD3^low^ CD1d-PBS57 tetramer^+^ cells. Histograms were normalized to the mode. (**C**) Box plot quantifying BCL6 median fluorescence intensity (MFI) in the populations from (**B**). N = 5 biological replicates from one experiment. Experiment performed once. Student’s unpaired *t*-test. Asterisks denote significance, * Padj<0.05; ** Padj<0.01; *** Padj<0.001. The central box plot horizontal line denotes the median value. (**D**) Violin plot of *Bcl6* expression in murine resting splenic iNKT cell clusters at 4 weeks post-αGalCer.

We next sought to compare the transcriptional signature of NKT10/cMAF^+^ cells against other memory-like iNKT cell populations. 

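In resting splenic cells, the median score of 19 NKTFH genes was 0.0342 in cMAF-like, -0.171 in KLRG1-like and -0.0570 in all other cells. The score is the mean log-normalized level of the genes minus that of 10 matched control genes for each. Several of the 19 genes, among them Maf, Slamf6 and Cd4, also served to name the clusters. Over the 14 genes that did not, the medians were 0.00954 in cMAF-like, -0.0939 in KLRG1-like and 0 in the other cells. The difference between cMAF-like and other cells was thus smaller without the shared markers, and KLRG1-like cells were lowest both times.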

Interestingly, module scoring of our resting scRNA-seq data demonstrated that NKT10/cMAF^+^ cells but not KLRG1^+^ cells showed enrichment for NKT_FH_ cell gene signatures (Figure 7D). Reanalysis of published bulk iNKT cell RNA-seq data 6 days post-αGalCer (GSE161492) (Murray et al., 2021) also revealed that NKT_FH_ cells but not steady-state or non-NKT_FH_ cells expressed NKT10/cMAF^+^ markers, including *Maf*, *Cd4*, *Tox*, *Izumo1r*, *Slamf6*, *Hif1a,* and *Lag3* (Figure 7E, Supplementary file 7), and we found co-enrichment of NKT10/cMAF^+^ and NKT_FH_ markers in published microarray data comparing αGalCer-pretreated versus steady-state splenic iNKT cells (GSE47959) (Figure 5—figure supplement 1, Figure 7—figure supplement 1, Supplementary file 8). These data indicated that NKT10/cMAF^+^ cells are transcriptionally similar to NKT_FH_ cells, and suggested that these two memory-like iNKT cell populations might overlap. However, we found that most cMAF^+^ iNKT cells did not co-express the NKT_FH_ markers CXCR5 and PD-1 (Figure 7F and G), and we only detected a minor population of CXCR5^+^ PD-1^+^ NKT_FH_ cells among cMAF^+^ iNKT cells (~7% of cells, Figure 7F and G). We also did not detect enrichment of the flagship NKT_FH_ transcription factor BCL6 in cMAF^+^ iNKT cells either by flow cytometry or by scRNA-seq (Figure 7—figure supplement 1). Therefore, our data indicate that while NKT10/cMAF^+^ iNKT cells are transcriptionally similar to NKT_FH_ cells, most NKT10/cMAF^+^ iNKT cells are not bone fide NKT_FH_ cells, and NKT10/cMAF^+^ cells represent a distinct lineage of memory-like iNKT cells induced following activation with αGalCer.

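Bcl6, on chromosome 16 from 23965052 to 23988852, was rare in resting splenic cells. It was found in 0.810% (0.0982 to 2.89%) of cMAF-like and 1.23% (0.691 to 2.02%) of NKT1-like cells after thinning (3.24 and 3.12% before). No difference between these clusters was detectable at this depth. Split by a Maf UMI instead, it was found in 1.61% (0.859 to 2.74%) of cells with and 0.401% (0.130 to 0.932%) of cells without Maf, intervals that overlap narrowly, with 3.22 and 2.32% before thinning. Pdcd1 was found in 3.22 versus 1.36% and Cxcr5 in 0.495 versus 0.321% of the same cells.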

## Discussion

iNKT cells and other innate T cells, such as γδ T cells and MAIT cells, rapidly activate following antigen or cytokine stimulus and produce potent cytokine responses. In this study, we characterized the transcriptional programs underpinning the iNKT cell response to antigen, revealing an initial phase of rapid cytokine production, *Zbtb16* upregulation, and metabolic gene remodeling, which was followed by second phase of proliferation, further remodeling of metabolic gene programs, and acquisition of features associated with memory-like iNKT cells. This transcriptional framework was highly conserved across iNKT cells from different tissues and species, and between functionally distinct iNKT cell subsets, including NKT1, NKT2, and NKT17 cells. Interestingly, we identified many similarities with adaptive T cell activation, including early induction of biosynthesis and aerobic glycolysis gene signatures (Hartmann et al., 2021), although in keeping with the poised phenotype of iNKT cells this occurred over hours instead of days, in concert with innate-like cytokine production, and expression of metabolic activation and cytokine production gene signatures was largely diminished by 3 days post-activation.

We sequenced 48,813 iNKT cells, the largest number of iNKT cells analyzed by scRNA-seq to date, which allowed us to explore iNKT cell heterogeneity in unprecedented detail. We found that NKT2 and NKT17 cells, despite sharing many features of activation with NKT1 cells, were more enriched for genes associated with oxidative metabolism after activation, and production of NKT2 and NKT17 cell cytokines was more dependent on oxidative phosphorylation compared to NKT1 cell cytokines. Recent work by Raynor et al., 2020 has shown that NKT2 and NKT17 cells are more enriched for oxidative metabolism than NKT1 cells during thymic development, and downregulation of oxidative metabolism was required for establishment of an NKT1 cell phenotype (Raynor et al., 2020⁠). Here, we show that that enrichment of oxidative metabolism persists in splenic NKT2 and NKT17 cells after thymic development and defines their function, and we also identified enrichment of oxidative gene signatures in adipose NKT17 cells. Interestingly, we have shown that γδ17 cells display enrichment of oxidative metabolic signatures (Lopes et al., 2021⁠), suggesting that enrichment of oxidative metabolism may be a conserved feature of IL-17-producing innate T cells.

Our study found that regulatory iNKT cell populations exhibited a blunted and/or delayed response to αGalCer, coupled with increased expression of early exhaustion and regulatory Tr1 cell markers. This agrees with previous studies demonstrating long-term anergy in iNKT cells treated with αGalCer (Parekh et al., 2005; Sag et al., 2014) and enrichment of regulatory iNKT cells after prior αGalCer challenge (Sag et al., 2014). Interestingly, we found that adipose iNKT cells, which are constitutively enriched for NKT10 cells, showed evidence of chronic endogenous activation, and repeated αGalCer challenge induced an adipose-like phenotype in splenic iNKT cells. Thus, chronic activation can promote a type of iNKT cell anergy, characterized by enrichment of regulatory iNKT cells. Chronic activation is known to promote exhaustion and anergy in adaptive T cells (Liu et al., 2019; Seo et al., 2019), and a recent study by Vorkas et al., 2022 found that chronically activated human MAIT cells upregulate expression of FOXP3 and early exhaustion markers such as PD-1 and LAG-3 (Vorkas et al., 2022⁠). Functionally, induction of regulatory and/or anergic innate T cells following chronic activation could serve as a protective mechanism to prevent overactivation of innate T cells and limit immunopathogenicity. This could be relevant in autoimmunity, and it is notable that chronic activation of iNKT cells with αGalCer has been shown to ameliorate experimental autoimmune encephalomyelitis (Jahng et al., 2001; Singh et al., 2001).

Characterization of regulatory iNKT cells revealed two distinct memory-like iNKT cell populations, cMAF^+^ cells and KLRG1^+^ cells, which were enriched across multiple organs after prior antigen exposure and constitutively present in adipose tissue regardless of activation status. KLRG1^+^ iNKT cells showed enrichment of gene signatures associated with cytotoxic effector memory CD8^+^ T cells and NK cells, and expressed the transcription factor *Zeb2*. By contrast, cMAF^+^ iNKT cells were transcriptionally similar to CD4^+^ memory T cells, stem-like memory T cells, precursor exhausted T cells, Tregs and NKT_FH_ cells, and were enriched for IL-10-producing NKT10 cells. Although cMAF^+^ and NKT_FH_ cells were similar at the transcriptional level, we found that most cMAF^+^ cells could not be classified as NKT_FH_ cells, indicating that cMAF^+^ iNKT cells represent a distinct lineage of memory-like iNKT cells. However, given the transcriptional similarity between cMAF^+^ and NKT_FH_ cells, it is possible these populations may follow a similar differentiation trajectory. Moreover, given the similarity between KLRG1^+^ cells and CD8^+^ effector/memory T cells, and CD4^+^ memory T cells, cMAF^+^ cells and NKT_FH_ cells, we hypothesize that there could be a bifurcating differentiation branch during the formation of memory-like iNKT cell populations, whereby a CD8^+^ effector/memory-like KLRG1^+^ iNKT cell population differentiates along one trajectory, and CD4^+^ memory-like cMAF^+^ and/or NKT_FH_ cell populations differentiate along another trajectory. Mechanistically, it is possible that some of the same transcription factors that control the differentiation of CD8^+^ vs. CD4^+^ memory could regulate the development of different memory-like iNKT cell lineages. For example, *Zeb2* is known to be a key regulator of the terminal differentiation of effector memory T CD8^+^ cells (Omilusik et al., 2015; Evrard et al., 2022)⁠ and could play a similar role in KLRG1+iNKT cell differentiation. Further research will be required to elucidate the dynamics of memory-like iNKT cell differentiation in more detail.

We have shown that E4BP4 (*Nfil3*) rather than FOXP3 regulates production of IL-10 by adipose iNKT cells (Lynch et al., 2015; LaMarche et al., 2020), and we identified *Nfil3* expression among adipose and splenic NKT10 cells. However, most adipose iNKT cells express E4BP4 and do not express IL-10, suggesting that other factors must regulate IL-10. Furthermore, E4BP4 has been shown to bind an intronic region of the IL-10 promoter (Motomura et al., 2011⁠), suggesting that other promoter-associated transcription factors are likely required to effectively induce IL-10 production in iNKT cells. Here, we implicate the AP-1 family transcription factor cMAF as a candidate regulator of NKT10 cells, correlating with published literature identifying a role for cMAF in regulation of IL-10 production by macrophages, B cells, and adaptive T cells, including Tr1 cells (Chihara et al., 2016; Apetoh et al., 2010; Liu et al., 2018; Cao et al., 2005). cMAF is also expressed by NKT17 cells and is required for their development (Thapa et al., 2017⁠), as well as for γδ17 cell development (Zuberbuehler et al., 2019⁠). However, although NKT17 cells can produce IL-10 after in vitro expansion (Cameron and Godfrey, 2018⁠), we and others did not identify co-expression of IL-10 and IL-17 among in vivo or ex vivo iNKT cells (Sag et al., 2014⁠). Interestingly, RORγT has been demonstrated to suppress production of IL-10 in Th17 cells (Sun et al., 2019⁠), suggesting that it could perform a similar role in iNKT cells. We found that NKT10 cells co-expressed *Ifng*, *Il4*, and *Il21* with *Il10*, and lacked *Rorc* expression, indicating that NKT10 cells are more similar to NKT1 cells and NKT_FH_ cells than NKT17 cells. Notably, Murray et al. showed that most NKT_FH_ cells arise from T-bet^+^ NKT1 cells; given the transcriptional similarity of NKT10 and NKT_FH_ cells, it is possible NKT10 cells also arise from an NKT1 cell lineage. We also noted that NKT10 cells were transcriptionally similar to Tr1 cells, which are regulatory but lack expression of FOXP3, and are known to express cMAF (Yan et al., 2017; Gruarin et al., 2019; Chihara et al., 2016; Alfen et al., 2018; Mascanfroni et al., 2015; Apetoh et al., 2010⁠). Therefore, our data suggest that NKT10 cells may be similar to Tr1 cells (Yan et al., 2017; Chihara et al., 2016; Alfen et al., 2018). Tr1 cells are heterogeneous, and we found that expanded adipose NKT10 cells were heterogeneous, with some cells expressing *Il4* and *Il21*, and other cells expressing *Gzmb*.

Understanding the factors controlling the phenotype and generation of regulatory iNKT cells has a several potential applications. For example, NKT10 cells have been shown to emerge in tumors, where they can promote tumor growth and regulatory T cell function (Wang et al., 2018b⁠). However, our work indicates that NKT10 cells are capable of co-expressing IFNγ and IL-10. Skewing regulatory iNKT cells toward a less regulatory phenotype by enhancing IFNγ and inhibiting IL-10 might have a therapeutic benefit. We have shown that regulatory adipose iNKT cells can induce weight loss and suppress adipose tissue inflammation (Lynch et al., 2016⁠), and are enriched in human adipose tissue (Lynch et al., 2009⁠), suggesting that modulation of adipose iNKT cells might be beneficial during obesity and metabolic syndrome. Insights into the factors and transcriptional signatures governing iNKT cell activation are also potentially relevant to other innate T cell populations, as γδ T cells and MAIT cells respond similarly after activation (Godfrey et al., 2015; Vorkas et al., 2020)⁠, and the transcriptomic resource that we present here may assist other studies investigating these innate T cell responses.

## Methods

### In vivo stimulations

αGalCer (Avanti Polar Lipids) was prepared by dissolving in sterile DMSO (Sigma) at a concentration of 1 mg/mL. αGalCer was prepared for injection by dilution in sterile phosphate-buffered saline (PBS) (Sigma), and the final concentration of DMSO was adjusted to less than 10% vol/vol. Mice were injected IP with 1 µg of αGalCer or PBS vehicle. Mice were sacrificed and tissues harvested after either 4 or 72 hr. For analysis of memory-like iNKT cells, mice were injected IP with 4 µg of αGalCer and sacrificed after 4 weeks, with some animals receiving an additional IP injection of 1 µg of αGalCer 4 hr before sacrifice. All injections had a final volume of 100 µL.

### Tissue processing

Adipose tissue was excised, minced with a razor, and digested in 1 mg/mL Collagenase Type II (Worthington) in RPMI shaking for 25–30 min at 37°C. Digested cells were filtered through a 70 μM nylon mesh and centrifuged at 15,000 rpm for 5–7 min to pellet the stromovascular fraction (SVF). Spleens and thymi were disrupted through a 70 μM filter and pelleted. Red blood cells in the spleen and thymus were lysed with ACK Lysing Buffer (VWR) or RBC Lysis Buffer (BioLegend) prior to further analysis.

### Ex vivo stimulations and mitochondrial staining

Where indicated, thymocytes, splenocytes, and the isolated SVF from adipose tissue were cultured for 4 hr in the presence of PMA and ionomycin (Cell Stimulation Cocktail, BioLegend) and Brefeldin A (BioLegend), and in the presence or absence of oligomycin (Sigma) or Monesin (BioLegend). Cultures were in complete RPMI media supplemented with L-glutamine, penicillin, streptomycin, and 10% FBS (Thermo Fisher Scientific). For mitochondrial staining, thymocytes and splenocytes were cultured for 30 min in complete RPMI media containing TMRM (Invitrogen) and/or MitoTracker Green FM (Thermo Fisher Scientific).

### Flow cytometry and cell sorting

All antibody staining of live cells was performed in PBS (Gibco) with 1–2% FBS. Single-cell suspensions were incubated in Fc-receptor blocking antibody (Clone 93, BioLegend) during cell surface antigen staining. Dead cells were excluded with Fixable Viability dyes (UV, eFluor 780; Thermo Fisher Scientific) or Zombie Aqua (BioLegend). For intracellular antigen staining, cells were fixed with either True-Nuclear Transcription Factor Buffer Set (BioLegend) for 45 min at room temperature, Foxp3/Transcription Factor Fixation/Permeabilization kit (Thermo Fisher Scientific), or Cytofix/Cytoperm kit (BD Biosciences) for 30 min at room temperature. The following anti-mouse antibodies were obtained from BioLegend: anti-CD3 (17A2), anti-CD19 (6D5), anti-CD11b (M1/70), anti-CD45 (30-F11), anti-TCRβ (H57-597), anti-CD8a (53–6.7), anti-KLRG1 (2F1/KLRG1), anti-IL-17A (TC11-18H10.1), anti-IL-4 (11B11), anti-IFNγ (XMG1.2), anti-CD43 Activation Glycoform (1B11), anti-ICOS (C398.4A), and anti-CXCR5 (L138D7). The following anti-mouse antibodies were obtained from Thermo Fisher Scientific: anti-cMAF (sym0F1), anti-RORγT (B2D), anti-RORγT (AFKJS-9), anti-CD8a (53–6.7), anti-IL-10 (JES5-16E3), anti-IL-13 (eBio13A), anti-CD11b (M1/70), anti-F4/80 (BM8), anti-BCL6 (BCL-DWN), and anti-Granzyme A (GzA-3G8.5). The following anti-mouse antibodies were obtained from BD Biosciences: anti-IFNγ (XMG1.2). iNKT cells were identified as live, single lymphocytes binding to anti-TCRβ or anti-CD3 antibodies and αGalCer analog PBS57-loaded CD1d tetramer (NIH Tetramer Core Facility/Emory Vaccine Center). A ‘dump’ channel with antibodies against CD19, or CD19 and CD11b or F4/80, or CD19, CD8a, and CD11b or F4/80 was used to eliminate nonspecific staining. For staining of BALB/c thymic iNKT cell subsets, NKT1 cells were gated as CD43-HG^-^ ICOS^-^ CD3^low^ cells, NKT2 cells were gated as CD43-HG^-^ ICOS^+^ CD3^high^ cells, and NKT17 cells were gated as CD43-HG^+^ cells. Samples were acquired using LSR Fortessa and FACS Canto II cytometers and sorted using a FACS Aria Fusion Cell Sorter. Flow cytometry analysis and plots were created using FlowJo version 10.0.7r2.

### scRNA-seq sequencing and data preprocessing

scRNA-seq was performed on single-cell suspensions of sorted iNKT cells from the visceral adipose tissue and spleens of mice using the 10X Genomics platform. A total of 35 visceral adipose tissue deposits from 35 mice or 5 spleens from 5 mice were pooled for each scRNA-seq sample. Nine biological samples were sequenced in three batches (Supplementary file 9). For two of the batches, adipose and/or splenic iNKT cell samples were first tagged by TotalSeq-A Mouse hashtag antibodies (BioLegend) and then pooled for sequencing. Cell suspensions were loaded onto a 10x Chromium Controller to generate single-cell Gel Beads-in-emulsion (GEMS) and GEMs were processed to generate UMI-based libraries according to the 10X Genomics Chromium Single Cell 3′ protocol. Libraries were sequenced using a NextSeq 500 sequencer (Illumina). Raw BCL files were demultiplexed using Cell Ranger v3.0.2 mkfastq to generate fastq files with default parameter. Fastq files were aligned to the mm10 genome (v1.2.0) and feature reads were quantified simultaneously using Cell Ranger count for feature barcoding. The resulting filtered feature-barcode UMI count matrices containing quantification of gene expression and hashtag antibody binding were then utilized for downstream analysis.

### Downstream scRNA-seq data analysis

A total of 48,813 cells murine iNKT cells expressing a minimum median of 1567 genes per cell and 4163 UMIs per cell were loaded from feature-barcode UMI count matrices using the Seurat v4.0.3 package (Hafemeister and Satija, 2019). scRNA-seq data for steady-state adipose iNKT cells and splenic iNKT cells at steady state and 4 hr post-αGalCer were previously uploaded to GSE142845 (LaMarche et al., 2020⁠). Raw human iNKT cell scRNA-seq data was downloaded from GSE128243 (Zhou et al., 2020). Antibody hashtag data was demultiplexed using the Seurat HTODemux function with a positive quantile of 0.99 and centered log ratio transformation normalization. Cells positive for more than one antibody were removed from the analysis. Genes expressed in less than three cells were excluded from all analyses to prevent false-positive identification of transcripts. Cells expressing less than 1% minimum or more than 12.5% maximum of mitochondrial genes as a % of total gene counts were considered to represent empty droplets or apoptotic/dead cells and were removed from the analysis. Cells were also filtered based on total UMI counts and total gene counts on a per-sample basis to remove empty droplets, poor quality cells and doublets, with a minimum cutoff of at least 500 genes per cell across all samples. UMI counts were normalized using regularized negative binomial regression using sctransform v0.3.2 (Hafemeister and Satija, 2019). Where indicated, cycle regression was performed by first normalizing UMI counts using sctransform, then performing cell cycle scoring using the CellCycleScoring() function and cell cycle gene lists provided with the Seurat package, and then re-normalizing raw RNA count data with sctransform and regression of computed cell cycle scores applied.

Dimensionality reduction was performed using principal component analysis (PCA) with n = 100 dimensions and 2000 or 3000 variable features, and an elbow plot was used to determine the number of PCA dimensions used as input for UMAP (McInnes et al., 2018). For collective analysis of cells from different batches, the harmony v1.0 package (Korsunsky et al., 2019⁠) was used with default settings to remove batch effects, and batch-corrected harmony embeddings were used for UMAP. Outlier cells expressing genes associated with macrophages (e.g., *Adgre1*, *Cd14*), B cells (e.g.,. *Cd19*), or CD8^+^ T cells (e.g., *Cd8a*) were also identified, and these cells were removed prior to the final analysis. UMAP was performed using a minimum distance of 0.3 and a spreading factor of 1. Shared nearest neighbor (SNN) graphs were calculated using k = 20 nearest neighbors. Graph-based clustering was performed using the Louvain algorithm. In some cases, overclustering was performed and clusters were manually collapsed, and/or the first two dimensions of the UMAP reduction were used as input for graph-based clustering instead of PCA or harmony embeddings. Steady-state splenic NKT1, NKT2, and NKT17 cell identification was performed using expression of *Tbx21*, *Zbtb16,* and *Rorc* after graph-based clustering. Cycling cells were identified using expression of *Mki67*. Activated NKT1, NKT2, and NKT17 cell identification was performed using expression of *Ifng*, *Il4*, *Il13*, *Il17a,* and *Il17f* after graph-based clustering. Identified NKT1, NKT2, and NKT17 cells from steady state and 4 hr post-αGalCer datasets were combined by subset, and low-level graph-based clustering was performed to stratify ‘true’ steady state and activated iNKT cells into separate steady state or activated clusters. Reclustered steady state and activated iNKT cells from different subsets were then recombined and renormalized for final downstream analysis.

Gene expression analysis was performed using the FindMarkers() or FindAllMarkers() Seurat functions and the Wilcoxon rank-sum test. All gene expression analyses were performed using log-normalized RNA counts. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005⁠) was performed using FGSEA v1.17.0 (Korotkevich et al., 2016) and clusterProfiler v3.99.2 (Yu et al., 2012) packages. KEGG (Kanehisa et al., 2021) pathway data was retrieved from the Molecular Signatures Database (MSigDB) (Liberzon et al., 2011) using the msigdbr v7.4.1 package. Over-representation analysis was performed using g:Profiler (Raudvere et al., 2019). For cross-dataset differential gene expression analysis of adipose versus splenic iNKT cells, individual gene expression analyses were first performed between adipose and splenic iNKT cells at steady state, 4 hr post-αGalCer and 72 hr post-αGalCer. Genes significantly enriched in either adipose or splenic iNKT cells across all three analyses were identified, which included 971 genes enriched among adipose iNKT cells and 65 genes enriched among splenic iNKT cells. Over-representation analysis was then performed on these enriched genes using gprofiler. Heatmaps were generated using the Complex Heatmap v2.7.13 and circlize v0.4.13 packages (Gu et al., 2016). Module scores were calculated using the AddModuleScore() Seurat function with n = 10 control features. Density plots were produced using the Nebulosa v1.1.1 package (Alquicira-Hernandez and Powell, 2021). Gene regulatory network analysis was performed using GENIE3 v1.14.0 (Huynh-Thu et al., 2010) with n = 10 iterations and link weight values were averaged between replicate analyses. Other plots were created using egg v0.4.5, GGally v2.1.2, ggiraphExtra v0.3.0, ggpubr v0.4.0, pals v1.7, patchwork v1.1.1, tidyverse v1.3.1, tidymodels v0.1.3, and viridis v0.6.1.

### Bulk RNA-seq and microarray analysis

Raw RNA-seq count files were downloaded from GEO Repository GSE161492 (Murray et al., 2021). Microarray data was downloaded from GEO Repository GSE47959 (Sag et al., 2014⁠). Raw CEL files were annotated against the Mouse430_2 Array (mouse4302.db) and Robust Multichip Average (RMA) normalized using the affy v1.7.0 R package. Discrete probes corresponded to the same gene were merged and values were averaged. Raw RNA-seq counts were transformed using the cpm() function with log = TRUE and trimmed mean of M-values (TMM) normalized with edgeR using edgeR v3.33.7 (Robinson et al., 2010⁠). Genes with low read counts were filtered out using the edgeR filterByExpr() function. Testing for differential gene expression was performed with Limma-Voom using limma v3.47.16 (Smyth, 2005; Law et al., 2014⁠) with standard settings and without a minimum fold change cutoff. Plots were generated using the same libraries as used for scRNA-seq data plotting.

### Statistics

Sample size for adequate power was determined based on previous studies (Lynch et al., 2015; LaMarche et al., 2020). Significance was determined by Student’s two-tailed *t-*test with Holm–Bonferroni correction, or one-way ANOVA with Tukey’s post hoc, where indicated. Significance is presented as *p<0.05, **p<0.01, ***p<0.001, with p>0.05 considered nonsignificant. All statistical analyses were performed using rstatix v0.7.0, stats v4.1.2, and ggpubr v0.4.0 R packages or GraphPad Prism v9.4.1. All sequencing data analyses were performed using R 4.1.2 and RStudio Desktop v1.4.1712 on an Ubuntu 20.04 Linux GNU (64 bit) system.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE190201. The following dataset was generated: KaneH LaMarcheNM BrennerMB LynchL 2021Single cell analysis of activated iNKT cells from murine epididymal adipose tissue and spleenNCBI Gene Expression OmnibusGSE190201 The following previously published datasets were used: LaMarcheNM KaneH KohlgruberAC LynchL BrennerMB 2020Single cell analysis of iNKT cells from murine epididymal adipose tissue and spleenNCBI Gene Expression OmnibusGSE142845 WangJ AdriantoI WuX ZhouL MiQ 2020Single-cell RNA-seq of human peripheral blood NKT cellsNCBI Gene Expression OmnibusGSE12824310.3389/fcell.2020.00384PMC726411332528956 WingenderG KronenbergM 2014NKT-10 cells represent a novel invariant NKT cell subset with regulatory characteristicsNCBI Gene Expression OmnibusGSE47959

## Additional files

Supplementary file 1. Gene expression data associated with the scRNA-seq data in Figure 1B.

Supplementary file 2. Lists of genes used for module scoring of scRNA-seq data, starting with Figure 1D.

Supplementary file 3. Gene expression data associated with the scRNA-seq data in Figure 2A.

Supplementary file 4. Lists of conserved gene expressed in adipose or splenic invariant natural killer T (iNKT) cells, associated with Figure 3B.

Supplementary file 5. Lists of conserved gene expressed in adipose NKT10 cells, associated with Figure 4E.

Supplementary file 6. Lists of conserved gene expressed in adipose NKT10 cells, associated with Figure 7A.

Supplementary file 7. Gene expression data associated with reanalysis of bulk RNA-seq data from GSE161492 in Figure 7E.

Supplementary file 8. Gene expression data associated with reanalysis of bulk microarray data from GSE47959, first referenced in Figure 5—figure supplement 1.

Supplementary file 9. Information about scRNA-seq data batch processing and sample information, associated with the ‘Methods’ section.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

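Data from 4 libraries were re-analysed from their deposited files: adipose iNKT cells 4 hr and 72 hr after 1 µg αGalCer, splenic iNKT cells 72 hr after 1 µg αGalCer, and a pool of 3 hashtagged samples taken 4 weeks after 4 µg αGalCer (resting adipose, resting splenic, and splenic cells taken 4 hr after another 1 µg). Each sample was a pool of the adipose tissue of 35 mice or of 5 spleens. Conditions came from the sample labels, the paper's methods and Supplementary file 9, which also gives batches 1, 2 and 3 for the 4 hr, 72 hr and 4-week libraries. Steady-state samples, splenic cells 4 hr after a single dose and flow cytometry data were not analysed here.

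The authors made the count files. They aligned 3′ droplet reads to mm10 and counted UMIs per gene with Cell Ranger, and the deposited values were raw counts for barcodes called as cells, with no normalization. The methods name Cell Ranger 3.0.2, as do the submitters' processing notes and 3 of the file headers, while the header of the 4-week matrix names 3.1.0. The submitters' processing notes name Seurat 4.0.5 and the paper's methods name 4.0.3. Hashtag counts of the 4-week pool were deposited within its matrix.

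Cells were kept with at least 500 genes and 1 to 12.5% mitochondrial UMIs, as in the paper's methods. The paper also filtered each sample on total UMIs and genes, with limits its text does not give, and these were not applied. Hashtags were assigned with the HTODemux procedure in Seurat 5.3.0 (R 4.3.3, quantile 0.99), and cells with several hashtags or none were removed. Cells with at least 2 detected genes and 3 UMIs of a macrophage, B cell or CD8 T cell list were removed. Doublets were called per lane with Scrublet, which marked 1 cell in each of the adipose 4 hr, adipose 72 hr and splenic 72 hr libraries (of 3234, 6356 and 7169 cells), so it did not work there. In the 4-week lane it marked 393 of 10958 cells. An alternative that removes cells above 3 times the median UMI count and the highest doublet scores (0.8% per 1000 cells) was therefore added after the data had been seen.

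The cells kept were 3167 (adipose 4 hr), 6171 (adipose 72 hr), 6753 (spleen 72 hr), 3455 (resting adipose), 2070 (resting spleen) and 3444 (reactivated spleen), with medians of 4876, 15618, 13020, 4430, 5319 and 6979 UMIs per cell. Levels are counts per 1000000 UMIs (CPM) computed here from UMIs summed over the cells of a sample. Ratios between samples were taken for genes with at least 10 UMIs over both samples and given as log2 ratios. Shares of cells with a UMI, scores and co-detection were computed after each cell was thinned at random to 2000 UMIs, which left out 119, 31, 24, 87, 14 and 30 cells in the order above. Unthinned values are given beside the leading ones. Co-detection is the number of cells with UMIs of both genes over the number expected from each gene's share. Intervals are at 95%, exact Poisson for counts and their ratios and exact Clopper-Pearson for shares, and cover counting error only. A share with a count of 0 was read as an upper limit of 3 counts.

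Each condition was 1 library or 1 hashtag, so cells were not used as replicates, no test was run between conditions and no p-value was computed. Gene lists were the modules of Supplementary file 2, the lists of Supplementary files 4 and 5, and lists for cell functions, dissociation and other cell types written before the data were examined. A list's median log2 ratio was ranked among 10000 random lists matched on mean expression. Genes named in the text are those the paper names for a comparison, the 5 with the largest ratio in each direction among genes with at least 20 CPM and 100 UMIs in the higher sample, and up to 4 examples of each other list with at least 50 UMIs. Values in the paper's tables had been seen when this rule was set. Genes used as examples outside it (Uqcrb, Ndufab1 and Uqcrh) were chosen after their values were seen.

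Each sample was clustered on its own with scanpy 1.11.5 (Python 3.11.15): log values scaled to 10000 UMIs, 2000 variable genes, 30 components, 20 neighbours and Leiden resolution 0.8. Il10 was left out of the clustering genes of the adipose 4 hr sample. Marker genes of NKT1, NKT2, NKT17, cycling, cMAF+ and KLRG1+ cells were set before the data were examined. The rule that turns markers into names was set after the clusters and the paper's shares had been seen, and 4 versions were tried. The last was kept. It needs at least 3 markers at 1.5 times the level of the other cells, sets NKT1-like clusters against NKT2-like and NKT17-like ones, and drops a name in 3 cases: where at least 2 of the 10 leading genes are markers of another type and outnumber those of its own, where at least 3 are stromal genes of the list, or where a cluster with few UMIs has none of its own. Names can therefore rest on few leading genes, as in the NKT1-like clusters of the adipose 4 hr sample, where no NKT1 marker is among the 10 leading genes. Some clusters that genes of other cell types lead also kept a name: the resting splenic NKT2-like one (263 cells, Dcn, C3, Gsn), a resting adipose NKT1-like one (447 cells, Fabp4, Cd36, Cldn5), an adipose 4 hr NKT17-like one (135 cells, with Fabp4 and Cd36 after Il17a) and a reactivated NKT17-like one (378 cells, S100a9, S100a8, Il1b). Leading genes are ranked by their ratio to the other cells, so a few cells can place a gene there. Fabp4, for example, was found in 0.492% of all resting adipose cells. The earlier versions of the naming rule left most NKT1 clusters unnamed, turned a resting cluster into an activated one, or named the cytokine-high adipose cluster NKT2-like. Activated clusters of reactivated cells were called where all 10 activation markers were at 2 times the level in resting cells. That rule was kept from 3 because the counts of markers per cluster lay at 10 or at 7 and below.

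Module scores are the mean log value of a list minus that of 10 control genes per gene matched on expression. GENIE3 was replaced by a scikit-learn 1.9.0 regression forest with 1000 trees and 10 seeds. Gene positions come from GENCODE vM21 on GRCm38, the assembly of mm10, matched by gene identifier.

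The ratio, interval, list and co-detection steps were tested on simulated data. With log2 ratios of 1 put into 98 genes of the 72 hr comparison, 99.0% had the true direction and 90.8% of intervals covered the true value. With unchanged genes (14006), 95.5% of intervals covered it. These counts were drawn from the Poisson model that the intervals assume, with no variation between cells or libraries. Coverage near 95% therefore checks the computation only. It does not show that the intervals hold for real cells, where UMIs of a gene can gather in few cells. Of 40 lists of 15 unchanged genes, 10.0% fell outside the central range of random lists in the 72 hr and the resting comparison and 5.00% in the reactivated one, so percentiles near the ends are descriptions and not tests. Thinning brought a simulated share of 77.8% in deep and 51.6% in shallow cells to 19.1 and 17.7%.

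Alternatives set before the data were examined covered the cell filters, doublets, contaminant cells, hashtag calls, scaling of totals (median-of-ratios factors, totals without mitochondrial and ribosomal protein genes, means over cells), gene minimums, thinning depth, clustering settings and the forest. Lists in activated clusters under other scalings or without NKT17-like and cycling clusters, lists at 72 hr without a stromal adipose cluster, Tox of reactivated cells under other scalings, Il10 in single NKT17-like clusters and co-detection within Il10-positive cells were added after the data had been seen. Results chosen from clusters were recomputed with clusters rebuilt under each setting.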

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

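The tests of library depth, of dissociation genes in resting cells and of free RNA were chosen after the result they bear on had been seen, and the other tests before. With 1 library per condition, no difference between conditions was tested.

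Between adipose and splenic cells, 6 of the genes the paper names went in opposite directions at 72 hr and at 4 weeks with log2 ratios of at least 0.5 both times, a difference that was not tested and in which time cannot be separated from dose, batch and lane. The log2 ratios of adipose over spleen at 72 hr and in resting cells at 4 weeks were 1.26 and -1.10 for Gzma, -0.51 and 1.42 for Il2, 1.34 and -0.85 for Il21, 3.04 and -1.53 for Il2ra, -1.13 and 0.90 for Itga4 and 1.78 and -0.51 for Zeb2. Other genes changed direction too, among them Tcf7 (-1.66 and 0.32), and of 20 proliferation genes 5 were higher in adipose cells at 72 hr and 18 at 4 weeks. The neutrophil gene S100a9, which the paper does not discuss, stood at 42.0 CPM in reactivated and 2.58 CPM in resting splenic cells.

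Il10 was found in more adipose than splenic cells at 72 hr, and dissociation genes were higher in adipose cells too. A deeper adipose library was argued against as the cause, because the share was still 4.92% against 0.104% after thinning to one depth. Of the 1535 adipose cells with the fewest dissociation transcripts, 3.32% (2.48 to 4.35%) carried Il10, above the share in splenic cells. The share was 7.62% in the like number with the most. This cannot decide on digestion, since the cells with the fewest were digested too. They held up to 9 dissociation UMIs per thinned cell, against a median of 6 in splenic cells. Nr4a1 was found in 7.56% of the cells with the fewest and 0.535% of splenic cells. The dissociation genes themselves were also higher in resting adipose than resting splenic cells, with a median log2 ratio of 1.2, but every adipose sample was digested and no splenic sample was, so tissue and digestion cannot be told apart for them. A difference in Il10 between the tissues stays open as a hypothesis, which 1 library per tissue on its own lane cannot settle.

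Stromal genes were present in sorted resting adipose cells, with Fabp4 at 98.1 CPM and Dcn at 126 CPM against 0.156 and 13.0 CPM in resting splenic cells. Free RNA of the shared lane would give both samples like levels, and the summed level of the list was 4.32 (4.05 to 4.62) times as high in adipose cells. The 1% of adipose cells with the most stromal UMIs (34 cells) held 94.3% of them, where 5.07% would be held if they were spread by depth. A few stromal cells, or doublets of them with iNKT cells, may therefore account for the pattern, although the sort on CD45 should remove the former. Gsn was also found in 5.35% of the cells, so the list is not exclusive to stroma, and no biological explanation was tested.

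None of 15 type I interferon response genes was higher in resting adipose than in resting splenic cells, with a median log2 ratio of -1.05. A shift of all genes by the scaling of totals was argued against, since the median of all genes was -0.03. The list stayed at -0.94 or lower relative to the median gene under each of 3 other scalings. Only the mean over cells could change that value, since the others shift all genes of a sample alike. A small group of cells rich in these transcripts was argued against as well, since the median was -1.04, with 14 of 14 measured genes lower, without the 5% of cells with the most interferon UMIs in each sample. A difference between the tissues, the digestion of adipose tissue and other differences between these pooled samples stay open and may each contribute.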

How the results depend on the processing

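Of the alternatives counted first, those that cap UMIs and remove the highest doublet scores, and the other rules for activated clusters, were chosen after seeing the data, and all others before. Of 142 alternatives over 16 results, 122 were labelled as leaving the result the same, 20 as moving it and none as reversing it. Many of these results are shares of cells, counts of genes or ranks, for which no reversal was defined. The lack of reversals is therefore no evidence of stability for them. A result labelled the same can still differ in value, as the ranges below show. Keeping doublets restored only 1 cell in each of the adipose 4 hr, adipose 72 hr and splenic 72 hr libraries, so it does not test doublets there. All alternatives set before the data were examined left 10 of the results the same. Of the alternatives for 38 single genes, 286 left the value the same, 41 moved it and none reversed it. A single gene counted as reversed only where its main interval excluded equal levels. Maf of reactivated over resting cells, at -0.01 and at 0.35 with median-of-ratios factors, was therefore not counted as reversed. The cause of a moved value was not tested unless its construction shows it. The summed log2 ratio of glycolysis genes at 72 hr (0.21) was 0.20 with no filter on cells, 0.22 with median-of-ratios factors, 0.18 with totals without mitochondrial and ribosomal protein genes, 0.25 as a mean over cells and 0.23 with the UMI cap. Depth sets the share of cells with an Il10 UMI, which was 4.92% in adipose cells at 72 hr, 13.4% without thinning and 3.21% at 1000 UMIs. Likewise the share in NKT1-like cells at 4 hr (0.312%) was 0.975% without thinning and 0.114% at 1000 UMIs, and it was 0.109% at Leiden resolution 0.5. The activated share of reactivated splenic cells (51.5%) was 46.7% with doublets kept, 45.0% with contaminant cells kept, 48.3% with the simple hashtag rule, 47.5% with 3000 variable genes, 49.7% with the UMI cap, 64.3% when at least 5 of 10 markers were needed and 36.3% against the other reactivated cells. The cMAF-like share of resting splenic cells (12.2%) was 9.23% at resolution 0.5. The NKTFH score of cMAF-like over other cells (0.0912) was 0.0320 at 1000 UMIs and 0.00954 without the genes that are also markers. With the UMI cap no adipose 4 hr cluster was NKT1-like and no resting splenic cluster NKT2-like, so 2 results (Il10 at 4 hr and the similarity of clusters) had no value there. Ranges of other results were 954 to 971 conserved adipose genes, 146 to 185 genes of the 207-gene list, 7 or 8 of 8 Tr1 markers higher in reactivated cells (8 with median-of-ratios factors and as a mean over cells), ratios of 0.109 to 0.366 for Il10 with Gzma and 0.466 to 0.635 for Maf with Klrg1, and a KLRG1-like share of 9.15 to 9.88%. Maf ranked 1 of 7 in every forest. Lists of activated clusters under other scalings and without NKT17-like and cycling clusters, lists at 72 hr without the stromal adipose cluster, and Tox of reactivated cells under other scalings were also added after seeing the data, and of the metabolic lists only oxidative metabolism changed direction (13 of 82 higher, and 54 under median-of-ratios factors). Shallow libraries limit Il10 at 4 hr and in resting cells, where a few UMIs decide each value.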

Differences from the paper's values

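No value set beside the paper's differed by more than 1.5 times or, for log2 ratios, by more than its error in the settings used for the text. Among the alternatives set before the data were examined, the importance of Nfil3 for Il10 with extremely randomized trees and the Il10-positive over Il10-negative ratios of Ctla4, Gzmb, Hif1a and Maf with no filter on cells did differ. The paper's forest used splenic and adipose cells and the one here adipose cells only, and clusters were rebuilt and named here. The cluster shares are no independent comparison, because the rules for naming and for activated clusters were chosen after the clusters, and for naming also the paper's shares, had been seen.

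Some statements of the paper differed. It states that in adipose cells only NKT1 cells expressed Il10. Here 2 Il10 UMIs lay in NKT17-like cells at 4 hr, and free RNA was not excluded as their source. Of 9 Il10-positive thinned cells, 1 lay in the cMAF-like cluster. That cluster had 8 of 8 NKT1 markers above the NKT17-like cluster, and the paper names no such class in these cells. This cell is therefore no difference from its statement. The paper states that Maf and Klrg1 exclude each other in resting splenic cells. Here the transcripts were found together less often than independence would give, but 30 cells carried both. These cells can include doublets and droplets with free RNA. The paper also reports exclusive cMAF+ and KLRG1+ populations by flow cytometry, and the transcripts do not bear on that protein result. The paper lists Cd4 and Tcf7 among the genes of cMAF+ cells. Split by a Maf UMI, resting splenic cells had shares of 9.78 versus 10.0% and 11.1 versus 12.4% after thinning, and Cd4 was higher with Maf before thinning (26.1 versus 21.3%), so no difference was detectable at this depth. The paper describes cMAF+ and KLRG1+ populations among resting adipose cells. KLRG1-like clusters were found here, and a cluster with 10 of 12 cMAF markers (15.5% of cells) stayed unnamed because of 2 NKT2 markers among its leading genes. Slamf6 and Izumo1r, which are those markers, are also named for cMAF+ cells, so this difference comes from the naming rule.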

Other observations

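The genes and comparisons below follow the rule set before the data were examined, apart from the clusters, which were looked at after. At 4 weeks, resting adipose cells differed from resting splenic cells of the same lane in genes the text above does not describe. Of 10 genes of lipid uptake and storage all 10 were higher in adipose cells (median log2 ratio 1.89), which includes the stromal transcript Fabp4, and of 15 genes of cholesterol synthesis 14 were higher (0.55), among them Insig1 (1.44) and Sqle (1.38). Of 11 measured genes of tissue residency, 8 were higher (1.63). Cxcr4, a retention receptor, and Rgs2, a regulator of G protein signaling, had log2 ratios of 4.19 (3.94 to 4.45) and 4.57 (4.40 to 4.74), while the homing receptor genes Ccr7 (-4.78) and Ccr9 (-5.65), the IL-25 receptor gene Il17rb (-5.78) and Dtx1 (-5.87) were lower. Of the 15 genes compared at 72 hr, 13 had the same direction at 4 weeks, among them Ctla4 (4.12 (3.79 to 4.48)), Lag3 (1.85) and Cxcr5 (-2.68). The exceptions were Il21 and Tcf7 (0.32). Il10 stood at 2.39 CPM in resting adipose cells, a log2 ratio of 0.85 (0.00 to 1.75). Of the genes the study listed as conserved, 923 of 970 measured adipose genes were higher in resting adipose cells and all 65 splenic genes were lower, again with lists chosen on adipose and splenic samples, although not on these. Dissociation genes were higher in adipose cells in this comparison too.

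Reactivated splenic cells with an Il10 UMI (75) were set beside those without (3339). Of 8 Tr1 markers, 7 were higher beyond counting error and Gzmb was not (0.15 (-0.03 to 0.33), found in 24.0 and 23.6% of cells). Log2 ratios were 3.54 (3.29 to 3.79) for Ctla4, 2.86 (2.50 to 3.20) for Il21, 2.00 (0.83 to 2.98) for Lag3 (9 UMIs in positive cells) and 1.72 (1.5 to 1.94) for Maf. Of the study's list from adipose NKT10 cells, 134 of 205 genes were higher, against 3861 of all 10365 measured genes. Tnfrsf4, which encodes the costimulatory receptor OX40, stood at 3.01 (2.78 to 3.23) and Nfil3 at 1.64 (0.47 to 2.60), while Gzma (-4.28 (-4.96 to -3.68)) and Klrg1 (-2.03 (-5.08 to -0.16)) were lower. Dissociation genes were higher for 10 of 14 (0.36). These are cells of the rechallenge, and the paper's splenic NKT10 genes come from cells read here as taken 4 hr after a single dose, which were not analysed. In a forest over the 112 Il10-positive unthinned cells, Maf again had the greatest importance (0.226).

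Reactivated over resting splenic cells gave log2 ratios of 8.06 for the retinoic acid binding protein gene Crabp2, 4.25 for the amino acid transporter gene Slc7a5, 3.94 for Hk2 and 2.75 for the spermidine synthase gene Srm, with 4 of 4 polyamine synthesis genes higher. Il17a had 3 UMIs in resting cells and a log2 ratio of 8.36 (6.82 to 10.64). Oxidative metabolism genes were lower in 65 of 82 cases under scaling by totals but higher in 60 of 82 under median-of-ratios factors, so no direction is given for them. Dissociation genes were higher for 13 of 16 (median 0.77) although neither splenic sample was digested. Neutrophil genes were higher for 5 of 5, and the NKT17-like clusters of reactivated cells include 1 led by S100a9, S100a8 and Il1b, in which 8 of 376 cells carried Il10. Of other cell types, 4 of 4 measured macrophage genes, 2 of 4 B cell genes, 2 of 2 CD8 T cell genes and 4 of 6 NK cell genes were higher in reactivated cells, and 5 of 5 stromal genes were lower. Another reactivated cluster of 155 cells led by Dapl1, Sell, Foxp3 and Cd8b1 stayed unnamed.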
